# Ronin Governs Early Heart Development by Controlling Core Gene Expression Programs

**DOI:** 10.1016/j.celrep.2017.10.036

**Published:** 2017-11-07

**Authors:** Jun Fujita, Pablo Freire, Cristian Coarfa, Ashley L. Benham, Preethi Gunaratne, Michael D. Schneider, Marion Dejosez, Thomas P. Zwaka

**Keywords:** transcriptional control, heart development, organ growth, heart disease, dilative cardiomyopathy

## Abstract

Ronin (THAP11), a DNA-binding protein that evolved from a primordial DNA transposon by molecular domestication, recognizes a hyperconserved promoter sequence to control developmentally and metabolically essential genes in pluripotent stem cells. However, it remains unclear whether Ronin or related THAP proteins perform similar functions in development. Here, we present evidence that Ronin functions within the nascent heart as it arises from the mesoderm and forms a four-chambered organ. We show that Ronin is vital for cardiogenesis during midgestation by controlling a set of critical genes. The activity of Ronin coincided with the recruitment of its cofactor, Hcf-1, and the elevation of H3K4me_3_ levels at specific target genes, suggesting the involvement of an epigenetic mechanism. On the strength of these findings, we propose that Ronin activity during cardiogenesis offers a template to understand how important gene programs are sustained across different cell types within a developing organ such as the heart.

## Highlights

• Ronin displays complex expression patterns during embryogenesis
• Ronin is critical for heart growth
• Ronin regulates genetic growth programs
• Ronin binding influences H3K4me_3_ levels at target genes

## Introduction

Even early in development, the heart siphons primordial blood while continuing its journey through the difficult rearrangements and growth needed for it to become a fully configured organ (Rosenthal and Richard 2010). During this complex process, missteps occur frequently (1%–2% of newborns have congenital heart defects; Hoffman and Kaplan, 2002) and the adult heart shows little regeneration (Rosenthal and Richard 2010). Molecularly, cardiogenesis entails coordinated efforts among diverse transcription factors (Olson, 2006). Some of these factors, such as Nkx2.5, assign cell identity early and broadly (Lyons et al., 1995); others, such as Tbx5, act later and in more bound cellular neighborhoods within the cardiac anlagen (Hiroi et al., 2001), whereas still others, like GATA4, GATA6 (Kuo et al., 1997, Molkentin et al., 2000), and various epigenetic enzymes (e.g., p300, histone deacetylases [HDACs], and Brg1/Brm-associated factor [BAF]) (Chang et al., 2004, Lickert et al., 2004, Shikama et al., 2003), coregulate heart development. Although acting with precision, Nkx2.5, Tbx5, and related factors are short-lived and space restricted (Wamstad et al., 2012), so it is challenging to consider a mechanism that might account for very broad transcriptional regulation within an organ composed of diverse cell types. A baton-like handoff of signals would solve this issue in part, but the nascent cardiac tissue may also require other factors that safeguard the robustness of critical mRNAs that cross developmental boundaries, thereby ensuring the coordination and continuity of transcription.

Ronin (Thap11) is an attractive candidate for such a broad regulatory role in cardiogenesis. Discovered in embryonic stem cells and named after a masterless samurai because of its lack of any apparent relationship to the known “master” regulators of pluripotency, it is essential for this state, both in vitro and in vivo (Dejosez et al., 2008). Critically, Ronin binds to a hyperconserved promoter sequence (5′-CTGGGARWTGT-3′) present in many genes and spanning various cellular rubrics (Dejosez et al., 2010). It controls these genes in a yet-undetermined manner in a variety of settings, including the developing eye (Poché et al., 2016), neural crest and craniofacial development (Achilleos et al., 2017a), a cobalamin deficiency syndrome impacting the brain (Achilleos et al., 2017b), hematopoiesis (Kong et al., 2014), cancer cells (Parker et al., 2012), and during the transition from the primed to naive pluripotent stem cell state (Durruthy-Durruthy et al., 2016). Here, we identify a broad-ranging and dynamic binding pattern that allows Ronin to control gene expression across diverse cell types and temporal hallmarks in the developing heart.

## Results

### Ronin Displays a Complex and Dynamic Expression Pattern during Embryogenesis

For a transcriptional regulator to exert broad time- and space-specific control of gene expression across cell types, its expression must be conducive to this function. We therefore tracked Ronin expression during development using *Ronin::lacZ* reporter mice (Figures 1 and S1). Ronin expression underwent a sequence of complex yet spatially well-defined steps as it re-emerged in the mesoderm (E7.0) after an implantational hiatus (Dejosez et al., 2008), only to be restricted to the cardiac crescent shortly thereafter (E7.5–E8.25) and then to the looped heart tube (E9.0), always bypassing cell-type boundaries. By E9.5, Ronin dominated the endocardial layer of the heart and was strongly expressed in other embryonic structures, such as the thalamus, branchial arches, and posterior neuropore. Ronin expression peaked at E11.5, when lacZ staining was visible throughout larger portions of the heart, most of the nervous system, and many other organs. Histological examination of the heart at this stage showed that Ronin expression was most prominent in the myocardial trabecular layer. This pattern remained essentially unchanged at E13.5, but at the end of trabeculation, Ronin levels had declined and remained detectable in only a small number of cells in the subendocardial layer at P0 (postnatal day 0). String-like subendocardial networks of Ronin-positive cells appeared to persist well into adulthood (Figures 1D and S1A), whereas histological sections of adult *Ronin::lacZ* hearts betrayed little-to-no Ronin expression in cardiac myocytes (Figure S1B). These observations suggest that Ronin may direct critical genetic programs not only in the preimplantation embryo (Dejosez et al., 2008), but throughout development and, to a lesser extent, in the adult as well.

**Figure 1:**
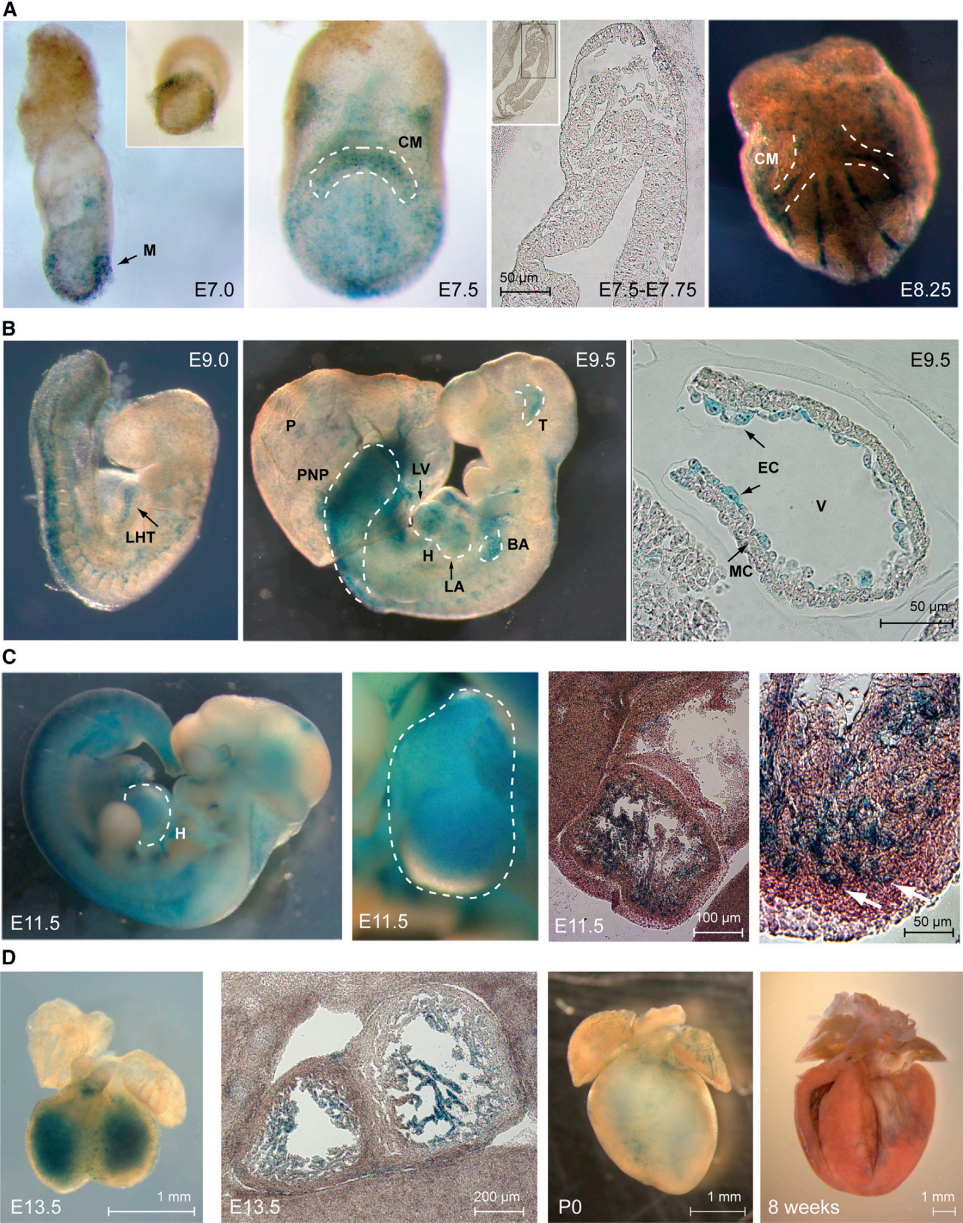
Ronin Is Expressed Early in Cardiogenesis Based on lacZ Expression at the Indicated Developmental Stages (A) At E7.0, Ronin is expressed in the embryonic mesoderm and then appears in the cardiac crescent (E7.5–8.25). (B) It is found in the looped heart tube at E9.0 (left) and the inner layers of the nascent heart structure, the thalamus, branchial arches, and posterior neuropore at E9.5 (middle). Microscopically, hearts at E9.5 (right) show their highest Ronin expression levels in the endocardium and far less in the myocardium. (C) At E11.5, Ronin expression peaks overall (left) and large portions of the heart appear positive (second panel from left). Histologically, the myocardial trabeculae stain positive for Ronin, whereas no signal is seen within the compact layer (right two panels). Note the inward-reaching myocytes (white arrows). (D) The Ronin expression pattern remains essentially unchanged at E13.5, but Ronin expression falls after completion of trabeculation, with only a small ring of Ronin-positive cells (near the subendocardial layers in both ventricles) remaining at P0 and at 8 weeks of age (note that the heart is cut along the midsection). BA, branchial arches; CM, cardiac mesoderm; EC, endocardium; H, heart; LA, left atrium; LHT, looped heart tube; LV, left ventricle; M, mesoderm; MC, myocardium; P, placenta; PNP, posterior neuropore; T, thalamus; V, ventricle. See also Figure S1.

### Ronin Is Critical for Heart Growth

To gauge the involvement of Ronin in heart development in greater detail, we crossed mice homozygous for the floxed Ronin allele with *Nkx2.5::Cre* animals (Moses et al., 2001) to generate a cardiac progenitor-specific knockout model. The functionality of *Nkx2.5::Cre*-mediated gene ablation was independently confirmed by breeding *Nkx2.5::Cre* mice with *Rosa-26-loxP-STOP* reporter animals (Luche et al., 2007), where we observed red fluorescent protein (RFP)-positive cells in the offspring as early as E7.5 in the cardiac crescent (Figure S2A). Additionally, qRT-PCR analysis confirmed significant reduction of Ronin expression after knockout (Figure S2B). *Nkx2.5::Cre; Ronin*^fl/+^ control embryos lacked any discernible phenotype, whereas most *Nkx2.5::Cre; Ronin*^fl/fl^ embryos died between E11.5 and E13.5 (Figures 2A and S2C). The E13.5-knockout heart exhibited a proper configuration, including unimpaired endocardial and epicardial linings, but the ventricular walls appeared undernourished and were substantially less dense than those of *Nkx2.5::Cre; Ronin*^fl/+^ control embryos (Figure 2A, right). This phenotype could reflect the failure of individual cells to grow, a proliferation defect, or perhaps increased apoptosis. To distinguish among these possibilities, we studied knockout hearts at E11.5, observing a decline in the number of proliferating cells, particularly in the trabecular layer of the heart, accompanied by a slight, not statistically significant decrease in apoptosis (Figure S3).

**Figure 2:**
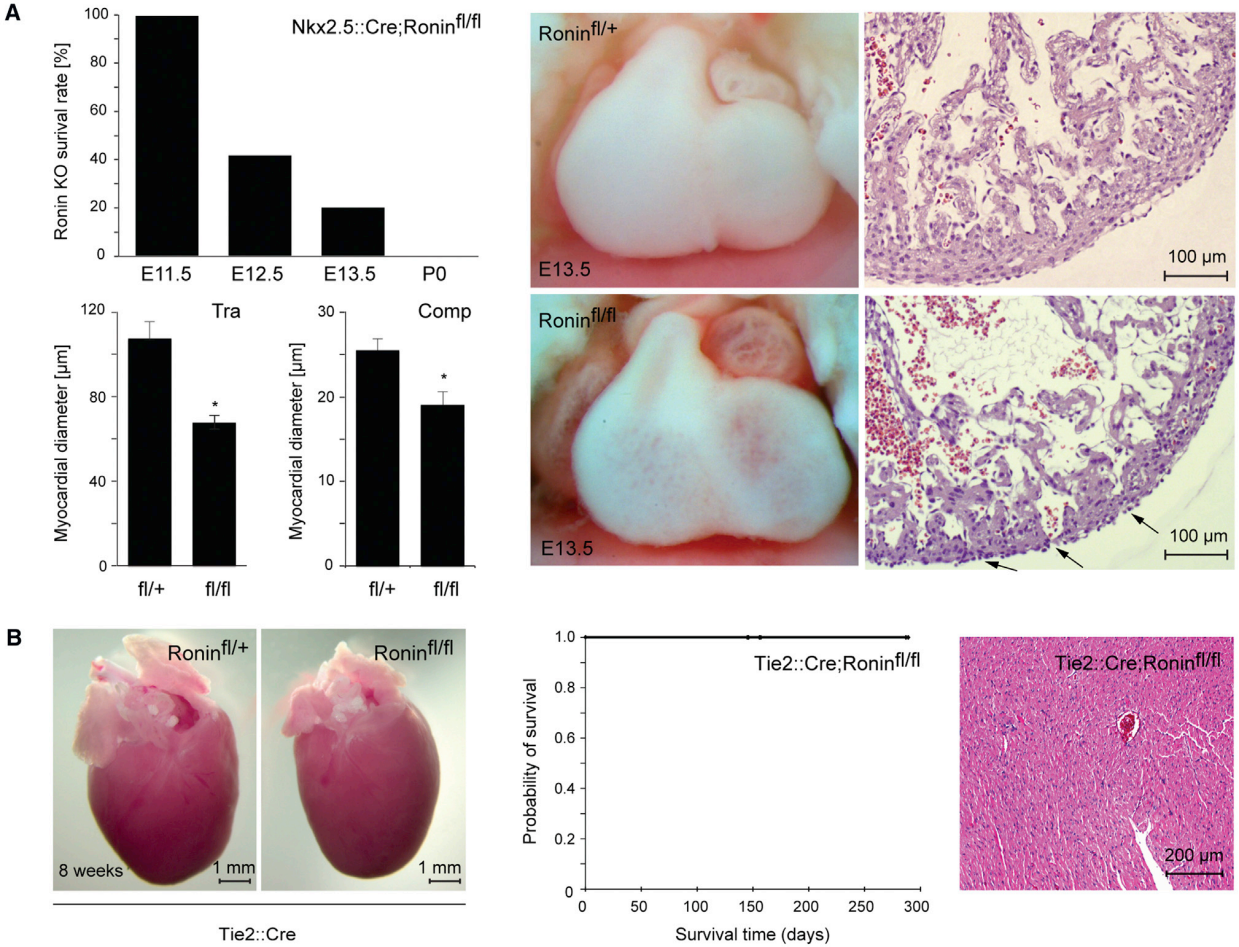
Early Ablation of *Ronin* Causes Cardiac Defects and Embryonic Lethality (A) After *Nkx2.5*-driven *Ronin* ablation, more than half of the knockout embryos died by E12.5, three-fourths were dead by E13.5, and all embryos died before birth (left, top; n = 49, 59, or 79 at E11.5, E12.5, or E13.5, respectively; p = 2.7 × 10^−6^ by χ^2^ test). Bright-field microscopy of the complete heart (middle) and histological analyses of H&E stained sections (right) revealed much thinner chamber walls in *Nkx2.5*-driven *Ronin* knockout hearts (bottom) than in heterozygous controls at E13.5 (top). Black arrows indicate ultra-thin areas of the myocardium. Comparison of the diameters of the trabecular (Tra) and compacted (Comp) myocardial layers with controls (left, bottom two panels) shows significantly decreased results in both layers of the *Nkx2.5*-driven *Ronin* knockout hearts (^∗^p < 0.05 by t test). Values are reported as means ± SEM (n = 5 per group). (B) At 8 weeks of age, there are no overt macroscopic differences between hearts isolated from *Tie2*-driven *Ronin* knockout and those of heterozygous control animals (left two panels). Kaplan-Meier survival analysis of *Tie2*-driven *Ronin* knockout animals. None of the animals died postnatally in the first 9 months of life (n = 13, middle panel). H&E staining of tissue sections obtained from knockout animals at 8 weeks of age shows well-ordered alignment of normal cardiomyocytes (right panel). See also Figures S2–S4.

The most parsimonious explanation for our results is that *Ronin* knockout directly triggers a growth defect in cardiac myocytes, leading to altered proliferation and eventually cell death, rather than exerting a direct effect on developmental cell fate decisions. Alternatively, the defect might first emerge in the endocardium and then spread to the heart muscle. This possibility is supported by our previous observation that some endocardial progenitor subsets originate from Nkx2.5-positive cardiogenic mesoderm (Stanley et al., 2002). To test for such an initial endocardial defect, we removed *Ronin* from the earliest (E8.25) endocardial cells (Kisanuki et al., 2001) using a *Tie2::Cre*; *Ronin*^fl/fl^ cross (Figures 2B and S4). Neither embryos nor adult animals resulting from this cross showed any phenotype, arguing against an endocardial origin for the lethality seen in *Nkx2.5::Cre; Ronin*^fl/fl^ embryos. We also considered whether faulty epicardial signaling could be a contributing factor, but this scenario seems unlikely given that only a minute fraction of the epicardial cells expressed Ronin.

Because *Nkx2.5::Cre* removed *Ronin* from the developing heart at a very early time, we next sought to extend our observations to more mature cardiac myocytes using *αMHC (myosin heavy chain)::Cre* as a driver because αMHC is expressed slightly later than Nkx2.5 during embryonic development. Again, we first tested the penetrance of Cre-mediated deletion by crossing the *αMHC::Cre* mice (Agah et al., 1997) with *Rosa-26-loxP-STOP* reporter animals (Luche et al., 2007). Although no Cre activity was detected at E8.0, from E10.5 on, a large proportion of the heart was RFP positive, suggesting *αMHC::Cre*-mediated conditional deletion of *Ronin* as early as E10.5, an effect that is sustained thereafter, as seen in sections at E13.5 or at 5 weeks of age (Figure S2D). When we crossed *Ronin*^*fl/fl*^ animals with *αMHC::Cre* transgenic mice, the loss of *Ronin* did not yield any discernible cardiac growth defect or other abnormality during gestation (Figure 3A). The pups resulting from this cross were born at normal Mendelian frequencies (Figure S2C) and had apparently normal hearts at birth. However, they became moribund at 3 months of age and none survived beyond 250 days (Figure 3B). The survival curves of control animals (*αMHC::Cre; Ronin*^fl/+^) mirrored those of age-matched *αMHC::Cre* mice (Figure S5), ruling out Cre toxicity as a cause of the adult phenotype. The sick mice all had dilated cardiomyopathy (DCM) with characteristic echocardiography (ECG) changes, including bradycardia, prolonged QRS intervals, and long QT waves (Figures 3C–3E). Their left ventricles were dilated, pumped with a low ejection fraction (Figure 3F), and showed other signs of DCM on echocardiography (Figure S5). Postmortem examination revealed that *αMHC::Cre* mice had enlarged hearts at 12 weeks of age (Figure 3G). Histologically and ultrastructurally, the heart texture was disordered and featured interstitial fibrosis, nuclear enlargement, G-band streaming, and myocyte degeneration (Figure 3H). Additionally, we confirmed the elevated expression of known markers of heart failure by RT-PCR (Figure S7A). Thus, *Ronin* knockout by *Nkx2.5* and *αMHC* approaches produced diametrically opposed effects on the developing heart.

**Figure 3:**
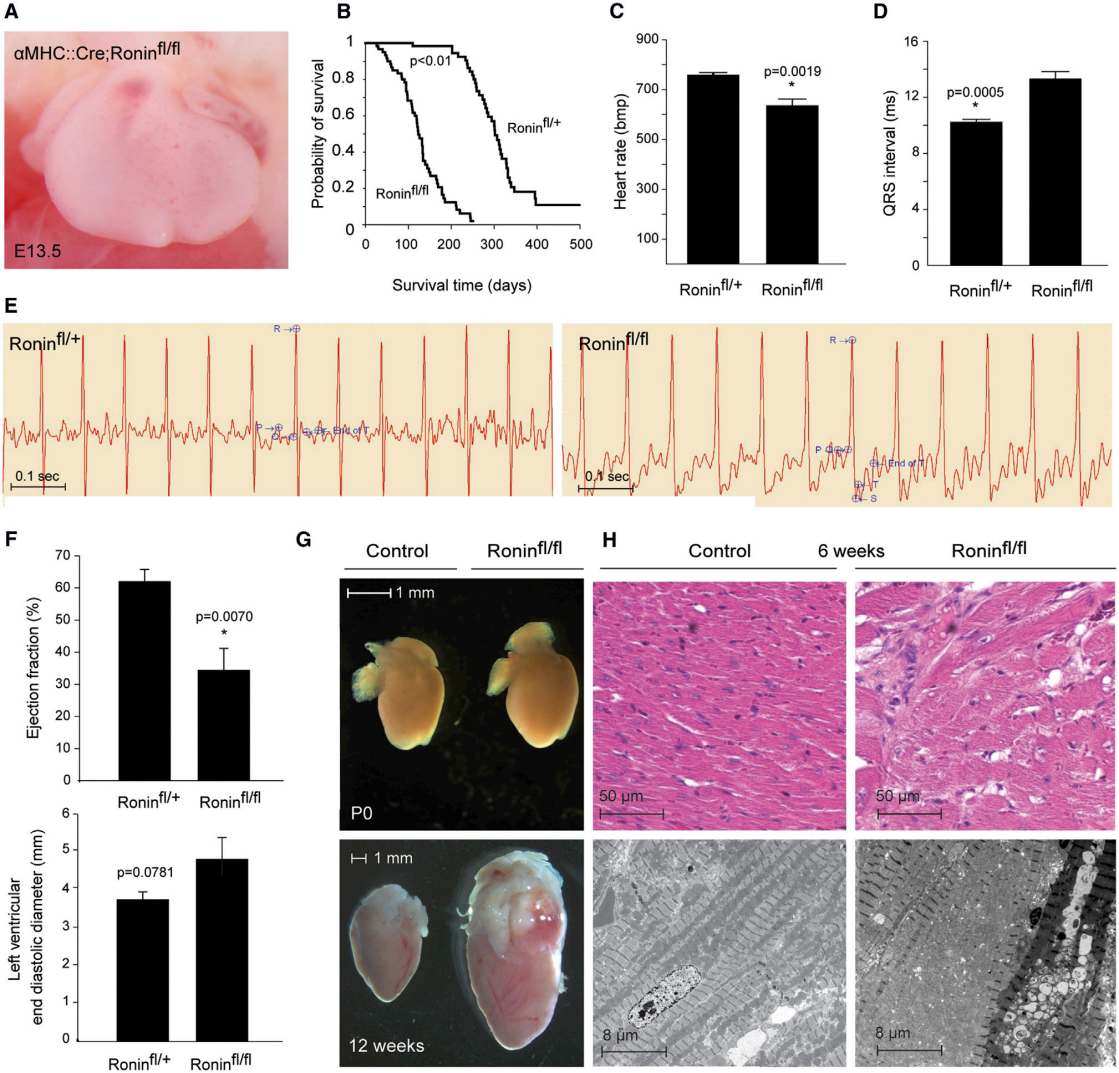
Midgestational Ablation of *Ronin* Leads to Postnatal Dilated Cardiomyopathy in Adult Mice (A) Bright-field photomicrograph shows a normal-looking heart at E13.5 after *αMHC*-driven knockout of *Ronin*. (B) Kaplan-Meier analysis shows that all mice with *αMHC*-driven *Ronin* knockout died before 9 months of age; the mean survival times for control (n = 60) and *Ronin* knockout (n = 62) mice was 262.8 days versus 123.6 days (p = 9.9 × 10^−20^ by log-rank test). (C–E) Determination of heart rate (C) and QRS interval (D) following electrocardiography (E) demonstrate that animals with *αMHC*-driven *Ronin* knockout have bradycardia and a prolonged QRS interval. Bmp; beats per minute. (F) Echocardiography reveals that animals with *Ronin* knockout have a significantly lower ejection fraction, whereas the ventricular end diastolic diameter appears elevated when compared with heterozygous controls. Data are reported as mean ± SEM (n = 5 per group). (G) Neonatal heart size (P0) did not differ between *αMHC*-driven knockout and control animals (top), but at 12 weeks of age, the hearts of knockout animals were clearly enlarged (bottom). (H) H&E staining (top) of heart tissue sections of *αMHC*-driven 6-week-old knockout mice showed hypertrophic cardiomyocytes and lymphocyte infiltration. A more detailed electron microscopic comparison of conditional knockouts with control animals (bottom) revealed fibrosis, increased numbers of mitochondria of various sizes, loss of granules, enlarged, hypertrophic, and disorganized nuclei, and thick Z-bands. See also Figures S2 and S5.

### Ronin Regulates Heart Growth Programs

The broad though still dynamic expression pattern of Ronin offered a clue as to why the *Nkx2.5*- and *αMHC*-related phenotypes were so different because it suggested that Ronin may modulate a spectrum of vital genes across cell types for only a limited time. To test this hypothesis, we used chromatin immunoprecipitation sequencing (ChIP-seq) analyses of cardiac tissues extracted from E11.5 embryos to map Ronin’s target gene repertoire (Table S1). We found that the binding of Ronin overlapped strikingly with that of its cofactor, Hcf-1, underscoring the close relationship between these two proteins (Figure 4A; Table S1). A DNA motif affiliated with Ronin binding (YGGGNNNYRTAGT; Figure 4B) was typically located proximal to the transcriptional start sites (p = 1.0 × 10^−15^; Figure 4C), identical to the Ronin binding signature found in pluripotent stem cells (Dejosez et al., 2010), retinal progenitors (Poché et al., 2016), and cancer cells (Parker et al., 2012). The genes targeted by Ronin/Hcf-1 largely belonged to metabolism-related categories, including primary metabolism, nucleic acid metabolism, and protein metabolism and transport (Figure 4D; Table S1). Together, our results suggest that the growth and metabolic pathways controlled by Ronin are indispensable for normal heart development during the E9.5–E11.5 interval and less essential thereafter.

**Figure 4:**
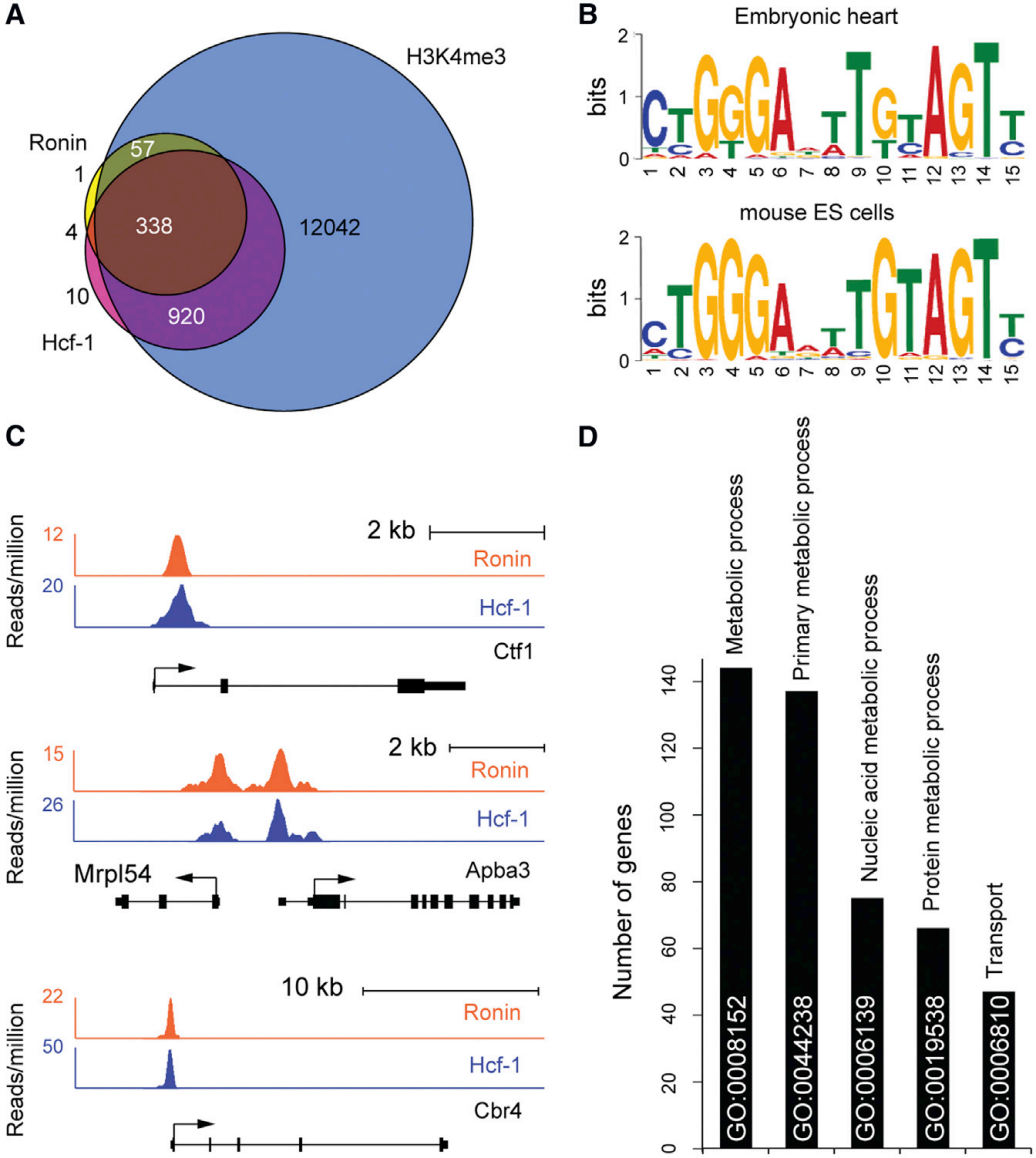
Ronin Cooperates with Hcf-1 to Regulate Expression of Metabolic Genes during Cardiac Development (A) Venn diagram of ChIP-seq data representing embryonic hearts collected at E11.5. Most of the genes targeted by Ronin are also bound by Hcf-1 and are H3K4me_3_ positive. (B) Consensus sequences of the Ronin binding motif identified after ChIP-seq analysis are almost identical in embryonic heart (top) and embryonic stem cells (bottom). (C) Examples of genes bound by both Ronin and Hcf-1 showing that signals are enriched immediately upstream of transcriptional start sites (arrow). (D) PANTHER analysis classifying GO categories of all Ronin/Hcf-1 target genes assigns the vast majority of Ronin-bound genes to metabolic processes. See also Table S1.

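Heart RNA from 5 comparisons was measured on Illumina mouse whole-genome BeadArrays, which report each transcript as the intensity of a probe. Control and knockout hearts were compared at E9.5 and E11.5 for the Nkx2.5::Cre driver and at E11.5, P0 and 6 weeks for the αMHC::Cre driver. The Nkx2.5 comparison at E11.5 had 3 arrays per group and each of the others had 2, which makes 22 arrays in all, and at E9.5 each array held RNA pooled from 10 hearts. The controls carried the Cre transgene and 1 floxed Ronin allele, so that hearts with homozygous and heterozygous deletion were compared. The sample records give Nkx2.5::Cre as the genotype of the αMHC knockout hearts, whereas their titles and the paper give αMHC::Cre, which was followed here. In the αMHC comparison at E11.5 the intensity of Xist, which marks female samples, was 1888 and 1989 in controls and 49.9 and 54.9 in knockouts. Sex therefore goes with genotype in that comparison, also where the drivers are compared at E11.5. In Nkx2.5 hearts at E11.5 Xist was 659, 1018 and 47.0 in controls and 695, 40.1 and 36.7 in knockouts. Sex was thus unequal between these groups too, though not fully apart. In αMHC hearts at 6 weeks Xist was 57.5 and 556 in controls and 58.5 and 689 in knockouts, so both groups were mixed alike.
The authors normalized the intensities by cubic spline, and the distribution of values is alike within each comparison and differs between comparisons. The deposited values are linear intensities, with the lowest probe of each array between 31.1 and 57.1. They were taken to the log2 scale and analyzed without further normalization, except where the ages of controls were compared. Each gene was represented by its probe with the highest mean, and a gene was tested in a comparison when this probe was brighter than the median probe there, which left between 11707 and 11908 genes per comparison. Fold changes of knockout over control and their adjusted p values come from 1 limma fit of all arrays with 12 residual degrees of freedom, in which each comparison has its own array weight. The small number of arrays limits the precision of each fold change.
Transcript of Ronin itself, encoded by Thap11, was reduced but not absent in knockout hearts. Every knockout array was below every control array of its comparison. The knockout level was 86.4% and 53.8% of the control mean in the Nkx2.5 hearts at E9.5, and 66.1%, 72.5% and 50.9% at E11.5. In the αMHC hearts it was 59.3% and 88.2% at E11.5, 78.8% and 71.6% at P0, and 20.0% and 53.4% at 6 weeks. Averaged over the 5 comparisons, Thap11 fell by 0.74 on the log2 scale (two-sided exact permutation test within comparisons, p = 7.7e-05, the smallest that the 25920 assignments allow). Taken singly, the decrease passed an adjusted p of 0.05 at 6 weeks alone, at a log2 fold change of −1.61 (standard error 0.40, adjusted p = 0.041 from limma), and that call ended without control 1, control 2 or knockout 1, with values from −2.32 to −0.91 over the arrays left out. Whether the Thap11 probe lies in the deleted part of the gene is not known.

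**Figure D1:**
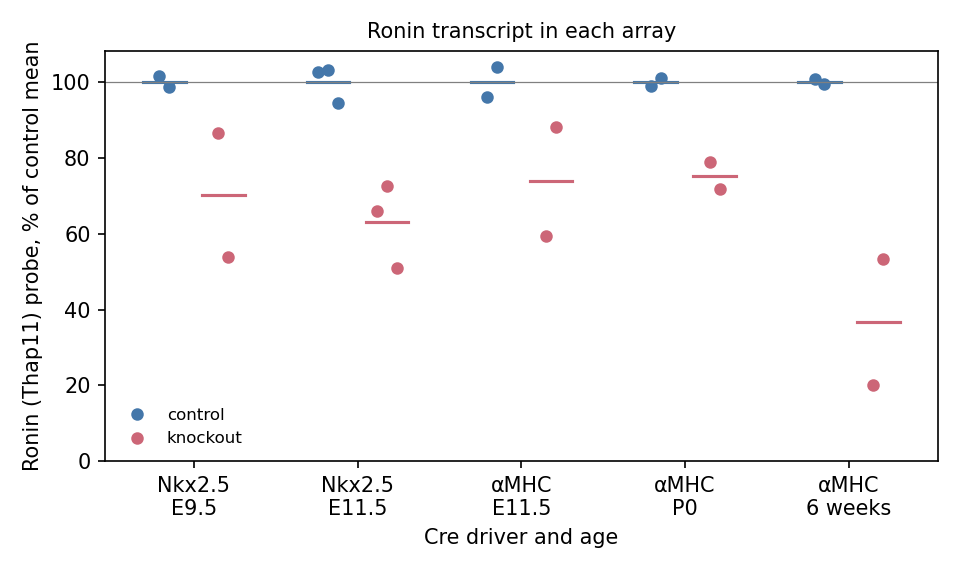
Intensity of the Thap11 probe as a percent of the mean of the controls of the same comparison, 1 point per array, for control and knockout hearts of each driver and age. Each knockout array lies below the controls of its comparison, from 20.0% to 88.2% of their mean.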

To pursue this hypothesis further and learn if there is a temporal component to the Ronin-mediated regulation of target genes, we scrutinized global gene expression profiles in normal and knockout heart tissues at different time points. 

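Bckdk, whose product restrains the breakdown of branched-chain amino acids, Thtpa, an enzyme of thiamine metabolism, and Mrpl24, a protein of the mitochondrial ribosome, were among the genes that fell in the earliest knockout hearts, those of Nkx2.5 at E9.5. Bckdk had an intensity of 2263 ± 62.5 (SD, n = 2) in controls and 939.9 ± 119 (SD, n = 2) in knockouts, a log2 fold change of −1.27 (standard error 0.16, adjusted p = 5.5e-04 from limma). Thtpa fell by 1.00 and Mrpl24 fell by 0.93 on the log2 scale (adjusted p = 5.5e-04 and 0.0019 from limma). The largest increase was in Ttc41, at 1.57 (standard error 0.13, adjusted p = 2.6e-06 from limma), from an intensity of 99.8 ± 4.07 to 296 ± 30.7 (SD, n = 2 each). Of these genes, Ttc41 passed whichever of the 4 arrays was left out, while Bckdk, Thtpa and Mrpl24 were no longer past the threshold without control 2, nor Mrpl24 without control 1, where the values over the arrays left out went up to −1.14, −0.90 and −0.80.
Regardless of significance, 27 genes rose and 49 fell more than 1.5-fold in Nkx2.5 hearts at E9.5, of which 1 rose and 5 fell more than 2-fold. In αMHC hearts at E11.5, 60 genes rose and 22 fell more than 1.5-fold, of which 10 rose and 8 fell more than 2-fold. The numbers over 1.5-fold at E9.5, given as higher/lower, were 50/111 without knockout 1 and 65/51 without knockout 2, where more genes rose than fell. In αMHC hearts they were 81/46 without control 2 and 36/38 without knockout 2, where slightly more fell than rose, and their sum of 82 was 210 without knockout 1. The sum over 2-fold was 14 without control 1 and 30 without knockout 1 at E9.5, and 29 without control 2 and 51 without knockout 1 in αMHC hearts.
At an adjusted p under 0.05 from limma, 21 genes were higher and 37 lower in Nkx2.5 knockouts at E9.5, against 254 and 302 at an unadjusted p under 0.05. These counts were 11 and 14 without control 1, 1 and 0 without control 2, and 30 and 85 without knockout 1, and 12 genes were lower without knockout 2. With equal array weights they were 1 and 1, and with this comparison fitted alone 3 and 11. In αMHC hearts at E11.5, 0 genes were higher in limma and 1 was lower, Usp29, at −1.23 (standard error 0.16, adjusted p = 0.0026 from limma), against 253 higher and 270 lower at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. With this comparison fitted alone 11 were higher and 4 lower, and with the replicate number as a block 9 and 2. The sex-linked genes Xist and Eif2s3y did not pass in the fit of all arrays, although controls and knockouts were far apart. Eif2s3y was at 51.2 and 53.1 in controls and at 1114 and 1053 in knockouts. The low count therefore does not show that few genes differ. By Xist the controls of that comparison were female and the knockouts male, so sex and knockout cannot be separated in any of its counts. Without control 1 or knockout 2, 0 genes were lower there, 1 was higher without knockout 2, 3 higher and 2 lower were found without control 2, and 3 lower without knockout 1.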

The initial gene expression changes were subtle; only around 100 genes were regulated more than 1.5-fold (*Nkx2.5* knockout at E9.5 or *αMHC* knockout at E11.5), with only a few genes exceeding the 2-fold threshold (Figures 5A–5C and S6; Table S2). These changes translated to more pronounced effects at later developmental stages (Figures 5 and S7). 

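At E11.5, Nkx2.5 knockout hearts carried a marked increase of genes that cells switch on when amino acids are short or protein synthesis is stressed, led by the amino acid transporter Slc7a3 and the glutathione-degrading enzyme Chac1. At 6 weeks, the nicotinamide riboside kinase Nmrk2, smooth muscle actin Acta2 and the matrix protein Timp1 were increased in αMHC knockout hearts, and Phkg1, of glycogen breakdown, was decreased. At P0 no single gene passed the threshold.
Slc7a3 rose from an intensity of 85.5 ± 14.9 to 924 ± 202 and Chac1 from 125 ± 6.33 to 1365 ± 255 (SD, n = 3 each), log2 fold changes of 3.43 and 3.43 (standard errors 0.26 and 0.45, adjusted p = 8.3e-07 and 6.5e-04 from limma). Atf5, a transcription factor of the same response, rose by 1.47 (adjusted p = 0.0013 from limma), and all 3 passed with any of the 6 arrays left out. Overall 13 genes were higher and 45 lower at E11.5, against 401 and 604 at an unadjusted p under 0.05. With the replicate number as a block the adjusted counts were 254 and 235, so that the excess of lower genes was gone. The counts were 5 and 15 without control 3, 8 and 23 without knockout 1, and 132 and 103 without knockout 3, and 15 genes were lower without control 1.
At 6 weeks, 84 genes were higher and 123 lower (646 and 592 unadjusted), but 1 and 8 without control 1, 29 and 37 without knockout 1, 393 and 358 without knockout 2, and 55 higher without control 2. Nmrk2 rose by 4.81 (standard error 0.73) and Timp1 by 1.53, and both were no longer past the threshold without control 1, with values down to 3.22 and 1.26 over the arrays left out. On the Nmrk2 probe control 2 was 3.18 above control 1 on the log2 scale, and other probes of the gene gave −0.52 and 3.47 between these arrays. Phkg1, at −2.39 (standard error 0.21, adjusted p = 9.8e-06 from limma), and Acta2, at 1.62, passed with any array left out, but with this comparison fitted alone 0 genes passed in limma, these 2 included. At P0, 0 genes passed in limma and 257 were higher and 239 lower at an unadjusted p under 0.05, and the methods' t-test gave 181 and 197 unadjusted and 0 after adjustment. Without control 1 at P0, 8 genes were higher and 2 lower, and without knockout 2, 1 was higher.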

As shown by gene set enrichment analysis (GSEA), a gene signature specific to dilated cardiomyopathy emerged at P0 in *αMHC* knockout hearts and had become significant by 6 weeks (Figure S7B). 

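Lists of heart stress and of extracellular matrix genes were higher in αMHC knockout hearts at 6 weeks, calls of camera at its preset correlation between genes that were lost with an estimated one. For a list of the dilated cardiomyopathy pathway, with 63 genes measured at each age, the mean log2 fold change lay 0.03 above that of all other genes at P0 (adjusted p = 0.84 from camera in limma) and 0.15 above it at 6 weeks (adjusted p = 0.15), where 42 of the 63 were above 0. Leaving out knockout 1 at 6 weeks changed the shift to 0.02, leaving out knockout 2 changed it to 0.29 and past the threshold, and leaving out knockout 2 at P0 changed it to −0.02. At 6 weeks 1 of the genes was higher at an adjusted p under 0.05 over all genes, and 4 were higher and 1 lower when adjusted over the list alone. A ranking with permuted gene labels, the kind of test used in GSEA, gave a normalized enrichment score of 0.71 at P0 and 1.59 at 6 weeks (permutation test, adjusted p = 0.99 and 0.019), and it takes genes as independent. The list was written after the pathway of that name, since the set used in the paper is not among the files.
A list of 17 measured genes of heart stress and the fetal program was 0.89 above the other genes at 6 weeks (adjusted p = 3.5e-06 from camera in limma, and 0.26 with an estimated correlation), with 11 members higher and 2 lower when adjusted over the list alone, and it was 0.53 above them without control 1. Acta1 rose by 1.55, an increase that was no longer past the threshold without control 1 or knockout 1, at values between 0.83 and 2.27 over the arrays left out. Myh7 was at 1.89 (adjusted p = 0.11 from limma) and passed without knockout 2, at 3.30, and Nppa was at 1.02 (adjusted p = 0.15 from limma) and passed without control 2, at 1.78. The 26 measured genes of extracellular matrix and fibrosis were 0.83 above the others (adjusted p = 4.1e-12 from camera in limma, and 0.26 with an estimated correlation), with 25 of 26 above 0 and 12 higher when adjusted over the list alone. Lists of the 6-week hearts pass in camera with its preset correlation between genes, and 0 of them holds with a correlation estimated from these arrays.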

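In Nkx2.5 knockout hearts at E11.5 the genes of amino acid supply and the integrated stress response were higher. Glycolysis was slightly lower there in camera at its preset correlation, a call lost with an estimated one. In αMHC knockout hearts at 6 weeks fatty acid oxidation, the TCA cycle and oxidative phosphorylation were lower, while glycolysis was slightly higher, calls of camera at its preset correlation that were all lost with an estimated one. At E9.5 and at P0 none of these lists passed the threshold in camera.
At E11.5 the 44 measured genes of the amino acid and integrated stress response had a mean log2 fold change 0.72 above that of the other genes (adjusted p = 4.7e-32 from camera in limma, and 0.0014 with an estimated correlation), and 40 of the 44 were above 0. Of these genes 7 were higher at an adjusted p under 0.05 over all genes and 21 when adjusted over the list alone. The mean of the list relative to the controls was 0.79, 0.83 and 0.50 in the 3 knockouts, and between −0.15 and 0.11 in the controls. Markers of erythroid cells were higher in the same hearts, by 0.90 (18 genes, adjusted p = 7.6e-11 from camera in limma, and 0.59 with an estimated correlation), by 0.52 without control 3 and by 0.50 without knockout 2. The stress response was also higher in αMHC hearts, by 0.15 at E11.5 and 0.28 at 6 weeks (adjusted p = 8.7e-05 and 8.4e-04 from camera in limma, and 0.70 and 0.42 with an estimated correlation), the latter at 0.08 without control 1 and 0.11 without knockout 2, neither past the threshold, and at 0.47 without control 2 and 0.45 without knockout 1. Erythroid markers were 0.44 higher in αMHC hearts at E11.5, 0.70 without knockout 1, and 0.19 and not past the threshold without knockout 2. With an estimated correlation this call was lost. The difference between Nkx2.5 hearts at E11.5 and αMHC hearts at 6 weeks was not tested. Asns, which makes asparagine, rose by 1.43 and Ddit3, a transcription factor of the response, by 1.16 (adjusted p = 0.017 and 0.023, n = 3 per group in limma). Asns was no longer past the threshold without control 1, control 3, knockout 1 or knockout 2, at values between 1.18 and 1.78, and Ddit3 without any array but knockout 3, at values between 0.95 and 1.34. Glycolysis, with 19 genes, was at −0.15 (adjusted p = 0.039 from camera in limma, and 0.81 with an estimated correlation), a call that ended without control 1, control 3 or knockout 2, at −0.10, −0.12 and −0.03, and it was −0.23 without control 2 or knockout 3.
At 6 weeks fatty acid oxidation was at −0.57 (27 genes, 0 above 0, adjusted p = 1.3e-10 from camera in limma, and 0.26 with an estimated correlation), and 0 members were higher and 2 lower, over all genes and when adjusted over the list alone. The shift was −0.24 without knockout 1 and −0.89 without knockout 2. The TCA cycle was at −0.30 (23 genes, adjusted p = 4.0e-04 from camera in limma, and 0.51 with an estimated correlation), at −0.10 and not past the threshold without knockout 1, and at −0.49 without knockout 2. Oxidative phosphorylation was at −0.26 (76 genes, 5 above 0, adjusted p = 1.5e-08 from camera in limma, and 0.50 with an estimated correlation), at −0.13 without knockout 1 and at −0.40 without knockout 2. Glycolysis was at 0.24 (18 genes, adjusted p = 0.045 from camera in limma, and 0.69 with an estimated correlation), a call that ended without control 1, control 2 or knockout 1, at 0.21, 0.25 and 0.08, while it was 0.42 without knockout 2. Etfdh, which passes electrons from fatty acid oxidation to the respiratory chain and is a Ronin/Hcf-1 target, fell by 1.75, and without control 1 was no longer past the threshold, at values between −2.26 and −1.23 over the arrays left out.

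**Figure D2:**
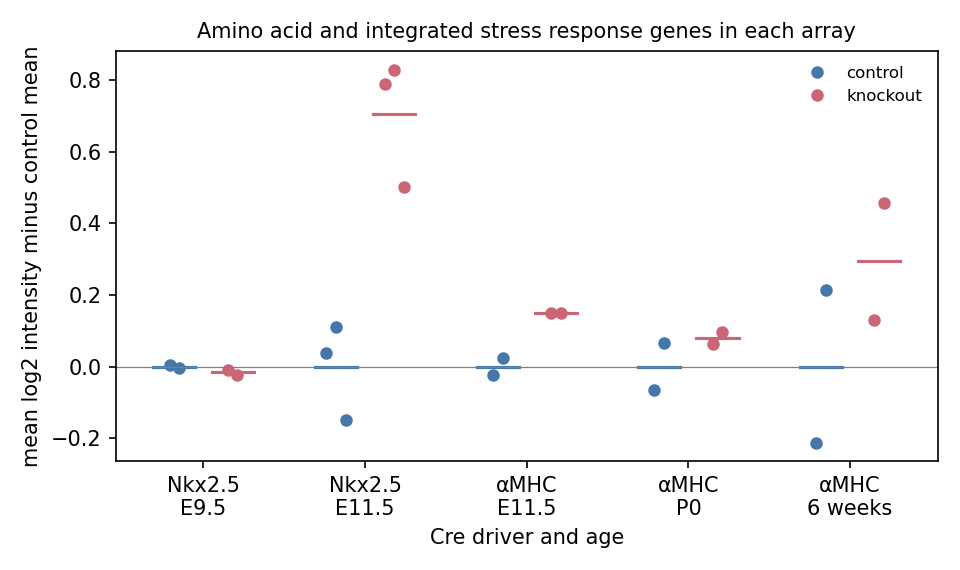
Mean log2 intensity of the amino acid and integrated stress response genes on each array, relative to the mean of the controls of the same comparison, 1 point per array. The 3 Nkx2.5 knockout arrays at E11.5 lie at 0.79, 0.83 and 0.50, above their controls.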

Gene ontology (GO) analyses revealed that *Ronin* knockout-related gene expression changes were most prominent in metabolic categories at all stages, overlapping with processes involved in organ development (*Nkx2.5* driven) or heart function at later time points (*αMHC* driven; Figure S6; Table S2). The results of our analyses agree with previous findings in the developing retina (Poché et al., 2016), in which *Ronin* knockout led to impaired cell proliferation and increased cell death, most likely due to dysregulation of genes involved in metabolic processes and mitochondrial function in particular. Indeed, the mitochondrial gene signature that was discovered to respond to *Ronin* knockout in the retina was similarly downregulated after *Ronin* knockout in the heart. 

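The mitochondrial genes shown for the heart were mostly lower under both drivers and at every age measured. They encode proteins of the mitochondrial ribosome such as Mrpl34 and Mrpl54, of the inner membrane such as Uqcr10 and Letm1, and enzymes of metabolism such as Acad8 and Sirt4. The tally that follows is of 28 genes named in Fig. 5B that have a probe of that name. In Nkx2.5 hearts 25 of 26 measured genes were lower at E9.5 and 24 of 28 at E11.5, with median log2 fold changes of −0.52 and −0.67. In αMHC hearts 26 of 28 were lower at E11.5, 22 of 27 at P0 and 23 of 28 at 6 weeks, with medians of −0.18, −0.25 and −1.05. At an adjusted p under 0.05 in limma, 13, 12 and 13 of them were lower in Nkx2.5 hearts at E9.5 and E11.5 and in αMHC hearts at 6 weeks. These calls depend on the fit. With equal array weights 1 gene of any kind was lower at E9.5, and with each comparison alone 0 genes were lower at 6 weeks. The full retinal signature is not among the files, so the tally covers the labeled genes of 1 panel alone. As a list, 76 genes of the mitochondrial ribosome had a mean log2 fold change relative to other genes of −0.07 in Nkx2.5 hearts at E11.5 (adjusted p = 0.18 from camera in limma), and of −0.09 and past the threshold without control 3.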

The affected genes were among the most strongly regulated genes in our experiments (Figures 5A–5C).

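Uqcr10, a subunit of respiratory complex III and one of these mitochondrial genes, was among the strongest decreases of the Nkx2.5 hearts. At E11.5 its transcript fell from an intensity of 21787 ± 999.7 to 8764 ± 957 (SD, n = 3 each), a log2 fold change of −1.32 (standard error 0.12, adjusted p = 5.3e-06 from limma) that passed with any array left out. Of the 10 largest decreases among the genes that passed at E11.5, 4 are in Fig. 5B, namely Uqcr10, Bckdk, Mdh1 and Acad8. Mdh1, at −1.33, was no longer past the threshold without control 1 or control 3, at values between −1.44 and −1.23 over the arrays left out, and Acad8, at −1.25, without control 1, control 3 or knockout 1, at values up to −1.13. At 6 weeks Mrpl34 fell by 1.82, a call that ended without control 1, at values between −2.19 and −1.45 over the arrays left out. Genes outside Fig. 5B changed as much or more. Among them were Pomgnt2, an enzyme that adds sugar to dystroglycan, at −1.57 (adjusted p = 4.5e-04 from limma), and Thyn1, a Ronin/Hcf-1 target, at −1.30 (adjusted p = 2.6e-04 from limma), both past the threshold with any array of the Nkx2.5 comparison at E11.5 left out. Adamts9 and Pam fell further there, at values between −4.52 and −2.34 and between −2.59 and −2.14 over the arrays left out. Adamts9 was no longer past the threshold without control 1, control 2, knockout 1 or knockout 2. The call of Pam ended without any of the controls or knockout 1. On the Adamts9 probe control 2 was 4.36 above control 3 on the log2 scale, and another probe of the gene gave −0.05 between these arrays.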

**Figure 5:**
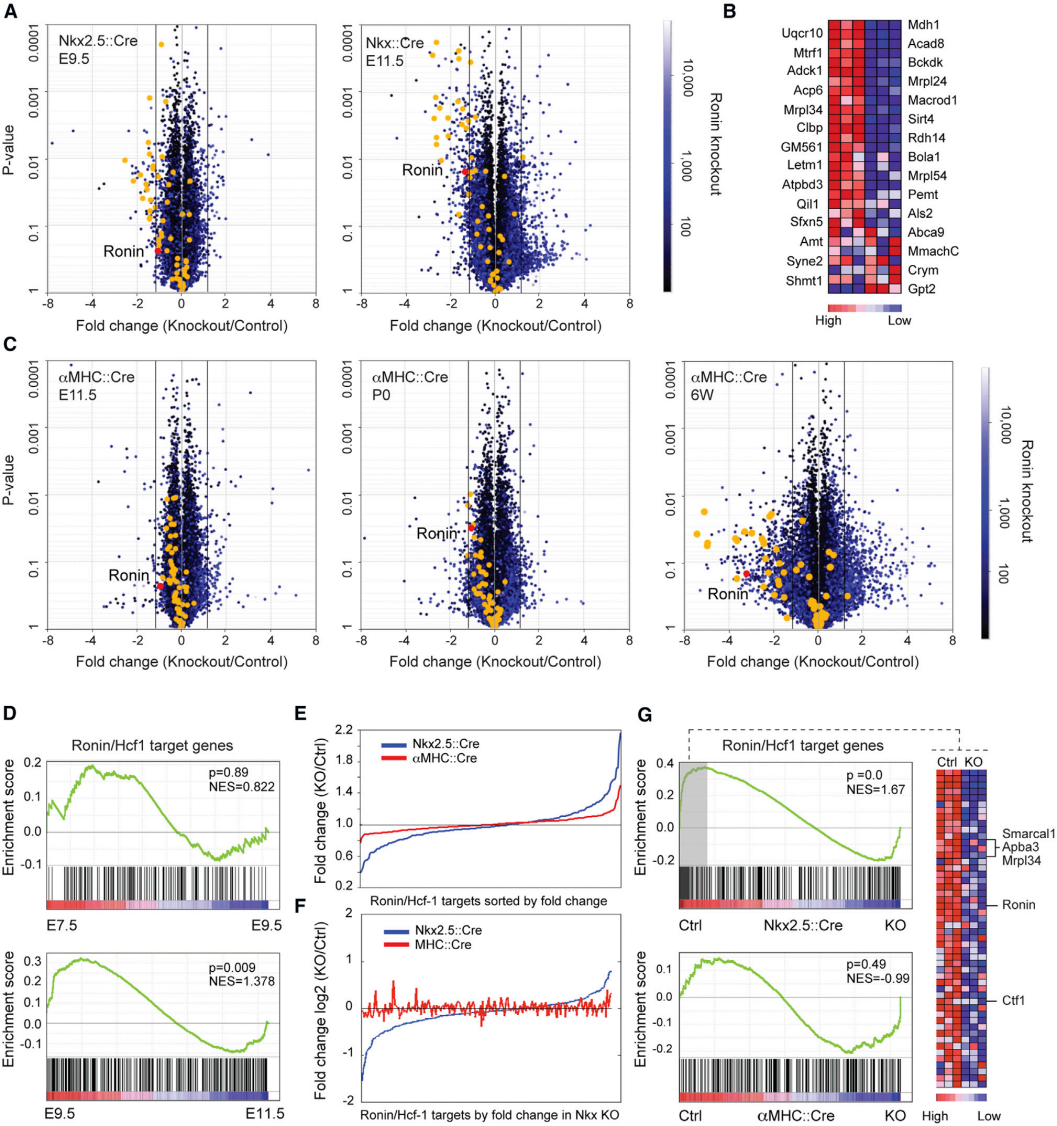
Ronin and Hcf-1 Cooperate to Regulate Expression of Target Genes during Early Cardiac Development to Control Cardiac Growth (A) Volcano plots of microarray expression data obtained with RNA isolated from control or *Nkx2.5::Cre*-driven *Ronin* knockout heart tissue at the indicated time points. Yellow circles depict members of the mitochondrial gene signature that were discovered to respond to *Ronin* knockout in the retina (expression data with fold changes or p values outside the plot limits are not shown; n = 2 or 3 samples per group for the *αMHC*- or *Nkx2.5*-driven knockout hearts, respectively). (B) Heatmap of mitochondrial genes highlighted in (A). (C) Volcano plots of microarray expression data obtained with RNA isolated from control or *αMHC::Cre*-driven *Ronin* knockout heart tissue at indicated time points (n = 2 per group). (D) GSEA shows that Ronin/Hcf-1 target genes are not significantly regulated between E7.5 and E9.5 (top), whereas significant changes are evident between E9.5 and E11.5 (bottom). (E) Comparison of microarray expression data from control or *Ronin* knockout heart tissue at E11.5 reveals a clear dysregulation of Ronin target genes after *Nkx2.5*-driven knockout (blue line), whereas *αMHC::Cre*-triggered *Ronin* deletion has a less pronounced effect (red line). Fold changes in the expression level of all Ronin/Hcf-1 target genes between knockouts and controls are shown. (F) Sorting of the Ronin/Hcf-1 target genes by expression level in *Nkx2.5*-driven knockout shows that the genes dysregulated in *αMHC*-driven knockout hearts differ from those in *Nkx2.5*-driven knockouts. Fold changes (log2) between knockouts and controls are shown. (G) GSEA reveals that *Nkx2.5*-driven knockout (top) significantly downregulates the expression of Ronin/Hcf-1 targets at E11.5. The heatmap (right) depicts the relative expression levels of the most affected genes. By contrast, *αMHC*-driven knockout (bottom) has no discernible effect on Ronin/Hcf-1 target gene distribution at E11.5. KO, knockout; Ctrl, control. See also Figures S6–S9 and Table S2.

Comparison of our molecular findings with the corresponding phenotypes suggested that the *Ronin* knockout-related transcriptional changes during early heart development are highly detrimental, whereas those due to delayed knockout lead to more subtle changes that are tolerated for prolonged times. A clue to the mechanism of these disparate outcomes came from the observation that the expression levels of Ronin target genes fluctuate significantly between E9.5 and E11.5 (Figure 5D, bottom), but not earlier (between E7.5 to E9.5; Figure 5D, top). Moreover, the expression of Ronin target genes varied far more after *Nkx2.5*-triggered knockout than after *αMHC* ablation at E11.5 (Figures 5E, S7C, and S7D; Table S2). 

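Between E9.5 and E11.5 much of the transcriptome of control hearts changed, with genes of the second heart field falling. Genes of oxidative phosphorylation were higher in camera at its preset correlation, a call lost with an estimated one. In the Nkx2.5 control hearts 2254 genes were higher and 2060 lower at E11.5 than at E9.5 among the 12436 measured (adjusted p under 0.05 from limma). The 74 genes of oxidative phosphorylation were 0.32 above all other genes (adjusted p = 6.4e-07 from camera in limma, and 0.46 with an estimated correlation), and the 12 genes of the second heart field and outflow tract were at −1.10 (adjusted p = 2.1e-07, and 0.04 with an estimated correlation). Of 263 measured Ronin/Hcf-1 targets, 34 were higher and 59 lower, and 36 and 61 when adjusted over the list alone, so that both directions occurred. Their mean log2 fold change relative to other genes was −0.09, with an adjusted p of 0.29 from camera. A ranking with permuted gene labels gave a normalized enrichment score of −1.44 (permutation test, adjusted p = 0.014), and fry, which asks whether the genes move one way on balance without comparing them with others, gave an adjusted p of 0.0021. The arrays of these ages were normalized apart by the authors, so the values were quantile normalized over all arrays for this comparison, and age cannot be told apart from the array run. No E7.5 arrays are among these samples.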

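At E11.5 the fold changes of Ronin/Hcf-1 targets were spread over a wide range in Nkx2.5 knockout hearts and a narrow one in αMHC knockout hearts. The standard deviation of the log2 fold changes of the 249 targets measured in both was 0.36 with Nkx2.5::Cre and 0.15 with αMHC::Cre. They ranged from −1.30 to 1.05 in the first and from −0.38 to 0.82 in the second, and 13 rose and 15 fell more than 1.5-fold in the first against 1 and 0 in the second. All other genes showed the same contrast less strongly, with standard deviations of 0.26 and 0.17 over 11131 genes. The ratio of the drivers was 2.49 for the targets and 1.57 for the other genes, and exceeded that of 98.7% of 10000 random gene lists with matched expression. After subtraction of the mean squared standard error of each comparison, the standard deviations of the targets were 0.31 and 0.05, and those of the other genes 0.18 and 0.0812. The other genes include sex-linked genes such as Xist, at 1888 and 1989 in the αMHC controls and 49.9 and 54.9 in the knockouts. Sex therefore adds to the spread of the other genes, and of random lists drawn from them, with αMHC::Cre, by an amount not computed. Genes are not independent replicates, and the arrays are 3 against 3 for Nkx2.5 and 2 against 2 for αMHC.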

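Among the targets at E11.5, Thyn1, a nuclear protein first described in thymocytes, was reduced more with Nkx2.5::Cre than with αMHC::Cre. Most other targets moved less, and to some degree in the same direction under both drivers. Over the 249 targets the log2 fold changes of the drivers had a Pearson r of 0.419 and a Spearman rho of 0.404 across genes, against 0.307 and 0.23 over all other genes. Random gene lists with matched expression had a median r of 0.340 (95% of them from 0.0534 to 0.527), and 76% of the 10000 lists were below the targets. With 2 control and 2 knockout arrays for Nkx2.5, the lowest r of the 9 choices was 0.316, and over all genes bound by Ronin r was 0.215. These correlations are across genes, which are not independent replicates. Differences between the drivers also hold sex, which goes with genotype in the αMHC hearts at E11.5. A test of the difference between the drivers, with 12352 genes, passed for 9 genes (5 higher and 4 lower with Nkx2.5), and for 1 of the 264 targets, Thyn1, at −1.07 (standard error 0.19, adjusted p = 0.037 from limma), and for 0 higher and 4 lower when adjusted over the list alone. The sum of 9 was 3 without either αMHC control, 2 without αMHC knockout 2, 2 without Nkx2.5 control 2, and 3 without Nkx2.5 control 3 or knockout 1.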

Sorting the Ronin/Hcf-1 target genes by expression level after *Nkx2.5* knockout indicated that genes dysregulated after *αMHC* knockout differ from those in *Nkx2.5*-knockout hearts (Figures 5F and S7E). 

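As a whole, Ronin/Hcf-1 targets were neither raised nor lowered detectably relative to other genes in either driver at E11.5. Of 257 measured targets, 1 was higher and 10 lower in Nkx2.5 hearts at an adjusted p under 0.05 over all genes, and 9 and 15 when adjusted over the list alone. With the replicate number as a block, the counts over all genes were 17 higher and 18 lower. In αMHC hearts 0 of 256 passed in limma, also when adjusted over the list alone, and 9 were higher and 6 lower at an unadjusted p under 0.05. Targets made up 19.0% of the genes that passed in Nkx2.5 hearts at E11.5 and 2.17% of those measured (Fisher's exact test, p = 3.8e-08), a test chosen after the data were seen. The mean shift of all targets was −0.01 with Nkx2.5::Cre (adjusted p = 0.91 from camera in limma) and 0.02 with αMHC::Cre (adjusted p = 0.35), and in the first it changed sign without knockout 1, to 0.01. With permuted gene labels the normalized enrichment scores were −1.30 and 1.33 (permutation test, adjusted p = 0.094 and 0.11), and −1.43 for the difference between the drivers (permutation test, adjusted p = 0.029).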

Additional GSEA (Figure 5G; Table S2) confirmed these findings. Together, our results show that *Ronin* depletion causes the malfunction of vital developmentally timed genes with a strong bias toward early ontogenic episodes, which helps to explain the attenuated phenotype seen after *αMHC* knockout.

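The amino acid transporter gene Slc7a3 rose more in Nkx2.5 knockout hearts at E11.5 than with αMHC::Cre at that age or with Nkx2.5::Cre at E9.5. The rise of Slc7a3 at E11.5 exceeded that with αMHC::Cre by 2.86 and that with Nkx2.5::Cre at E9.5 by 3.44 on the log2 scale (adjusted p = 6.2e-04 and 4.5e-05 from limma). In the αMHC hearts at E11.5 sex goes with genotype, so the first difference cannot be credited to the driver alone. Between E9.5 and E11.5 the effect of the Nkx2.5 knockout differed past the threshold for 2 genes, Slc7a3 and Ttc41, with 219 higher and 377 lower at an unadjusted p under 0.05. That number was 18 without E11.5 knockout 3, 16 without E9.5 knockout 1, and 1 without any of E11.5 control 1, control 2, knockout 1 and knockout 2 or E9.5 control 1, control 2 and knockout 2. With the replicate number as a block it was 63 (Nkx2.5 E11.5 minus Nkx2.5 E9.5: genes whose change differs). From the stronger changes after the earlier deletion, the paper concludes that loss of Ronin disturbs genes timed to development, mainly in early stages, and that this helps to explain the milder outcome with αMHC::Cre.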

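Markers of the trabecular and compact layers of the heart wall were compared in Nkx2.5 hearts at E11.5. The trabecular gap junction gene Gja5 fell from an intensity of 3539 ± 684 to 1877 ± 295 (SD, n = 3 each), a log2 fold change of −0.91 (standard error 0.22, adjusted p = 0.081 from limma), and it passed without knockout 3, at −0.98. The 3 other probes of the gene above the filter gave −0.88, −0.86 and −0.33. The mean log2 fold change of the 7 measured trabecular markers relative to other genes was −0.31 and not past the threshold (adjusted p = 0.072 from camera in limma, and 0.81 with an estimated correlation), and 1 was higher and 3 lower when adjusted over the list alone. It passed without control 2, at −0.43, and without knockout 3, at −0.40. With the replicate number as a block, the adjusted p of the list was 0.039 at the preset correlation, the one run there, and that of Gja5 4.7e-04, both from limma. Of compact layer markers, Hey2 was at −0.24 and Tbx20 at 0.33 (adjusted p = 0.86 and 0.77 from limma), and with 3 genes on the array the list was too short to test.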

We also examined gene expression changes among markers specific for the myocardial trabecular or compact layer (Li et al., 2016, Luxán et al., 2013) in *Ronin* knockout hearts (Figure S8A), but this analysis did not indicate an effect on either layer in particular. It is noteworthy that expression of Bmp10, which is expressed in the trabecular myocardium to sustain proliferation, was slightly elevated, possibly reflecting a compensatory mechanism to counteract the decline in trabecular cardiomyocytes. In addition, the gene expression profile of *Ronin* knockout heart tissue did not indicate a direct disturbance of Notch signaling pathway components, which are intimately involved in the initial formation of the myocardial layers (Figure S8B) early after *Nkx2.5* knockout of *Ronin* at E9.5. Nonetheless, we found that Notch1 and Ronin/Hcf-1 target genes do overlap to some degree. 

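Bmp10 transcript was low on the arrays at this age and slightly higher in Nkx2.5 knockout hearts. At E11.5 its intensity was 93.4 ± 7.16 in controls and 131 ± 13.2 in knockouts (SD, n = 3 each), with every knockout above every control, and 3 arrays against 3 are without overlap, in one direction or the other, by chance in 10% of genes. The log2 fold change was 0.49 (standard error 0.20) and did not pass correction (adjusted p = 0.49 from limma), and a second probe gave 0.28. At E9.5 the arrays overlapped, at 0.28, and without knockout 1 the value was 0.64 and past the threshold, while in αMHC hearts at E11.5 it was −0.17.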

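Components of Notch signaling were measured in Nkx2.5 hearts at both ages and changed little at E9.5. The receptor gene Notch1 had a log2 fold change of 0.03 at E9.5 and −0.33 at E11.5 (standard errors 0.16 and 0.20), and the ligand gene Dll4 of −0.21 and −0.01 (standard errors 0.11 and 0.13). The mean log2 fold change of 21 measured components relative to other genes was −0.03 at E9.5 (adjusted p = 0.49 from camera in limma), with 7 of 21 above 0, and that of 22 at E11.5 was −0.09 (adjusted p = 0.24), with 5 of 22 above 0. At both ages 0 components passed an adjusted p of 0.05 in limma, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there was 1 lower at E9.5 and 1 higher at E11.5. The shift at E9.5 was no longer below 0 without control 1, at 0.00, and without knockout 1, at 0.01.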

Chip enrichment analysis (ChEA) showed that 32 of our Ronin/Hcf-1 targets are also part of the significantly enriched Notch1 target gene set. Furthermore, a total of 13 Notch1 target genes were regulated more than 1.3-fold in heart tissue at E9.5 after *Nkx2.5* knockout of *Ronin* (Figures S8C and S8D). This suggests that Ronin might act in parallel or downstream of Notch and presumably other canonical signaling pathways to control growth and proliferation.

Additionally, we investigated potential mechanistic links between the transcriptional changes induced by *Ronin* knockout and pathways of cell growth and metabolism in cardiac myocytes. Our PANTHER analyses (Figure 4D; Table S1) suggested that mTor (mammalian target of rapamycin), a master regulator of cell growth and metabolism (Holz et al., 2005, Ma and Blenis, 2009), could contribute to the altered growth phenotype observed in our study. 

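Transcripts of the mTor pathway and of genes that respond to mTORC1 showed no detectable shift in Nkx2.5 knockout hearts at E9.5. The 46 measured components of the pathway had a mean log2 fold change relative to other genes of −0.01 (adjusted p = 0.88 from camera in limma), and 23 of 46 were above 0. The 64 measured mTORC1-responsive genes were at −0.01 (adjusted p = 0.84 from camera in limma), a shift that became 0.01 when the probes of a gene were averaged. In both lists 0 genes passed an adjusted p of 0.05 in limma, over all genes or adjusted over the list alone, while 2 components were higher and 1 lower and 1 responsive gene was higher and 1 lower at an unadjusted p under 0.05. Rps6, the gene of the ribosomal protein whose phosphorylation reports mTor activity, was at −0.20 (standard error 0.13, n = 2 per group). Both lists were written from general knowledge of the pathway and are not the gene sets of the paper, which are not among the files.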

Compelled by additional GSEA results showing dysregulated expression of mTor-related gene signatures as early as E9.5 after *Nkx2.5* knockout (Figure S9A), we examined the effects of *Ronin* ablation on mTor activity. At E11.5, control embryos stained positive for the prototypical target of mTor kinase activity, p-Rps6 (cytoplasmic phosphorylated ribosomal protein S6), but *Nkx2.5::Cre; Ronin*^fl/fl^ embryos showed little p-Rps6 positivity in cardiomyocytes (Figure S9B). Decreased phosphorylation of Rps6 after *Ronin* knockout was confirmed by western blot analysis (Figure S9C), suggesting that Ronin affects mTor signaling in the heart. Hence, the growth defects seen upon early knockout could be a direct consequence of transcriptional influences on mTor pathway components or perhaps a secondary effect of altered amino acid metabolism (Dejosez et al., 2010).

### Ronin Binding Correlates with H3K4me_3_ Levels

If, in fact, Ronin controls cell growth and metabolism during heart development, how exactly does it achieve this regulatory end point? Although Ronin lacks a specific transactivation domain, it can act through its coactivator Hcf-1 (Dejosez et al., 2008, Dejosez et al., 2010), which mobilizes H3K4 methyltransferases with consequent deposition of H3K4me_3_ histone marks (Tyagi et al., 2007). Such marks could persist at gene loci critical to cardiac growth, thus facilitating rapid cell proliferation during development. To test this hypothesis, we performed ChIP-seq studies on E11.5 control and *Nkx2.5*-driven *Ronin* knockout embryonic heart tissues using antibodies against H3K4me_3_ (Table S1). Strikingly, GO analysis of all gene promoters with significantly lower methylation levels after *Ronin* knockout (*Z* score > 2) revealed that a number of the associated genes are involved in cardiac function (Figure 6A; Table S3). When we focused on Ronin/Hcf-1 target genes, we found that most of the downregulated Ronin target genes showed lower levels of H3K4me_3_ compared to (1) genes that were downregulated but not bound by Ronin; or (2) all H3K4me_3_-marked genes (Figures 6B and 6C; Table S3). *Nkx2.5*-driven Ronin loss significantly reduced the H3K4me_3_ levels at Ronin/Hcf-1 target genes, such as those encoding Apba3 (amyloid beta [A4] precursor protein-binding, family A, member 3), Mrpl34 (mitochondrial ribosomal protein L34), Ctf1 (cardiotrophin 1), and Smarcal1 (SWI/SNF-related matrix-associated actin-dependent regulator of chromatin subfamily A-like protein 1) (Figure 6D), as confirmed by ChIP-qPCR (Figure 6E). Interestingly, H3K4me_3_ levels at these genes were less affected overall after *αMHC* knockout. Together, our results are consistent with the hypothesis that Ronin and Hcf-1 are tethered to growth-critical gene promoters, potentially enhancing the number and stability of their H3K4me_3_ marks (Wysocka et al., 2003). Alternatively, target gene malfunction might be caused by other as-yet-unidentified factors that decrease H3K4me_3_. Thus, *Ronin* knockout may not only cause direct changes in H3K4me_3_ levels and the expression of Ronin/Hcf-1 target genes, but may also affect genes indirectly by triggering the redistribution of additional Hcf-1 moieties to Ronin-independent targets. In this model, an excess of Hcf-1, unable to bind to Ronin target genes after knockout, might accumulate elsewhere in the genome, yielding ectopic H3K4me_3_ deposits. Finally, it is likely that indirect mechanisms not dependent on the presence of Ronin or Hcf-1 are contributing at least in part to the increased H3K4me_3_ levels at gene promoters with negative *Z* scores (Table S3) upon *Ronin* knockout.

**Figure 6:**
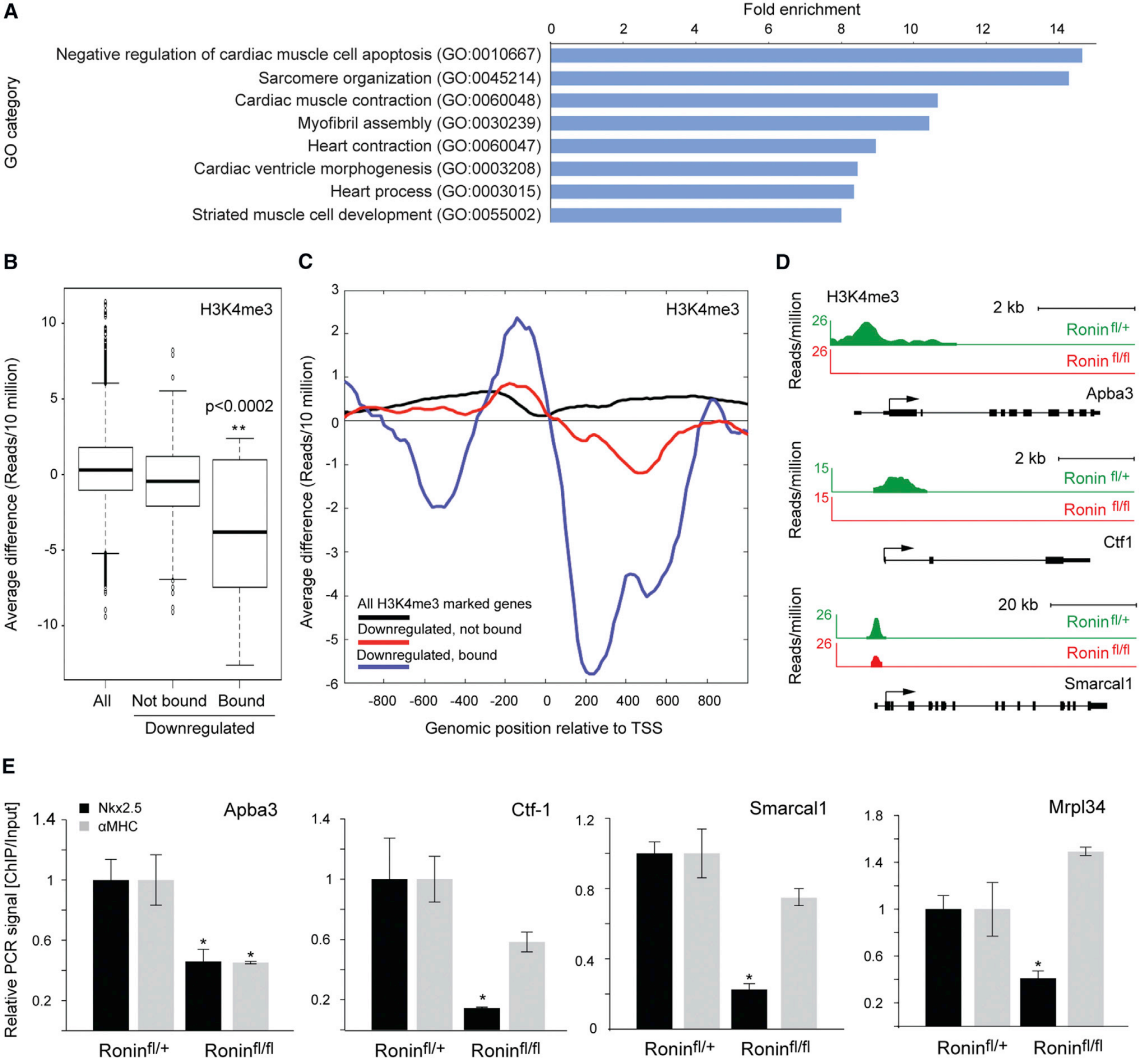
Ronin and Hcf-1 Control Target Genes during Early Cardiac Development by Modulating H3K4 Trimethylation (A) ChIP-seq using H3K4me_3_-specific antibodies and GO analysis of genes with significantly lower H3K4me_3_ status than expected (*Z* score > 2) *in Nkx2.5::Cre*-driven *Ronin* knockout embryos at E11.5 show significant enrichment of categories related to cardiac function. Depicted are the top categories with fold enrichment scores of >8. (B) Boxplot (median and interquantile values) of ChIP-seq signal differences comparing H3K4me_3_ levels between *Nkx2.5*-knockout and control hearts at E11.5 (knockout minus control) at promoter regions (TSS to +500 bp) of all H3K4me_3_-marked genes, downregulated Ronin target genes, or downregulated genes that are not bound by Ronin/Hcf-1. The H3K4me_3_ signal of Ronin-regulated target genes is significantly reduced (p < 0.0002 by t test). TSS, transcriptional start site. (C) The effect of Ronin loss on the spatial distribution of H3K4me_3_ marks in the vicinity of relevant promoters, reported as the average difference in H3K4me_3_ signal between knockout and control, according to the positions of Ronin target genes located ± 1 kb from the TSS. Black line, all H3K4me_3_-marked genes; blue line, downregulated Ronin target genes; red line, all downregulated genes that are not bound by Ronin. Note reduction in H3K4me_3_ upstream of the TSS as well as 200–400 kb downstream of the TSS. (D) Examples of ChIP-seq signals at selected Ronin/Hcf-1 target genes show that the H3K4me_3_ marks at Ronin target genes. (E) ChIP-qPCR using an H3K4me_3_-specific antibody demonstrates that the H3K4me_3_ histone mark is greatly diminished in the promoter region of Ronin target genes in hearts isolated at E11.5 of *Nkx2.5::Cre* and at P0 of *αMHC::Cre* animals after knockout of *Ronin*. The PCR signal after ChIP is shown relative to the signal of the corresponding input sample (^∗^p < 0.05 by t test, n = 3 per group). Mean ± SEM values are shown. See also Table S3.

## Discussion

Over the past two decades, numerous studies have identified most of the diverse progenitor cells that contribute to the proper formation of the developing heart (Ptaszek et al., 2012). However, the molecular cues that orchestrate this process remain under-investigated. Our group and others have shown that embryogenesis imposes stringent metabolic demands that are met not by a homeostatic system of housekeeping genes, but by a precisely regulated gene network, in which Ronin and other factors safeguard biomass assembly and other metabolic needs of embryonic stem cells (Dejosez et al., 2010, Wang et al., 2006).

Here, we asked whether Ronin contributes to mammalian cardiogenesis. Our results suggest that this regulatory factor controls cardiac growth during a critical midgestational period (about E9.5–E11.5), with Hcf-1 binding at active Ronin target genes and consequent changes in H3K4me_3_ levels providing a potential mechanism of action. Support for this hypothesis comes from our observation that Ronin target genes were far more strongly dysregulated and H3K4me_3_ levels at downregulated Ronin target genes more drastically decreased in early *Nkx2.5* knockout mice than in later *αMHC*-driven knockouts (Figure 6). This model explains both the lethal phenotype seen after the early knockout of *Ronin* and the relatively late onset of the *αMHC*-associated phenotype, which may reflect the slow buildup of pathogenic lesions. Indeed, the gene expression changes after *αMHC* knockout were both moderate and tolerable throughout embryonic development, perhaps because crucial chromatin marks such as H3K4me_3_ are deposited at Ronin target genes before *Ronin* is removed by *αMHC*-Cre. Despite the lack of appreciable Ronin expression in adult cardiac myocytes, we identified persistent string-like subendocardial networks of Ronin-positive cells that might be part of the conductive system of the heart, providing another substrate for the late-onset phenotype. Hence, the postnatal cardiomyopathy and heart failure could be consequences of improper heart development (due to inadequate production, incorrect specification, or elimination of cardiomyocytes) or a later requirement for Ronin in heart function or perhaps a combination of both. Regardless of the mechanism of Ronin action, we recognize that the midgestational period of peak regulatory activity in our model coincides with genome-wide reprogramming of DNA methylation and histone modification in mammalian species (Feng et al., 2010). Because such changes are important for transcriptional gene silencing, they might well have contributed to the results reported here.

Unlike most transcription factors, which bind enhancers, Ronin almost exclusively prefers proximal promoters (Figure 4C) and lacks a discernible transactivation domain (Dejosez et al., 2010), suggesting that it has a distinct *modus operandi* for regulating transcription. The available evidence, including data from this study, does not indicate a clear link with any other heart development factor. Instead, studies on the prevalence and conservation of the Ronin binding motif (also known as M4 or LM4) have shown that it stands in striking isolation when compared with similarly conserved sequence elements, much like the CTCF-binding sequence (Xie et al., 2007). Subsequent studies have found that other DNA-binding factors, including ZNF143, GABP, YY1, and ICN1, can recognize part of the Ronin binding sequence, likely in a competitive fashion (Michaud et al., 2013), but the exact nature of these interactions is unclear and warrants further study. Finally, it will be interesting to determine whether Ronin’s influence on genes involved in cardiogenesis uniformly requires Hcf-1 and methyltransferases or whether other regulatory mechanisms are involved.

Thus, in the developing heart, Ronin controls vital genetic programs across different cell types. This versatile regulatory role seems likely to offer advantages over the action of highly specialized, short-lived transcription factors, such as Nkx2.5 (Wamstad et al., 2012), in that it can buffer the activity of the short-lived regulators and assist with the transcriptional regulation of critical genes as cells progress through their developmental trajectories. Although the molecular functions of the THAP family proteins (including Ronin) have yet to be fully established, almost all of the characterized THAPs have been implicated in one or more human diseases, including heart disease (Balakrishnan et al., 2009), neurodegenerative conditions (Fuchs et al., 2009), congenital eye defects (Poché et al., 2016), craniofacial abnormalities (Achilleos et al., 2017a), inborn vitamin deficiencies (Quintana et al., 2017, Achilleos et al., 2017b), and various cancers (De Souza Santos et al., 2008, Johnson et al., 2010, Parker et al., 2012, Zhu et al., 2009). Given the lethal phenotypes observed in our mouse models, we predict that further analyses of human RONIN and its binding partners might reveal novel mutations that could underlie a spectrum of cardiomyopathies and perhaps open the door to new therapeutic strategies (Nakamura et al., 2012).

## Experimental Procedures

### Mice

All experimental procedures and protocols of animal research were approved by the Institutional Animal Care and Use Committee of Baylor College of Medicine. *Nkx2.5::Cre* mice were provided by Dr. Robert Schwarz (Moses et al., 2001), *Tie2::Cre* mice were provided by Dr. Yanagisawa (Kisanuki et al., 2001), and *Rosa26tdRFP* mice were provided by Dr. Fehling (Luche et al., 2007). *αMHC::Cre*, *Ronin::lacZ*, and *Ronin*^*fl/fl*^ mice were maintained as previously described (Agah et al., 1997, Dejosez et al., 2008, Dejosez et al., 2010). To create cardiac-specific Ronin conditional knockout animals, *Ronin*^*fl/fl*^ mice were crossed with mice expressing the Cre recombinase under the control of a cardio-myocyte-specific promoter (*αMHC::Cre*, *Nkx2.5::Cre*, or *Tie2::Cre*) and backcrossed with *Ronin*^*fl/fl*^ mice.

### Tissue ChIP

Heart tissue from E11.5 embryos (at least 12 hearts pooled per group per sample) or P0 neonates (3 hearts pooled per group per sample) were collected and snap frozen in liquid nitrogen. After thawing, DNA and protein were crosslinked in 1% (v/v) formaldehyde-PBS for 15 min. The crosslinking reaction was quenched by the addition of glycine to a final concentration of 0.125 M and incubation for a further 5 min. All tissues were rinsed in cold PBS containing protease inhibitors (Roche) and PMSF before they were resuspended in 1 mL cold cell lysis buffer (10 mM Tris-HCl [pH 7.5], 10 mM NaCl, 3 mM MgCl_2_, and 0.5% [v/v] NP-40) containing protease inhibitors and PMSF. The tissue was homogenized with a 2-mL dounce homogenizer and incubated on ice for 10 min to allow the release of nuclei. Nuclei were then collected by centrifugation at 3,000 rpm for 5 min, and each pellet was resuspended in cell lysis buffer and incubated for 5 min at 4°C with rotation. This step was repeated, followed by sonication (five times) with a Sonic dismembrator (Model 100, Fisher Scientific) for 6 s using a microtip probe (power output of 6). The tissues were next incubated with micrococcal nuclease (LS004798, Worthington Biochemical; 60 U/mL or 150 U/mL of E11.5 or P0 heart tissue, respectively). Insoluble debris was removed by centrifugation at 13,000 rpm for 10 min at 4°C, and supernatants were transferred to fresh reaction tubes. The extent of chromatin shearing was evaluated via 1.5% (w/v) agarose gel electrophoresis. The chromatin was precleared by the addition of 4 μL rabbit immunoglobulin G (IgG) or 6 μL preimmune serum and rotation for 1 hr at 4°C. 6 μL Ronin antiserum (G4275; Dejosez et al., 2008), 12 μL anti-Hcf-1 antibody (A301-400A, Bethyl), or 5 μL anti-trimethylated H3K4me_3_ antibody (39159, Active Motif) were added to the supernatants, and samples were rotated overnight at 4°C. Salmon sperm DNA was added to a final concentration of 0.25 mg/mL, followed by incubation (with rotation) for 1 hr at 4°C. 50% Protein-A Sepharose (pre-treated by rotation with salmon sperm DNA at a final concentration of 0.25 mg/mL for 1 hr) was added to the samples, followed by incubation for 3 hr at 4°C, rotating. After four successive washes with 500 μL low-salt wash buffer (0.05% [w/v] SDS, 1% [v/v] Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 7.5], and 150 mM NaCl, with proteinase inhibitors), a high-salt wash buffer (0.05% [w/v] SDS, 1% [v/v] Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 7.5], and 500 mM NaCl, with proteinase inhibitors), LiCl wash buffer (0.25 M LiCl, 1% [v/v] NP-40, 1% [w/v] Na deoxycholate, 1 mM EDTA, and 10 mM Tris-HCl [pH 7.5], with proteinase inhibitors), and wash buffer (1% [v/v] Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 7.5], and 500 mM NaCl, with proteinase inhibitors), the Sepharose was resuspended in 300 μL Tris EDTA (TE) supplemented with 30 mM NaCl. Crosslinking was reversed by overnight incubation at 65° C, and the DNA was extracted twice with phenol/chloroform, precipitated with ethanol and resuspended in H_2_O.

### Microarray Analysis of Heart-Specific Ronin Conditional Knockout Mice

Hearts were isolated at E9.5 (10 hearts were pooled per group per replicate), E11.5, P0, or 6 weeks of age. RNA was isolated with the RNeasy kit (QIAGEN) following the manufacturer’s standard protocol for isolation of RNA from animal tissue, including the on-column DNA digest. The microarray (MouseWG-6 v. 2.0 Illumina) was performed at the Microarray Core at Texas Children’s Hospital. The resultant data were either normalized by quantile normalization (Figures 5D–5G; Table S2) with the Bioconductor package (Gentleman et al., 2004) or cubic spline normalization was performed with the Genepattern modules for Illumina expression file creation and normalization (Broad Institute). The E7.5 and E9.5 microarray datasets for the GSEA analysis shown in Figure 5D (top) were reconstructed from Masino et al., 2004.

### Immunofluorescence

Embryos were fixed in 4% (v/v) paraformaldehyde at 4°C. Cryostat sections (8 μm each) were stained overnight at 4°C using specific antibodies diluted in PBS (anti-phospho-S6 ribosomal protein antibody [2211, Cell Signaling Technology, 1:200]), anti-RFP antibody (M155-3, MBL; 1:2,000), anti-α-Actinin antibody (A17811, Sigma; 1:400), or anti-phospho-H3 (Ser10) (06-570, Millipore; 1:100). Sections were washed three times with PBS, followed by incubation with the secondary antibodies conjugated to Alexa Fluor 488 or 594 (Invitrogen; 1:1,000). The sections were mounted with Vectashield mounting medium containing DAPI (Vector Laboratories) to visualize the nuclei. Slides were analyzed with an Axiocam 2 microscope (Carl Zeiss, Jena, Germany). Quantification after phospho-H3 (Ser10) staining was done with the ImageJ software. Five animals were analyzed per group. At least 3,600 myocardial (α-Actinin and DAPI positive) cells were counted per layer in each group.

## Author Contributions

Conceptualization, T.P.Z., J.F., M.D.; Methodology, T.P.Z., J.F., M.D., P.G., A.L.B.; Formal Analysis, J.F., M.D., P.F., C.C.; Investigation, J.F.; Resources, M.S.; Writing – Original Draft, T.P.Z., M.D., J.F., M.D.S.; Writing – Review and Editing, T.P.Z., M.D., J.F.; Visualization, M.D., J.F.; Supervision, T.P.Z., M.D.; Project Administration, T.P.Z., M.D.; Funding Acquisition, T.P.Z.

## Data and Software Availability

The accession number for the microarray data reported in this paper is GEO: GSE103959 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103959).

## Supplemental Information

Document S1. Supplemental Experimental Procedures and Figures S1–S9

Table S1. PANTHER Analysis of Ronin/Hcf-1-Bound Genes in Embryonic Heart Tissue at E11.5

Table S2. GSEA Analysis of Ronin/Hcf-1 Targets in Control versus Nkx2.5-Driven Ronin Knockout Heart Tissue at E11.5 Shown are the Ronin/Hcf-1 targets ranked by their enrichment in expression level in controls versus knockout heart tissue. The heat map in Figure 5G includes the top 50 genes enriched in control hearts. ES, enrichment score.

Table S3. Comparison of H3K4me3 Status in Heart Tissue of Controls or Nkx2.5::Cre-Driven Ronin Knockout Embryos at E11.5 Shown is the linear regression of the H3K4me3 raw signal at all gene promoters in knockout tissue as a function of the signal in controls. Positive *Z* scores indicate promoters with lower H3K4me3 levels; negative *Z* scores indicate promoters with higher H3K4me3 levels in Ronin knockout tissue when compared with controls. Slope = 0.74; Intercept: 0.01. Chr, chromosome.

Document S2. Article plus Supplemental Information

# Supplementary material for: Ronin Governs Early Heart Development by Controlling Core Gene Expression Programs
**Source:** Cell Rep. 2017 Nov 7;21(6):1562–73. doi: 10.1016/j.celrep.2017.10.036
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S9

Cell Reports, Volume 21

Supplemental Information

Ronin Governs Early Heart Development by Controlling Core Gene Expression Programs

Jun Fujita, Pablo Freire, Cristian Coarfa, Ashley L. Benham, Preethi Gunaratne, Michael D. Schneider, Marion Dejosez, and Thomas P. Zwaka

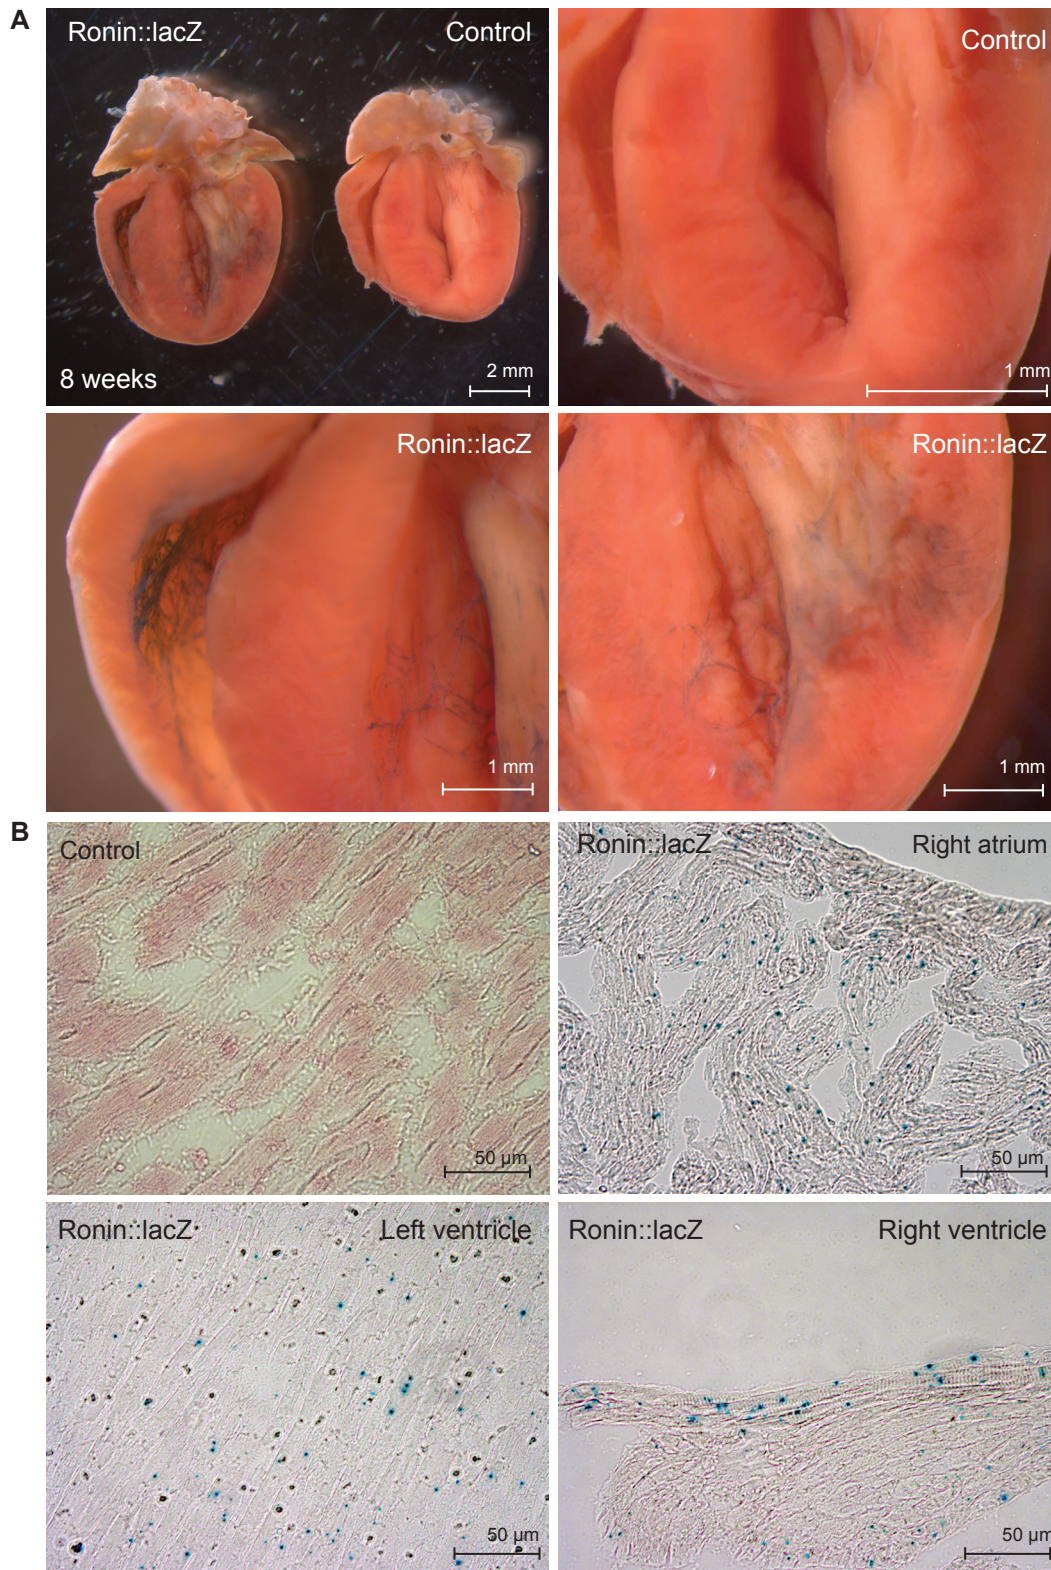

Figure S1: LacZ staining of *Ronin::lacZ* and control animals at 8 weeks of age. Related to Figure 1. (A) Images of entire hearts cut sagittally along the midsection. (B) Images of heart sections.

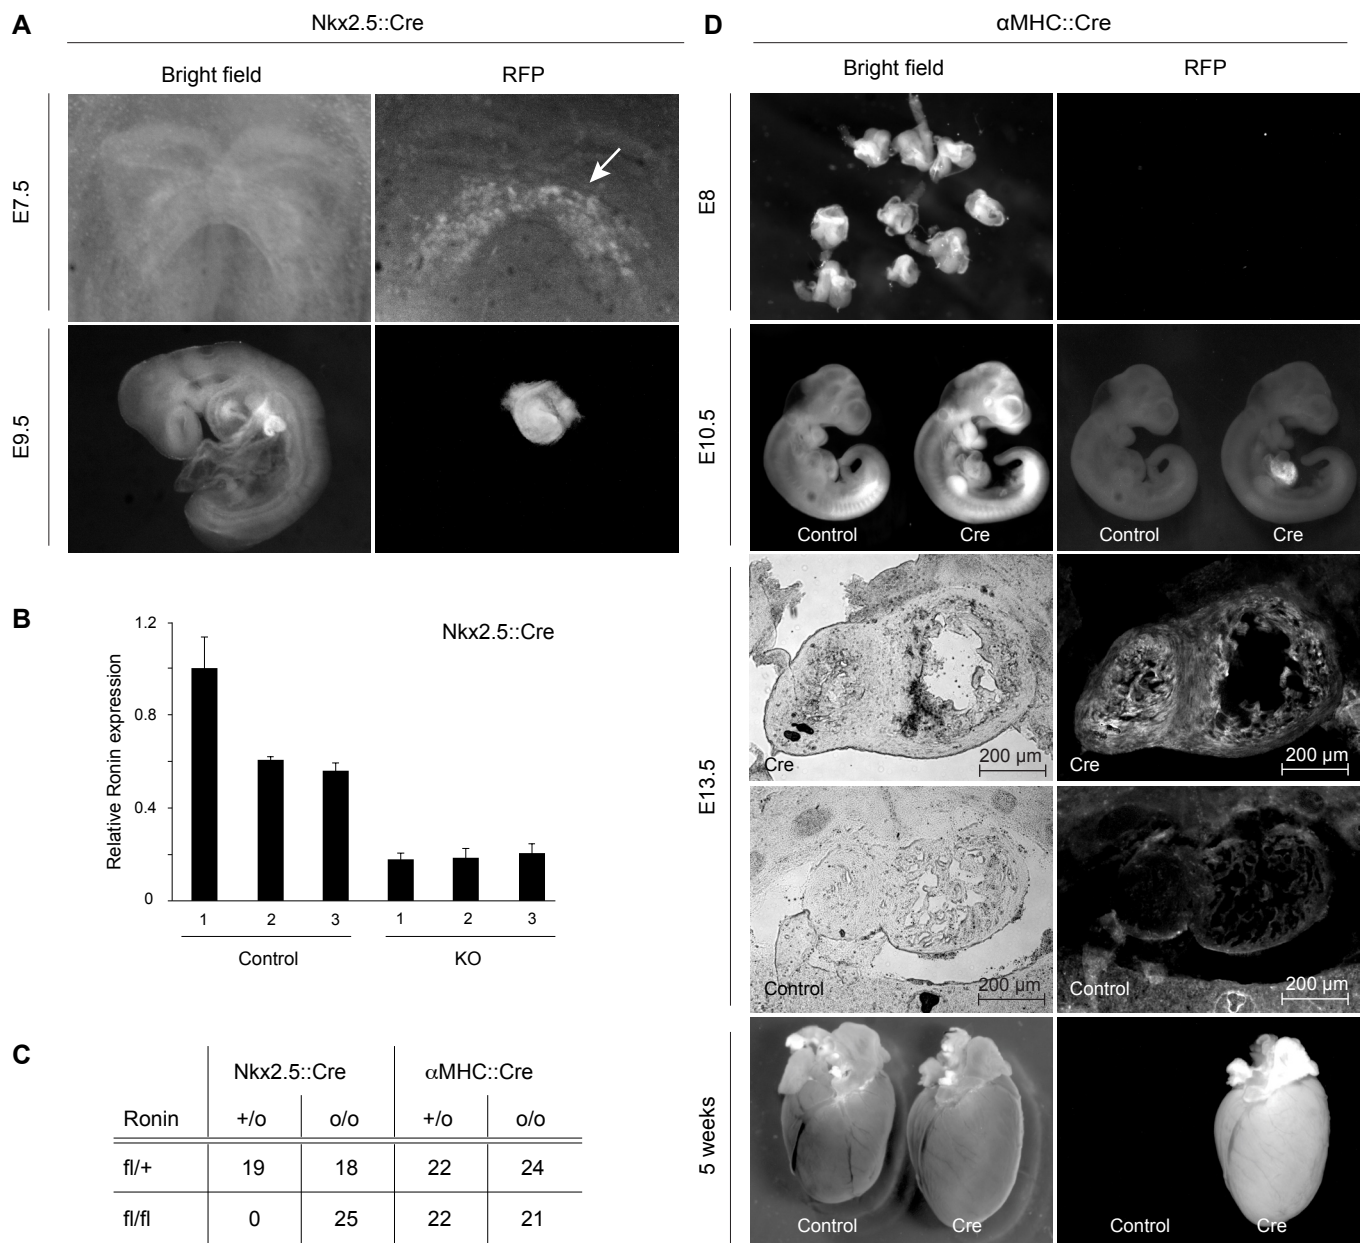

Figure S2. Validation of the temporal and spatial *Nkx.2.5*- and *αMHC*-driven Cre expression. Related to Figures 2 and 3. *Nkx2.5::Cre* or *αMHC::Cre* animals were crossed with *Rosa26^{tdRFP/tdRFP}* reporter animals, and RFP-positive cells were analyzed at various developmental stages. **(A)** *Nkx2.5::Cre*: RFP-positive cells emerge first in the cardiac crescent (white arrow) at E7.5, and then appear throughout the heart at E9.5. This supports the notion that *Nkx2.5::Cre* activity closely mirrors endogenous *Nkx2.5* expression and thus that the *Ronin* gene is excised at E7.5. **(B)** RT-PCR of *Ronin* at E11.5 confirmed significant reduction of *Ronin* expression after knockout (n=3; p=0.0187 by t-test). **(C)** Distribution of *Ronin* alleles in crosses with *Nkx2.5::Cre* and *αMHC::Cre* animals at P0 as indicated. No viable embryos were identified after *Nkx2.5*-driven knockout, whereas *αMHC*-knockout showed typical mendelian ratios. **(D)** *αMHC::Cre*: While no Cre activity is detected at E8.0, and from E10.5 on, the bulk of the heart is RFP-positive (>90% of all cardiac cells), suggesting *αMHC::Cre*-mediated conditional deletion of *Ronin* as early as E10.5 that is sustained thereafter, as seen in sections at E13.5 or at 5 weeks of age.

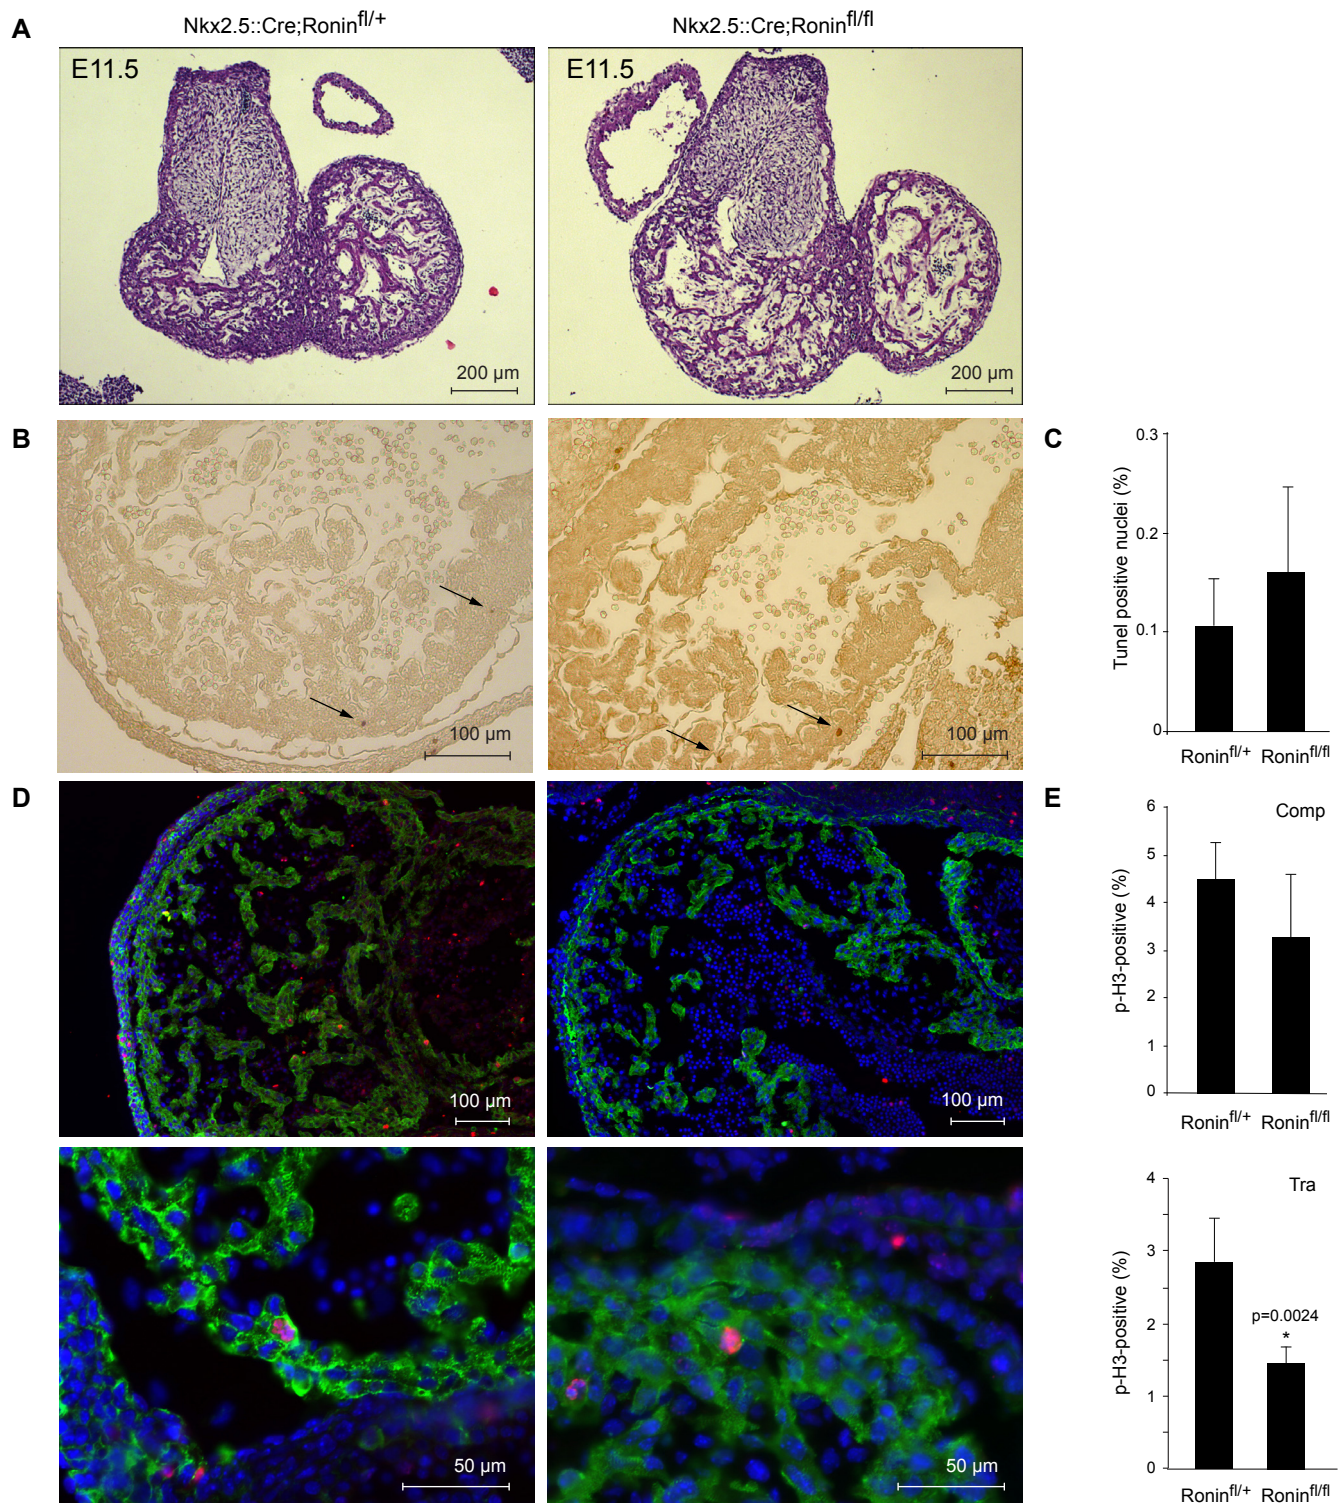

Figure S3. *Nkx2.5*-driven loss of Ronin leads to cardiac defects and is associated with cell death and attenuated cell proliferation by E11.5. Related to Figure 2. (A) Heart sections after H&E staining show that the heart chamber walls of *Nkx2.5*-driven *Ronin* knockout mice (right) are much thinner than those of heterozygous controls (left) at E11.5. **(B)** Sections of E11.5 heart tissue after tunel-staining to detect apoptotic cell death. **(C)** Quantification of experiment shown in (B) indicates an increase, albeit not statistically significant, in programmed cell death in *Nkx2.5*-driven *Ronin* knockout heart tissue. **(D)** Phospho-Histone 3 (p-H3) immunostaining of E11.5 heart tissue sections shows a decrease of mitotic cells in *Nkx2.5*-driven *Ronin* knockout animals when compared with heterozygous controls in the free ventricular walls (excluding atrium and septum). Red, p-H3; green, α -Actinin; blue, Dapi. **(E)** Quantification of experiment shown in (D) confirms a decrease of mitotic cells in both myocardial layers with a statistically significant difference in the trabecular layer. Comp, compact layer; Tra, trabecular layer. Five animals per group were analyzed and, at least 3600 nuclei were counted per layer.

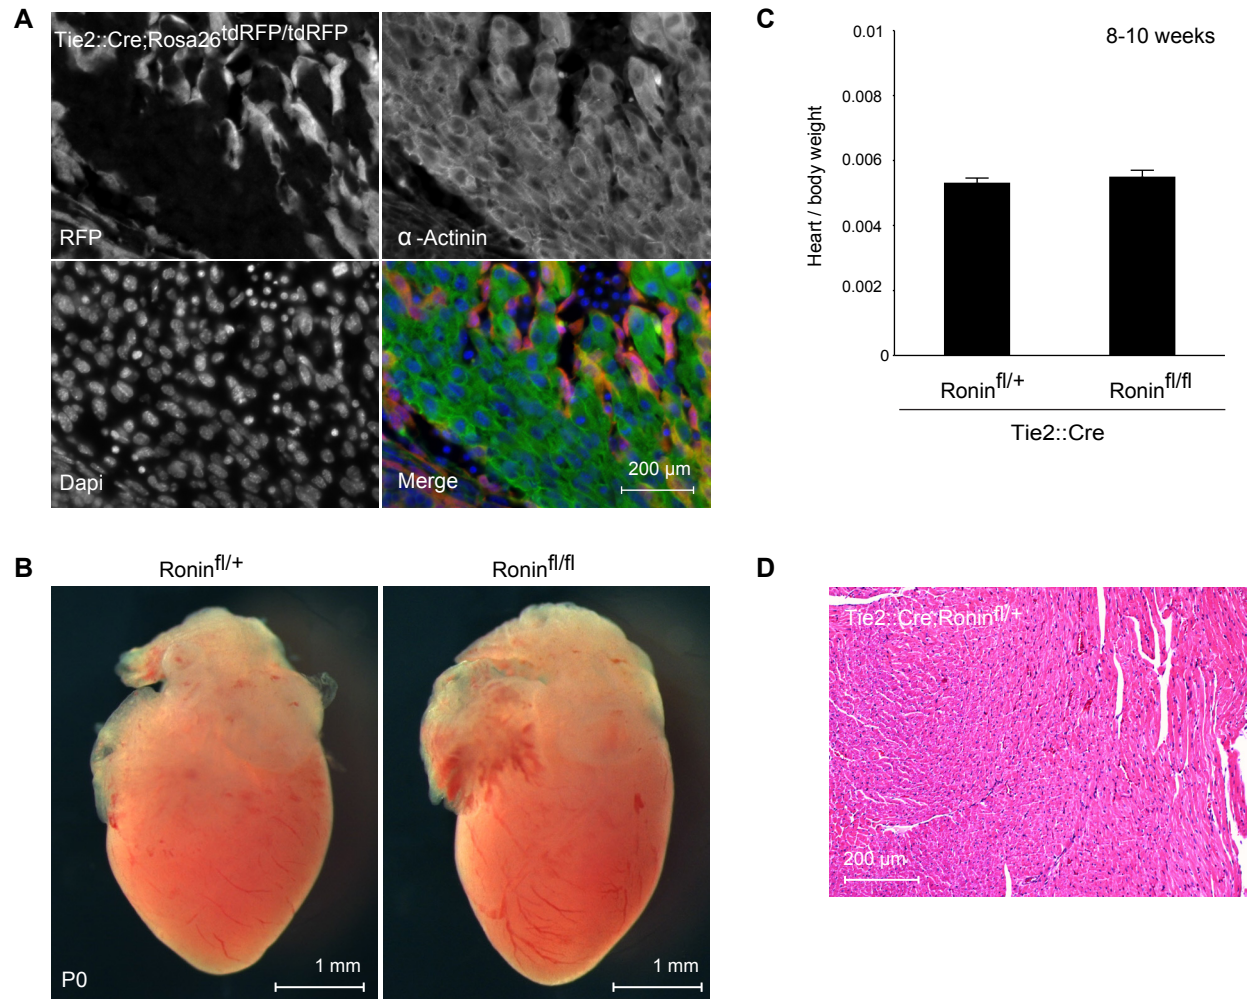

Figure S4. Characterization of *Tie2::Cre* driven *Ronin* knockout mice. Related to Figure 2. (A) *Tie2::Cre* animals were crossed with *Rosa26*^{tdRFP/tdRFP} reporter animals. Immunofluorescence analysis of RFP-positive cells in heart tissue sections at E13.5 shows RFP signal exclusively in the endocardium, and not in the adjacent (α -Actinin positive) muscle. (B) At P0 (top) there are no overt macroscopic differences between hearts isolated from *Tie2*-driven *Ronin* knockout and those of heterozygous control animals. (C) The heart-to-body weight ratio in knockout and heterozygous controls shows no significant differences. (D) H&E staining of tissue sections obtained from heterozygous animals at 8 weeks of age shows well-ordered alignment of normal cardiomyocytes.

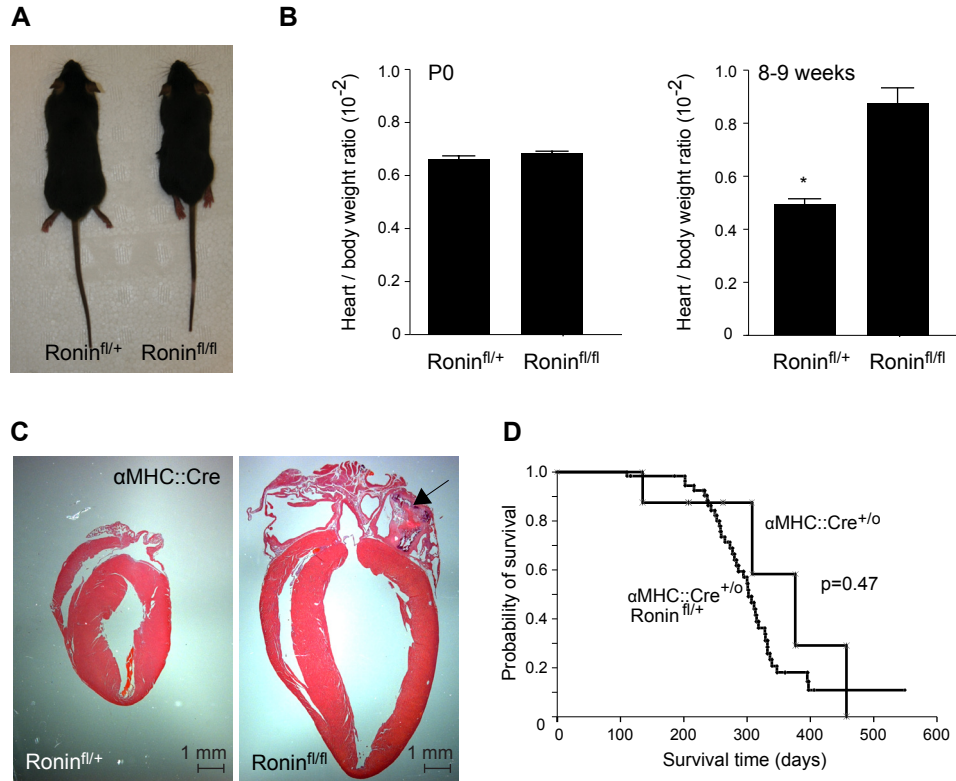

Figure S5. Phenotypic analysis of hearts isolated from α MHC-driven *Ronin* knockout animals at 12 weeks of age. Related to Figure 3. (A) Male knockout animals are significantly smaller than their heterozygous counterparts (26.6 g vs. 28.1 g; $p=0.029$ by t-test), possibly due to cardiac cachexia. **(B)** The heart-to-body weight ratio was identical in *Ronin* knockout animals and controls at P0 (left), but significantly higher in *Ronin* knockout animals by the age of 8-9 weeks (right). * $p<0.05$ by t-test. **(C)** Macroscopic histology of the heart of knockout animals at 12 weeks of age shows that all four chambers are dilated. Additionally, a very large thrombus (arrow) is apparent in the left atrium in comparison to heterozygous controls. **(D)** Kaplan-Meier analysis shows that the survival times of α MHC-driven heterozygous *Ronin* knockout animals do not differ significantly from α MHC::Cre-expressing animals. p-value was determined by log-rank test.

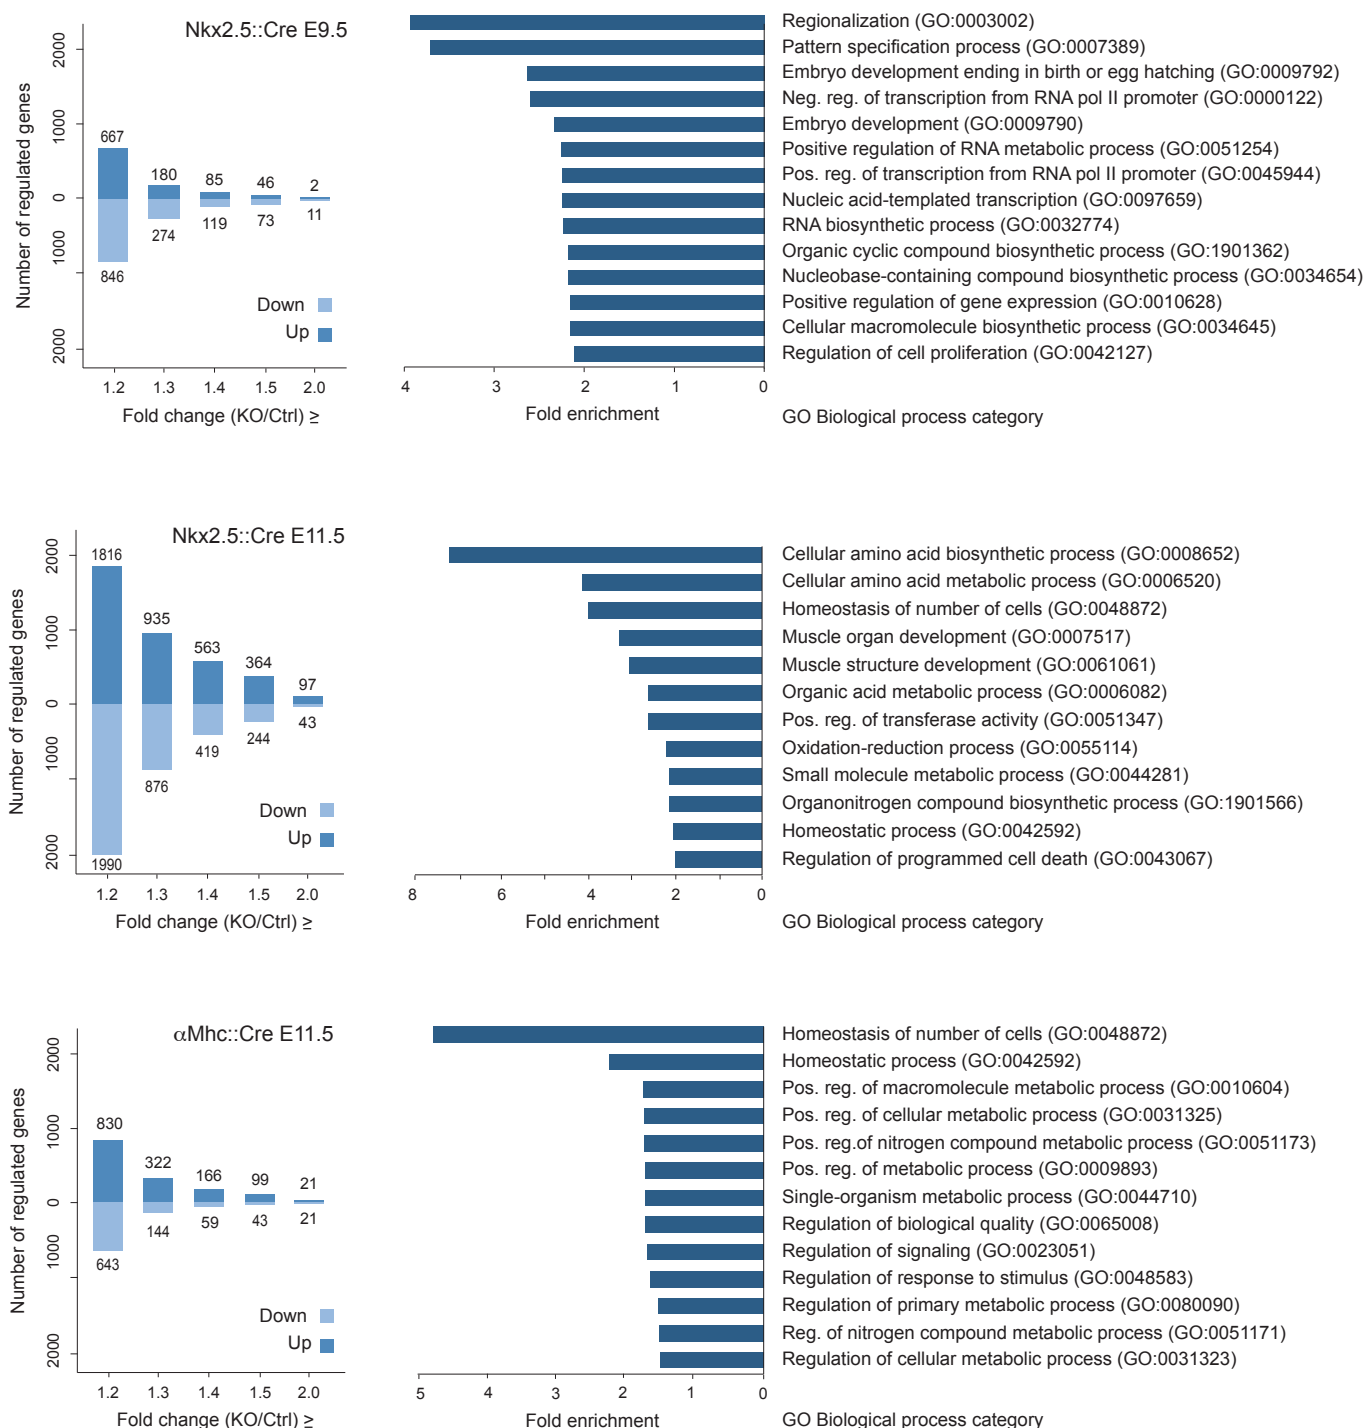

Figure S6. Analysis of differentially expressed genes in *Nkx2.5*- or *αMHC*-driven *Ronin* knockout compared with control heart tissue during embryonic development at E9.5 or E11.5. Related to Figure 5. Shown are the number of up- or downregulated genes (left) and selected phenotypically relevant gene ontology categories of biological processes (right), that are significantly enriched (with a p-value lower or equal to 0.5) using gene sets with a cutoff where at least 300 genes are present (1.3-, 1.5- or 1.3-fold, respectively, from top to bottom). Ctrl, control; KO, knockout; GO, gene ontology.

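The bars of Figure S6 count genes by fold change alone. Counted as gene symbols with at least 1 probe over the fold, without a filter on dim probes, 38 genes were higher and 61 lower by more than 1.5-fold in Nkx2.5 hearts at E9.5, and 300 and 223 at E11.5. In αMHC hearts at E11.5 these numbers were 82 and 36. By more than 2-fold they were 1 and 10, 78 and 40, and 17 and 19. With 1 probe per gene and the filter, the counts in Nkx2.5 hearts at E11.5 were 236 and 202 by more than 1.5-fold and 67 and 32 by more than 2-fold, and the sum of 99 over 2-fold was 175 without control 2, 63 without control 3, 58 without knockout 2 and 198 without knockout 3.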

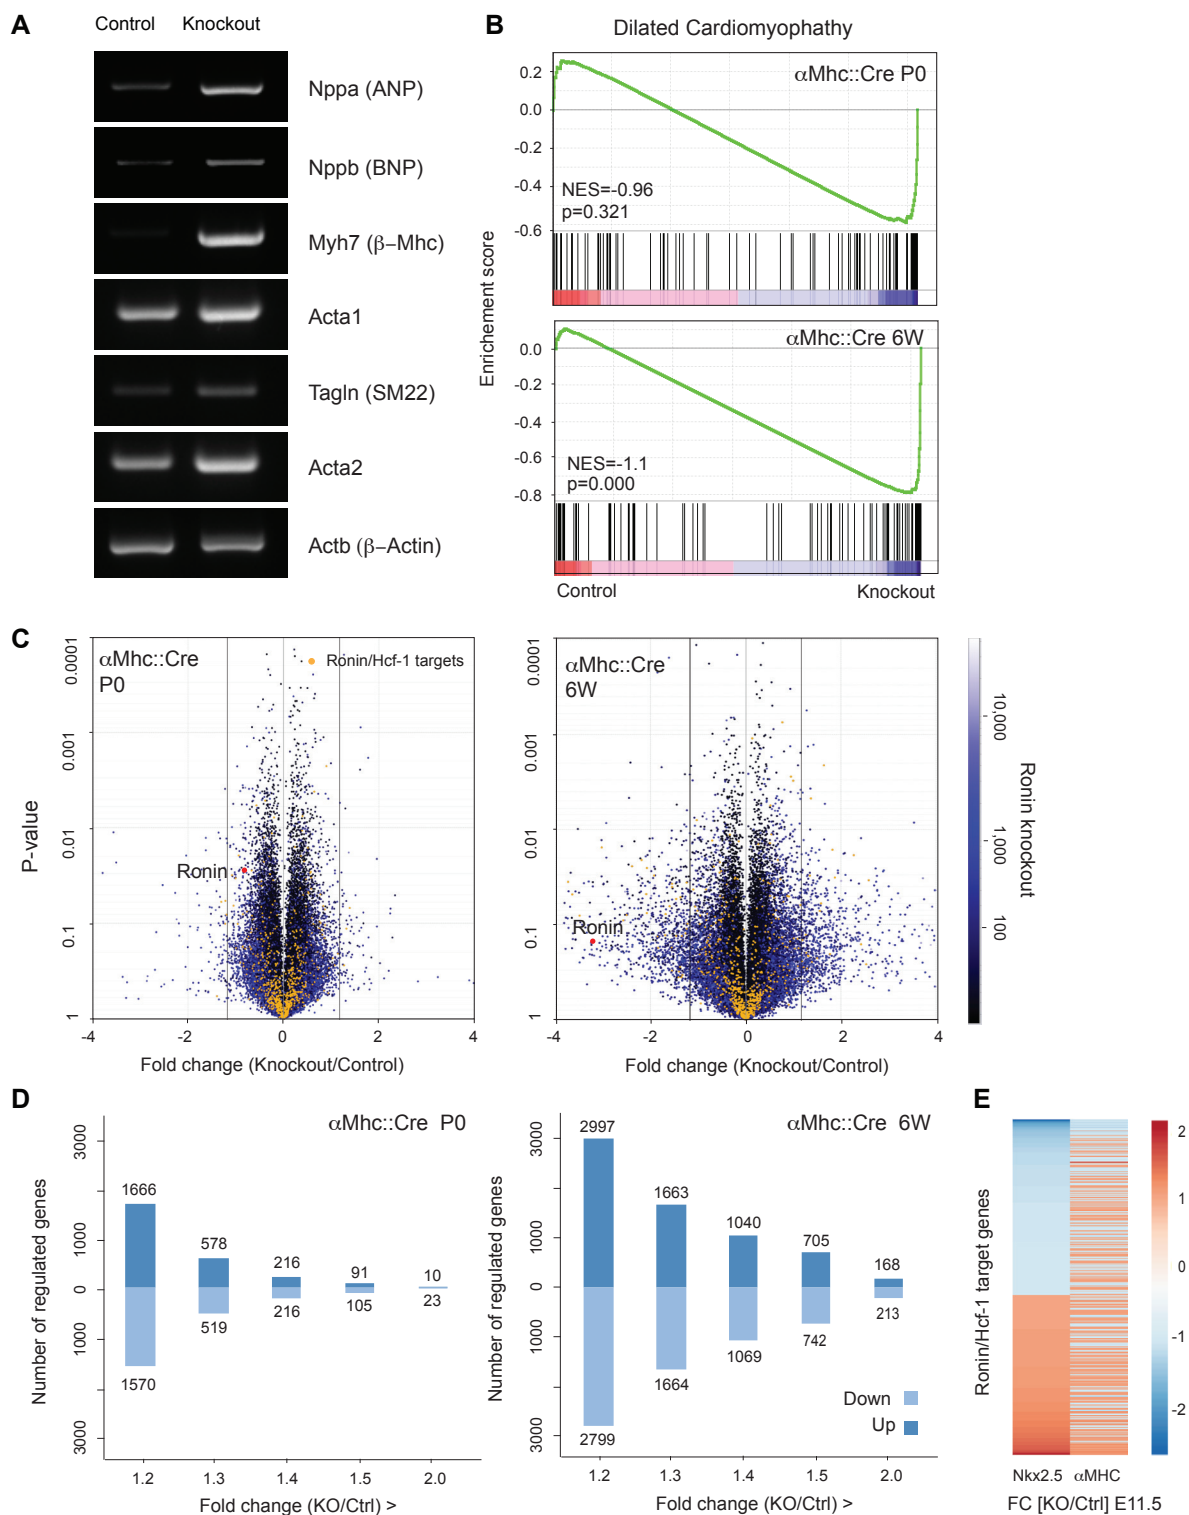

Figure S7. Gene expression analysis of hearts isolated from *Ronin* knockout animals. Related to Figure 5. (A) RT-PCR shows that selected markers of dilated cardiomyopathy are upregulated in heart tissue of *Ronin* knockout animals at 6 weeks of age. **(B)** GSEA analysis reveals the dysregulation of a gene set related to dilative cardiomyopathy at P0 after αMHC-driven *Ronin* knockout that becomes significantly enriched at 6 weeks of age. **(C)** Volcano plots of gene expression data obtained from microarray analyses at indicated time points. Yellow circles, *Ronin/Hcf-1* targets. **(D)** Number of up- or downregulated genes in heart tissue after *Ronin* knockout when compared with controls. **(E)** Heatmap of *Ronin/Hcf-1* target gene expression in heart tissue after *Ronin* knockout at E11.5. Target genes are sorted by fold change in *Nkx2.5*-knockout. FC, Fold change; NES, normalized enrichment score. Ctrl, control; KO, knockout; 6W, 6 weeks.

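In αMHC hearts many more genes were over a fold threshold at 6 weeks than at P0. At P0, 55 genes were higher and 61 lower by more than 1.5-fold, and at 6 weeks 558 and 503. By more than 2-fold, 5 were higher and 10 lower at P0, and 123 and 163 at 6 weeks. Without control 1 at P0, 336/238 genes were over 1.5-fold and 28/36 over 2-fold, given as higher/lower, and without knockout 1 these were 317/270 and 18/19. At 6 weeks they were 923/765 and 254/250 without control 2, 1092/921 and 357/355 without knockout 2, and by more than 2-fold 90/92 without knockout 1. Counted as gene symbols with at least 1 probe over 1.5-fold and no filter, 76 were higher and 85 lower at P0, and 605 and 603 at 6 weeks.
Ronin/Hcf-1 targets had a mean shift of −0.01 at P0 (253 genes, adjusted p = 0.84 from camera in limma), and of −0.09 at 6 weeks (250 genes, adjusted p = 0.13). At P0 the sign changed without control 1, to 0.01, and without knockout 2, to 0.01. At 6 weeks 3 targets were higher and 14 lower at an adjusted p under 0.05 from limma, and 5 and 19 when adjusted over the list alone. With the 6-week comparison fitted alone, 0 genes of any kind passed over all genes.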

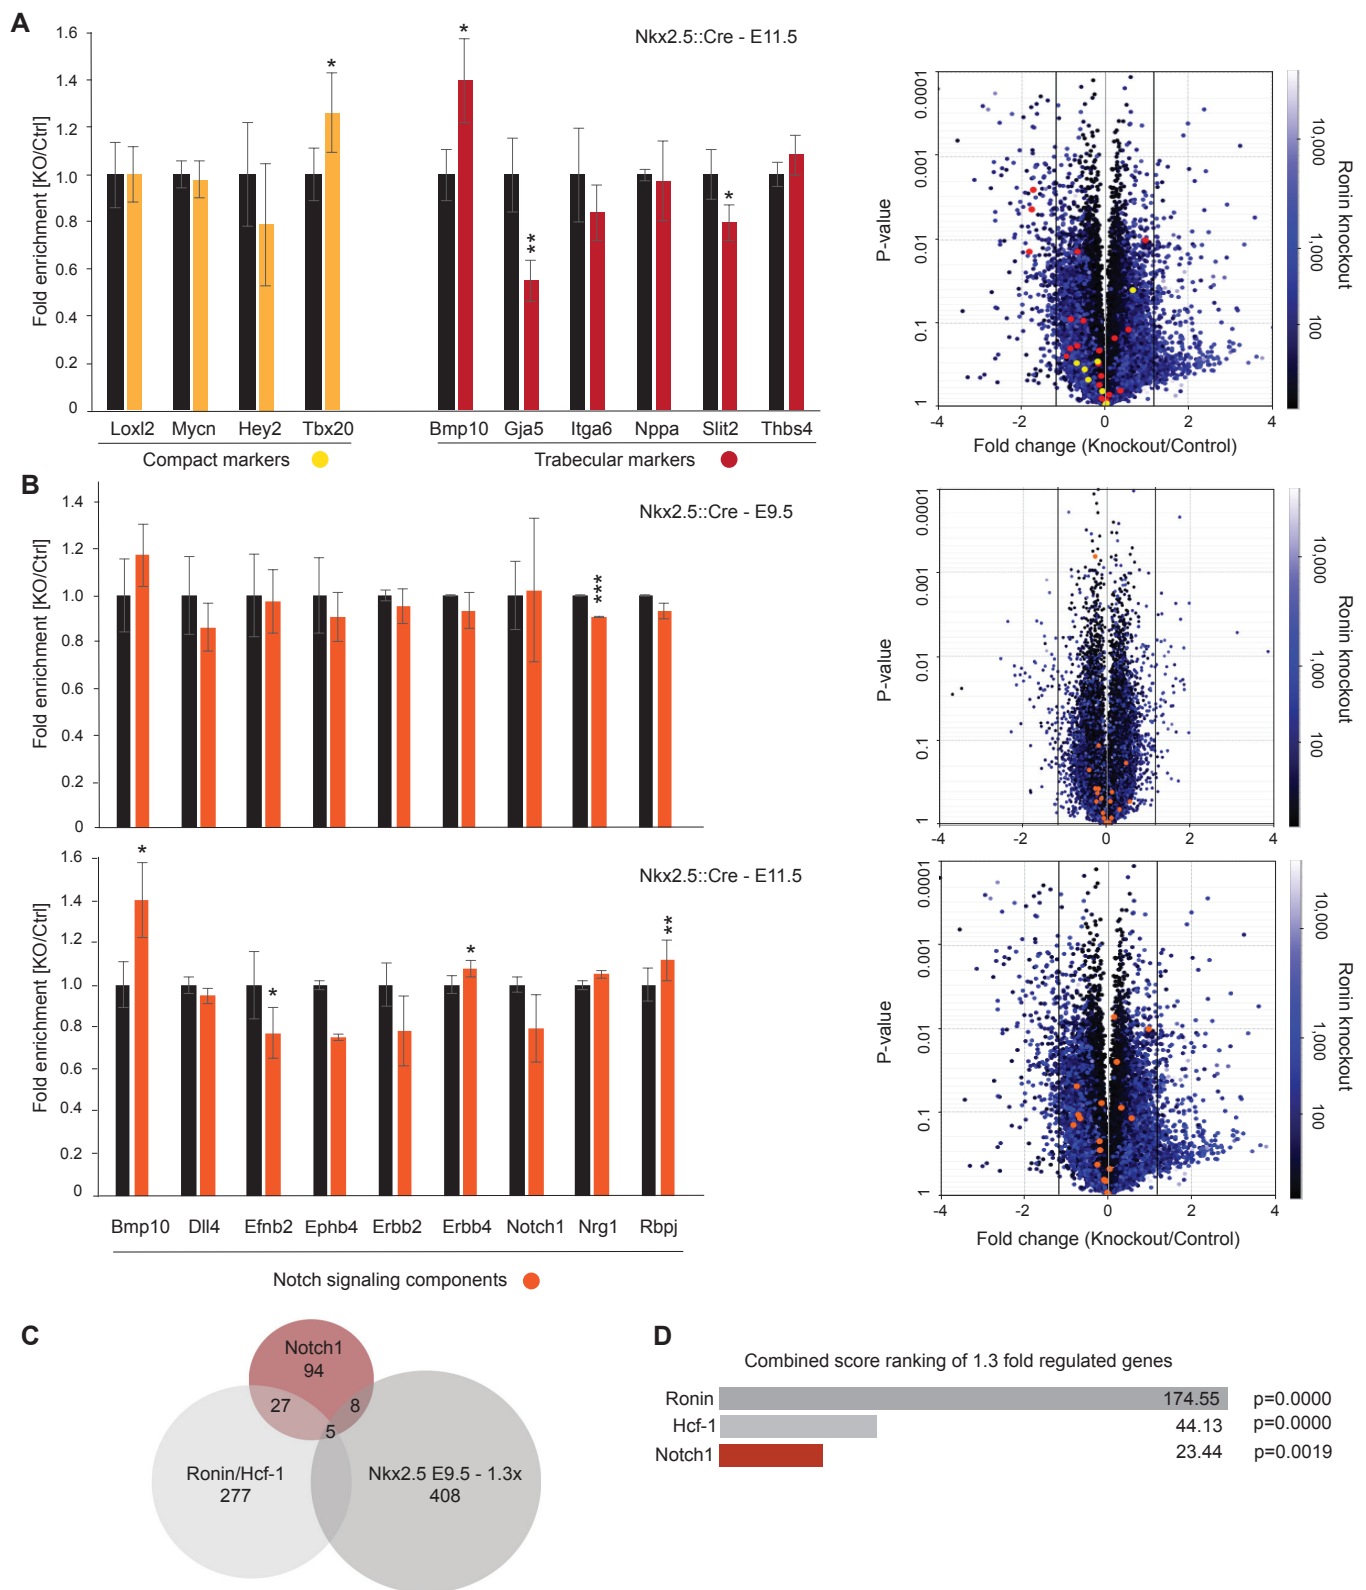

Figure S8. Differential gene expression analysis of selected gene sets at E9.5 and E11.5 of *Nkx2.5*-driven *Ronin* knock-out heart tissue. Related to Figure 5. (A) Markers specific for the myocardial compact or trabecular layers show mild changes in both layers at E11.5 after *Ronin* knockout (left). The gene probes are highlighted within the volcano plot (left) relative to all other gene probes detected in microarrays at E11.5. **(B)** Analyses of Notch signaling components do not reveal a specific direct involvement in the phenotypic changes observed after *Ronin* knockout at E9.5 (top) or E11.5 (bottom). Gene expression is illustrated as described in (A). **(C)** Venn diagram showing the overlap of Ronin/Hcf-1 with Notch1 targets (Chip enrichment analysis (ChEA) 2016 database set *NOTCH1_17114293_ChIP-ChIP_T-ALL_Human*) and the genes that are more than 1.3-fold up- or downregulated at E9.5. after *Nkx2.5*-driven *Ronin* knockout. **(D)** ChEA of genes that are up- or downregulated more than 1.3-fold in heart tissue at E9.5 after *Nkx2.5*-knockout. Shown are the combined score and p-value for each category. Ronin, ChEA 2016 database set: *Thap11_20581084_ChIP-Seq_MESCs_Mouse*; ChEA 2016 database set Hcf-1, *HCFC1_20581084_ChIP-Seq_MESCs_Mouse*; Notch1, ChEA 2016 database set as in (C). *p<0.05; **p<0.01; ***p<0.001.

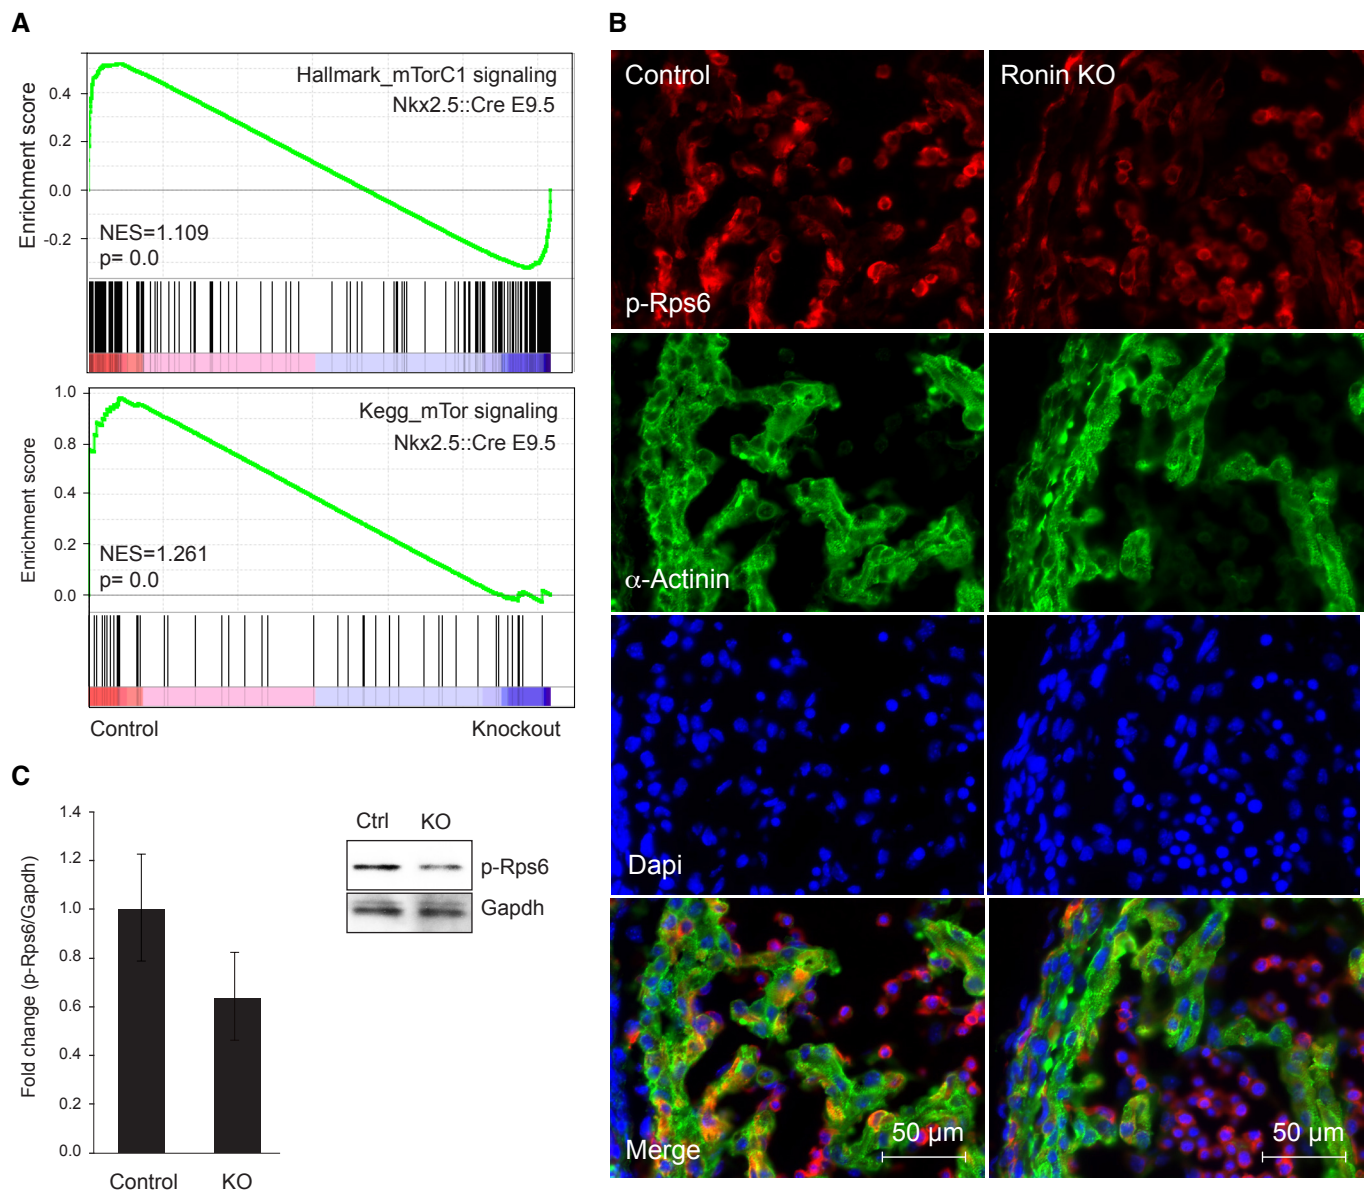

Figure S9. mTor activity is reduced in *Nkx2.5*-driven *Ronin* knockout animals at E11.5. Related to Figure 5. (A) Gene set enrichment analysis (GSEA) shows significant enrichment of the “Hallmark” and “Kegg” mTor signaling components in control tissue after *Nkx2.5::Cre*-driven knockout of *Ronin*. **(B)** Detection of the phosphorylation levels of the mTor target Rps6 at E11.5 by immunofluorescence reveals that heart tissue of *Nkx2.5*-knockout animals has lower Rps6 phosphorylation levels than heterozygous controls while α -Actinin or Gapdh remain at similar protein levels. Red, p-Rps6; green, α -Actinin; blue, Dapi. **(C)** Quantification of Western blot analysis confirms decreased phosphorylation of p-Rps6 upon *Ronin* knockout ($n=3 \pm \text{SEM}$).

SUPPLEMENTAL EXPERIMENTAL PROCEDURES

Genotyping

Hematoxylin-and-Eosin Staining

Adult heart and embryonic tissues were fixed in 10% (v/v) formalin and transferred to 70% (v/v) ethanol. The tissue was embedded in paraffin and 10-μm sections were stained with hematoxylin and eosin by the Histology Service of the Department of Pathology at Baylor College of Medicine.

X-gal Staining

Embryos and heart tissues were fixed in fixation buffer (0.2% [w/v] glutaraldehyde, 2 mM MgCl₂, and 5 mM EGTA) for 15 min, followed by three 15 min washes in detergent-containing buffer (2 mM MgCl₂, 0.01% [w/v] sodium deoxycholate, and 0.02% [v/v] NP-40). The tissue was then stained with X-gal solution (40 mg/ml X-gal in N,N, dimethylformamide mixed 1:40 with X-gal reaction buffer (100 μl 1M MgCl₂, 49.4 ml PBS, 82 mg potassium ferricyanide and 106 mg potassium ferrocyanide) for 4 – 5 hrs. They were washed three times in PBS, fixed in 4 % (v/v) paraformaldehyde overnight, and preserved in 70 % EtOH.

Electron Microscopy

Hearts were excised, fixed in glutaraldehyde, sectioned, and examined at the Department of Pathology at the Texas Children's Hospital.

Electrocardiography and Echocardiography

Electrocardiography (ECG) and echocardiography recordings were performed in the Mouse Phenotyping Core Facility at Baylor College of Medicine. ECG recordings were made with ECGenie, which provides a lead II ECG from the paws in conscious mice. Echocardiography was performed with a Visualsonic Vevo 770 Imaging System. Mice were anesthetized with isoflurane to maintain spontaneous breathing. The left ventricular ejection fraction and left ventricular internal end-diastolic diameter were measured.

ChIP-sequencing and ChIP-qPCR

Adapter ligation and ChIP-sequencing was performed as described previously (Dejosez et al., 2010). The ChIP-derived reads were aligned to the mouse genome (NCBI build 37, UCSC build mm9) using the FindPeaks software (UBC). Chip sequencing data were validated by ChIP-qPCR using Sybr Green in real time PCR analysis. The primers amplifying the *Apba3*, *Ctf-1*, *Mrpl34* and *Smarca1* promoters were: 5'-TGAGT TTCAA GGGTC AGAGC -3', 5'-AACTC AGGCT TTAGG TCGTG -3'; 5'-AAAGC TGAAA GACTG GAGGG -3', 5'-TCCGA AGCCT GTATT TTGAG C-3'; 5'-GTGAG TGTTT AGAGA TACCC TG-3', 5'-TGTAT GACTT TCTGA GCCGC -3'; 5'-GCTAG GTAAG AAAGT GGGCT G-3', 5'-TCCTC TTGCC GTATT TGGTC -3', respectively. All samples were tested in triplicate and data were normalized to PCR signals of the corresponding input samples.

Bioinformatics Analyses

The logo reflecting the Ronin binding motif was created with Weblogo software (<http://weblogo.berkeley.edu/>). The Venn diagram was generated with the Venn Charts Google Developers online tool (<https://developers.google.com>). GSEA was conducted with GenePattern (Broad Institute; Reich et al., 2006). The PANTHER tool (Thomas et al., 2003) was implemented to determine functional categories of the Ronin/Hcf-1 target genes or the genes that were differentially expressed after *Ronin* knockout. The chromatin enrichment analysis (ChEA) was performed with the web-based Enrichr tool (Kuleshov et al., 2016). The heat map in Figure S7 was produced with the ClustVis webtool (targets were sorted by fold change. The H3K4me₃ status between different gene sets was compared with the Genboree signal comparison tool (Bioinformatics Research Laboratory, Baylor College of Medicine; www.genboree.org). We used a linear regression of the H3K4me₃ signals of control and *Nkx2.5*-driven Ronin knockout signals over all gene promoters (Table S6). The results are annotated by z-scores. Positive z-scores indicate promoters with lower H3K4me₃ levels, negative z-scores indicate promoters with higher H3K4me₃ levels in *Ronin* knockout tissue by comparison with controls. Z-scores above 2 were considered significant.

Western Blot Analysis

Western blot analysis was performed as previously described (Dejosez et al., 2008). Primary antibodies were anti-phospho-S6 (2211, Cell Signaling; 1:1000) and anti-GAPDH (ab9485, Abcam; 1:2500).

Tunel Staining

Tunel staining was performed with the DeadEnd™ Colorimetric TUNEL System (Promega) in accordance to the manufacturers protocol.

Statistics

All values are presented as means ± SEM or SD as indicated. Statistical significance was evaluated with the unpaired Student's t-test for comparison of two means. The Kaplan-Meier method was used to estimate survival rates, while mortality was computed with the χ^2 test. A p-value of < 0.05 was considered to indicate significance.

SUPPLEMENTAL REFERENCES

Kuleshov, M.V., Jones, M.R., Rouillard, A.D., Fernandez, N.F., Duan, Q., Wang, Z., Koplev, S., Jenkins, S.L., Jagodnik, K.M., Lachmann, A., *et al.* (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* 44 :W90-97.

Reich M., Liefeld, T., Gould, J., Lerner, J., Tamayo, P., Mesirov, J.P. (2006). GenePattern 2.0. *Nat Genet* 38, 500-501.

Thomas, P.D., Kejariwal, A., Campbell, M.J., Mi, H., Diemer, K., Guo, N., Ladunga, I., Ulitsky-Lazareva, B., Muruganujan, A., Rabkin, S., *et al.* (2003). PANTHER: a browsable database of gene products organized by biological function, using curated protein family and subfamily classification. *Nucleic Acids Res* 31, 334-341.

# Supplementary material for: Ronin Governs Early Heart Development by Controlling Core Gene Expression Programs
**Source:** Cell Rep. 2017 Nov 7;21(6):1562–73. doi: 10.1016/j.celrep.2017.10.036
**Supplement:** Document S2. Article plus Supplemental Information

Cell Reports

Ronin Governs Early Heart Development by Controlling Core Gene Expression Programs

Graphical Abstract

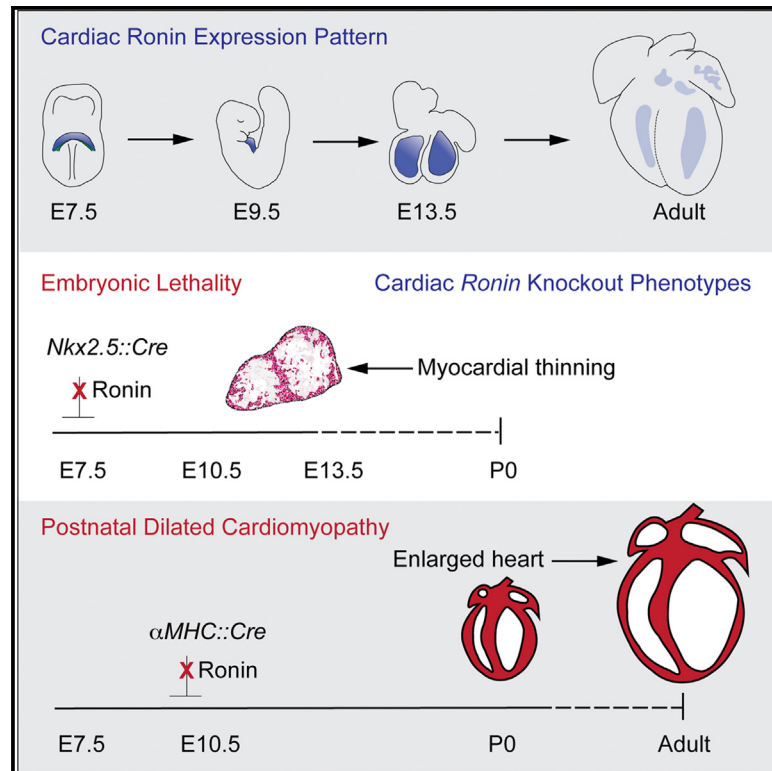

Authors

Jun Fujita, Pablo Freire, Cristian Coarfa, ..., Michael D. Schneider, Marion Dejosez, Thomas P. Zwaka

In Brief

Fujita et al. find that the transcriptional regulator Ronin (Thap11) appears to control embryonic heart development. Early heart-specific knockout of Ronin leads to growth defects in the developing heart and embryonic lethality, whereas slightly later Ronin loss results in severe dilated cardiomyopathy in the adult.

Highlights

- Ronin displays complex expression patterns during embryogenesis
- Ronin is critical for heart growth
- Ronin regulates genetic growth programs
- Ronin binding influences H3K4me₃ levels at target genes

Data and Software Availability

GSE103959

Ronin Governs Early Heart Development by Controlling Core Gene Expression Programs

Jun Fujita,¹ Pablo Freire,² Cristian Coarfa,³ Ashley L. Benham,⁴ Preethi Gunaratne,⁵ Michael D. Schneider,⁶ Marion Dejosez,^{7,*} and Thomas P. Zwaka^{7,8,*}

⁸Lead Contact

<https://doi.org/10.1016/j.celrep.2017.10.036>

SUMMARY

Ronin (THAP11), a DNA-binding protein that evolved from a primordial DNA transposon by molecular domestication, recognizes a hyperconserved promoter sequence to control developmentally and metabolically essential genes in pluripotent stem cells. However, it remains unclear whether Ronin or related THAP proteins perform similar functions in development. Here, we present evidence that Ronin functions within the nascent heart as it arises from the mesoderm and forms a four-chambered organ. We show that Ronin is vital for cardiogenesis during midgestation by controlling a set of critical genes. The activity of Ronin coincided with the recruitment of its cofactor, Hcf-1, and the elevation of H3K4me₃ levels at specific target genes, suggesting the involvement of an epigenetic mechanism. On the strength of these findings, we propose that Ronin activity during cardiogenesis offers a template to understand how important gene programs are sustained across different cell types within a developing organ such as the heart.

INTRODUCTION

Even early in development, the heart siphons primordial blood while continuing its journey through the difficult rearrangements and growth needed for it to become a fully configured organ (Rosenthal and Richard 2010). During this complex process, missteps occur frequently (1%–2% of newborns have congenital heart defects; Hoffman and Kaplan, 2002) and the adult heart shows little regeneration (Rosenthal and Richard 2010). Molecularly, cardiogenesis entails coordinated efforts among diverse transcription factors (Olson, 2006). Some of these factors, such as Nkx2.5, assign cell identity early and broadly (Lyons et al., 1995); others, such as Tbx5, act later and in more bound cellular neighborhoods within the cardiac anlagen (Hiroi et al.,

2001), whereas still others, like GATA4, GATA6 (Kuo et al., 1997; Molkentin et al., 2000), and various epigenetic enzymes (e.g., p300, histone deacetylases [HDACs], and Brg1/Brm-associated factor [BAF]) (Chang et al., 2004; Lickert et al., 2004; Shikama et al., 2003), coregulate heart development. Although acting with precision, Nkx2.5, Tbx5, and related factors are short-lived and space restricted (Wamstad et al., 2012), so it is challenging to consider a mechanism that might account for very broad transcriptional regulation within an organ composed of diverse cell types. A baton-like handoff of signals would solve this issue in part, but the nascent cardiac tissue may also require other factors that safeguard the robustness of critical mRNAs that cross developmental boundaries, thereby ensuring the coordination and continuity of transcription.

Ronin (Thap11) is an attractive candidate for such a broad regulatory role in cardiogenesis. Discovered in embryonic stem cells and named after a masterless samurai because of its lack of any apparent relationship to the known “master” regulators of pluripotency, it is essential for this state, both in vitro and in vivo (Dejosez et al., 2008). Critically, Ronin binds to a hyperconserved promoter sequence (5'-CTGGGARWTGT-3') present in many genes and spanning various cellular rubrics (Dejosez et al., 2010). It controls these genes in a yet-undetermined manner in a variety of settings, including the developing eye (Poché et al., 2016), neural crest and craniofacial development (Achilleos et al., 2017a), a cobalamin deficiency syndrome impacting the brain (Achilleos et al., 2017b), hematopoiesis (Kong et al., 2014), cancer cells (Parker et al., 2012), and during the transition from the primed to naive pluripotent stem cell state (Durruthy-Durruthy et al., 2016). Here, we identify a broad-ranging and dynamic binding pattern that allows Ronin to control gene expression across diverse cell types and temporal hallmarks in the developing heart.

RESULTS

Ronin Displays a Complex and Dynamic Expression Pattern during Embryogenesis

For a transcriptional regulator to exert broad time- and space-specific control of gene expression across cell types, its expression

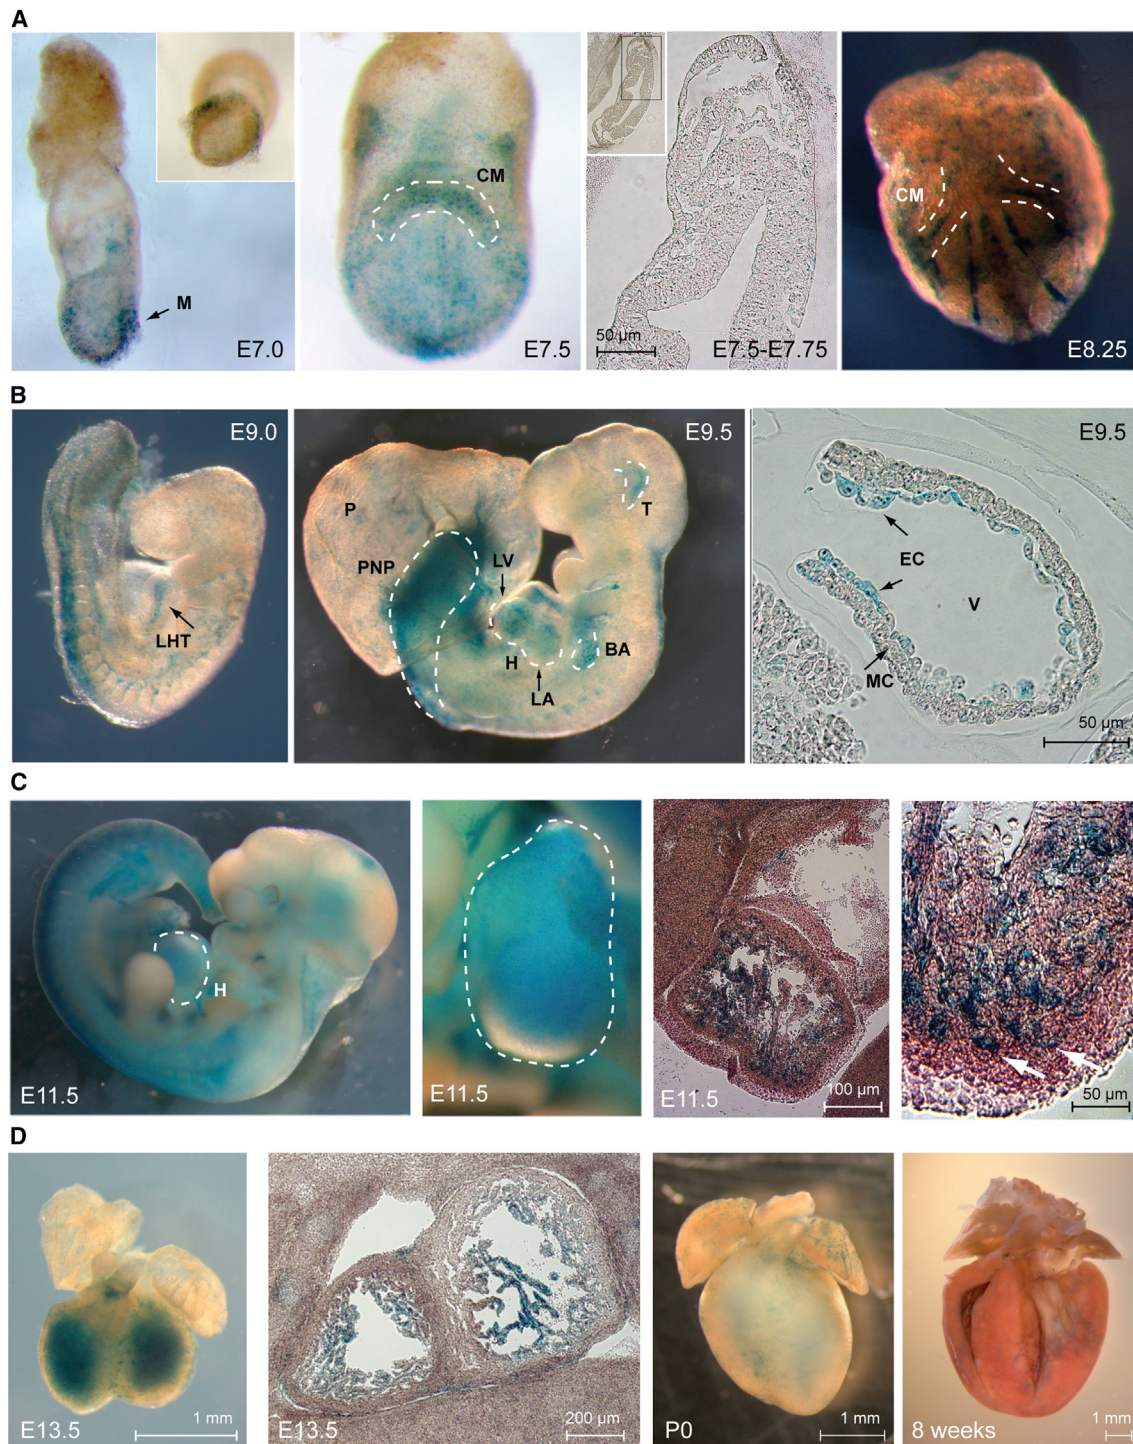

Figure 1. Ronin Is Expressed Early in Cardiogenesis Based on lacZ Expression at the Indicated Developmental Stages

(A) At E7.0, Ronin is expressed in the embryonic mesoderm and then appears in the cardiac crescent (E7.5–8.25).
 (B) It is found in the looped heart tube at E9.0 (left) and the inner layers of the nascent heart structure, the thalamus, branchial arches, and posterior neuropore at E9.5 (middle). Microscopically, hearts at E9.5 (right) show their highest Ronin expression levels in the endocardium and far less in the myocardium.
 (C) At E11.5, Ronin expression peaks overall (left) and large portions of the heart appear positive (second panel from left). Histologically, the myocardial trabeculae stain positive for Ronin, whereas no signal is seen within the compact layer (right two panels). Note the inward-reaching myocytes (white arrows).
 (D) At E13.5, P0, and 8 weeks, Ronin expression is still present in the heart.

(legend continued on next page)

must be conducive to this function. We therefore tracked Ronin expression during development using *Ronin::lacZ* reporter mice (Figures 1 and S1). Ronin expression underwent a sequence of complex yet spatially well-defined steps as it re-emerged in the mesoderm (E7.0) after an implantational hiatus (Dejosez et al., 2008), only to be restricted to the cardiac crescent shortly thereafter (E7.5–E8.25) and then to the looped heart tube (E9.0), always bypassing cell-type boundaries. By E9.5, Ronin dominated the endocardial layer of the heart and was strongly expressed in other embryonic structures, such as the thalamus, branchial arches, and posterior neuropore. Ronin expression peaked at E11.5, when lacZ staining was visible throughout larger portions of the heart, most of the nervous system, and many other organs. Histological examination of the heart at this stage showed that Ronin expression was most prominent in the myocardial trabecular layer. This pattern remained essentially unchanged at E13.5, but at the end of trabeculation, Ronin levels had declined and remained detectable in only a small number of cells in the subendocardial layer at P0 (postnatal day 0). String-like subendocardial networks of Ronin-positive cells appeared to persist well into adulthood (Figures 1D and S1A), whereas histological sections of adult *Ronin::lacZ* hearts betrayed little-to-no Ronin expression in cardiac myocytes (Figure S1B). These observations suggest that Ronin may direct critical genetic programs not only in the preimplantation embryo (Dejosez et al., 2008), but throughout development and, to a lesser extent, in the adult as well.

Ronin Is Critical for Heart Growth

To gauge the involvement of Ronin in heart development in greater detail, we crossed mice homozygous for the floxed Ronin allele with *Nkx2.5::Cre* animals (Moses et al., 2001) to generate a cardiac progenitor-specific knockout model. The functionality of *Nkx2.5::Cre*-mediated gene ablation was independently confirmed by breeding *Nkx2.5::Cre* mice with *Rosa-26-loxP-STOP* reporter animals (Luche et al., 2007), where we observed red fluorescent protein (RFP)-positive cells in the offspring as early as E7.5 in the cardiac crescent (Figure S2A). Additionally, qRT-PCR analysis confirmed significant reduction of Ronin expression after knockout (Figure S2B). *Nkx2.5::Cre; Ronin^{fl/+}* control embryos lacked any discernible phenotype, whereas most *Nkx2.5::Cre; Ronin^{fl/fl}* embryos died between E11.5 and E13.5 (Figures 2A and S2C). The E13.5-knockout heart exhibited a proper configuration, including unimpaired endocardial and epicardial linings, but the ventricular walls appeared undernourished and were substantially less dense than those of *Nkx2.5::Cre; Ronin^{fl/+}* control embryos (Figure 2A, right). This phenotype could reflect the failure of individual cells to grow, a proliferation defect, or perhaps increased apoptosis. To distinguish among these possibilities, we studied knockout hearts at E11.5, observing a decline in the number of proliferating cells, particularly in the trabecular layer of the heart, accompanied by a slight, not statistically significant decrease in apoptosis (Figure S3).

The most parsimonious explanation for our results is that *Ronin* knockout directly triggers a growth defect in cardiac myocytes, leading to altered proliferation and eventually cell death, rather than exerting a direct effect on developmental cell fate decisions. Alternatively, the defect might first emerge in the endocardium and then spread to the heart muscle. This possibility is supported by our previous observation that some endocardial progenitor subsets originate from *Nkx2.5*-positive cardiogenic mesoderm (Stanley et al., 2002). To test for such an initial endocardial defect, we removed *Ronin* from the earliest (E8.25) endocardial cells (Kisanuki et al., 2001) using a *Tie2::Cre; Ronin^{fl/fl}* cross (Figures 2B and S4). Neither embryos nor adult animals resulting from this cross showed any phenotype, arguing against an endocardial origin for the lethality seen in *Nkx2.5::Cre; Ronin^{fl/fl}* embryos. We also considered whether faulty epicardial signaling could be a contributing factor, but this scenario seems unlikely given that only a minute fraction of the epicardial cells expressed Ronin.

Because *Nkx2.5::Cre* removed *Ronin* from the developing heart at a very early time, we next sought to extend our observations to more mature cardiac myocytes using α MHC (*myosin heavy chain*):*Cre* as a driver because α MHC is expressed slightly later than *Nkx2.5* during embryonic development. Again, we first tested the penetrance of Cre-mediated deletion by crossing the α MHC::*Cre* mice (Agah et al., 1997) with *Rosa-26-loxP-STOP* reporter animals (Luche et al., 2007). Although no Cre activity was detected at E8.0, from E10.5 on, a large proportion of the heart was RFP positive, suggesting α MHC::*Cre*-mediated conditional deletion of *Ronin* as early as E10.5, an effect that is sustained thereafter, as seen in sections at E13.5 or at 5 weeks of age (Figure S2D). When we crossed *Ronin^{fl/fl}* animals with α MHC::*Cre* transgenic mice, the loss of *Ronin* did not yield any discernible cardiac growth defect or other abnormality during gestation (Figure 3A). The pups resulting from this cross were born at normal Mendelian frequencies (Figure S2C) and had apparently normal hearts at birth. However, they became moribund at 3 months of age and none survived beyond 250 days (Figure 3B). The survival curves of control animals (α MHC::*Cre; Ronin^{fl/+}*) mirrored those of age-matched α MHC::*Cre* mice (Figure S5), ruling out Cre toxicity as a cause of the adult phenotype. The sick mice all had dilated cardiomyopathy (DCM) with characteristic echocardiography (ECG) changes, including bradycardia, prolonged QRS intervals, and long QT waves (Figures 3C–3E). Their left ventricles were dilated, pumped with a low ejection fraction (Figure 3F), and showed other signs of DCM on echocardiography (Figure S5). Postmortem examination revealed that α MHC::*Cre* mice had enlarged hearts at 12 weeks of age (Figure 3G). Histologically and ultrastructurally, the heart texture was disordered and featured interstitial fibrosis, nuclear enlargement, G-band streaming, and myocyte degeneration (Figure 3H). Additionally, we confirmed the elevated expression of known markers of heart failure by RT-PCR (Figure S7A).

(D) The Ronin expression pattern remains essentially unchanged at E13.5, but Ronin expression falls after completion of trabeculation, with only a small ring of Ronin-positive cells (near the subendocardial layers in both ventricles) remaining at P0 and at 8 weeks of age (note that the heart is cut along the midsection). BA, branchial arches; CM, cardiac mesoderm; EC, endocardium; H, heart; LA, left atrium; LHT, looped heart tube; LV, left ventricle; M, mesoderm; MC, myocardium; P, placenta; PNP, posterior neuropore; T, thalamus; V, ventricle. See also Figure S1.

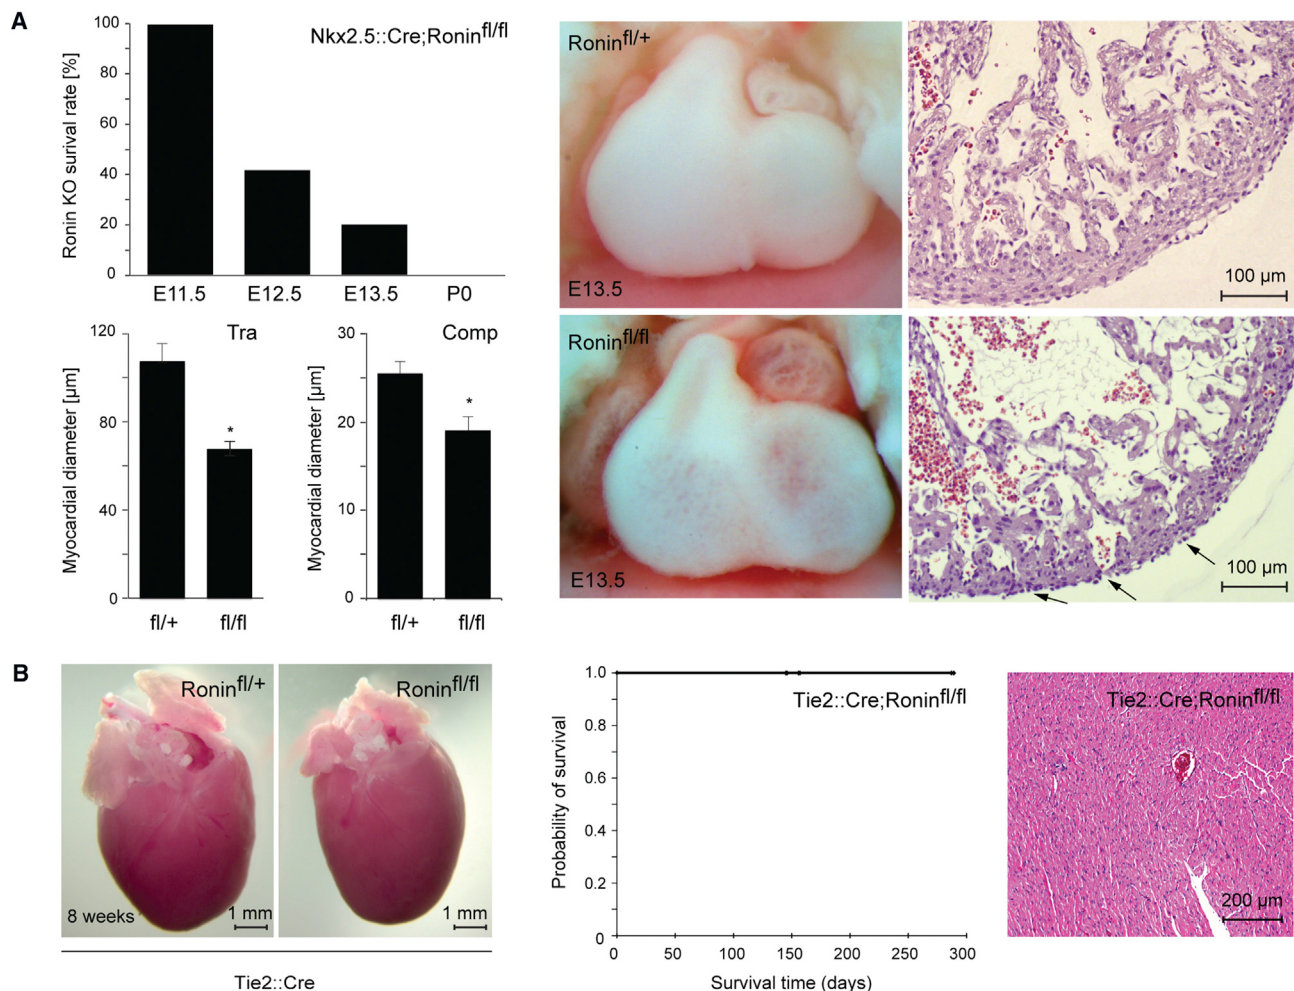

Figure 2. Early Ablation of Ronin Causes Cardiac Defects and Embryonic Lethality

(A) After *Nkx2.5*-driven *Ronin* ablation, more than half of the knockout embryos died by E12.5, three-fourths were dead by E13.5, and all embryos died before birth (left, top; $n = 49, 59, \text{ or } 79$ at E11.5, E12.5, or E13.5, respectively; $p = 2.7 \times 10^{-6}$ by χ^2 test). Bright-field microscopy of the complete heart (middle) and histological analyses of H&E stained sections (right) revealed much thinner chamber walls in *Nkx2.5*-driven *Ronin* knockout hearts (bottom) than in heterozygous controls at E13.5 (top). Black arrows indicate ultra-thin areas of the myocardium. Comparison of the diameters of the trabecular (Tra) and compacted (Comp) myocardial layers with controls (left, bottom two panels) shows significantly decreased results in both layers of the *Nkx2.5*-driven *Ronin* knockout hearts (* $p < 0.05$ by t test). Values are reported as means $\pm$ SEM ($n = 5$ per group).

(B) At 8 weeks of age, there are no overt macroscopic differences between hearts isolated from *Tie2*-driven *Ronin* knockout and those of heterozygous control animals (left two panels). Kaplan-Meier survival analysis of *Tie2*-driven *Ronin* knockout animals. None of the animals died postnatally in the first 9 months of life ($n = 13$, middle panel). H&E staining of tissue sections obtained from knockout animals at 8 weeks of age shows well-ordered alignment of normal cardiomyocytes (right panel).

See also Figures S2–S4.

Thus, *Ronin* knockout by *Nkx2.5* and α MHC approaches produced diametrically opposed effects on the developing heart.

Ronin Regulates Heart Growth Programs

The broad though still dynamic expression pattern of *Ronin* offered a clue as to why the *Nkx2.5*- and α MHC-related phenotypes were so different because it suggested that *Ronin* may modulate a spectrum of vital genes across cell types for only a limited time. To test this hypothesis, we used chromatin immunoprecipitation sequencing (ChIP-seq) analyses of cardiac tissues extracted from E11.5 embryos to map *Ronin*'s target

gene repertoire (Table S1). We found that the binding of *Ronin* overlapped strikingly with that of its cofactor, Hcf-1, underscoring the close relationship between these two proteins (Figure 4A; Table S1). A DNA motif affiliated with *Ronin* binding (YGGGNNNYRTAGT; Figure 4B) was typically located proximal to the transcriptional start sites ($p = 1.0 \times 10^{-15}$; Figure 4C), identical to the *Ronin* binding signature found in pluripotent stem cells (Dejosez et al., 2010), retinal progenitors (Poché et al., 2016), and cancer cells (Parker et al., 2012). The genes targeted by *Ronin*/Hcf-1 largely belonged to metabolism-related categories, including primary metabolism, nucleic acid metabolism,

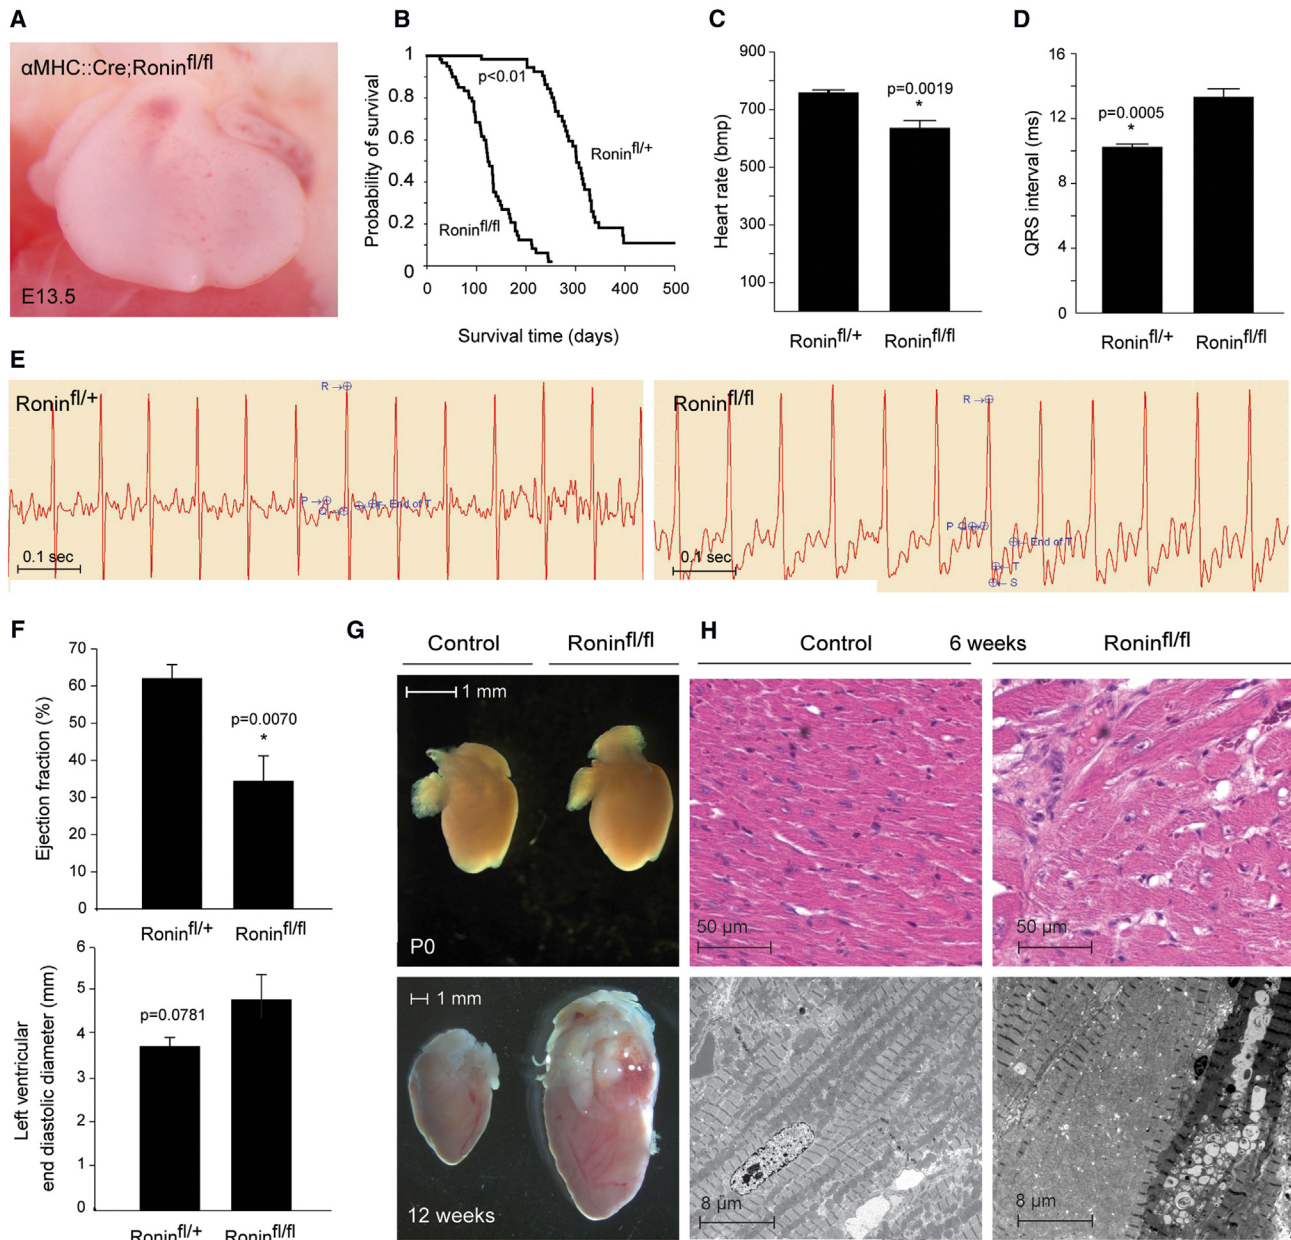

Figure 3. Midgestational Ablation of *Ronin* Leads to Postnatal Dilated Cardiomyopathy in Adult Mice

(A) Bright-field photomicrograph shows a normal-looking heart at E13.5 after α MHC-driven knockout of *Ronin*.

(B) Kaplan-Meier analysis shows that all mice with α MHC-driven *Ronin* knockout died before 9 months of age; the mean survival times for control ($n = 60$) and *Ronin* knockout ($n = 62$) mice was 262.8 days versus 123.6 days ($p = 9.9 \times 10^{-20}$ by log-rank test).

(C–E) Determination of heart rate (C) and QRS interval (D) following electrocardiography (E) demonstrate that animals with α MHC-driven *Ronin* knockout have bradycardia and a prolonged QRS interval. Bmp; beats per minute.

(F) Echocardiography reveals that animals with *Ronin* knockout have a significantly lower ejection fraction, whereas the ventricular end diastolic diameter appears elevated when compared with heterozygous controls. Data are reported as mean $\pm$ SEM ($n = 5$ per group).

(G) Neonatal heart size (P0) did not differ between α MHC-driven knockout and control animals (top), but at 12 weeks of age, the hearts of knockout animals were clearly enlarged (bottom).

(H) H&E staining (top) of heart tissue sections of α MHC-driven 6-week-old knockout mice showed hypertrophic cardiomyocytes and lymphocyte infiltration. A more detailed electron microscopic comparison of conditional knockouts with control animals (bottom) revealed fibrosis, increased numbers of mitochondria of various sizes, loss of granules, enlarged, hypertrophic, and disorganized nuclei, and thick Z-bands.

See also Figures S2 and S5.

and protein metabolism and transport (Figure 4D; Table S1). Together, our results suggest that the growth and metabolic pathways controlled by Ronin are indispensable for normal heart development during the E9.5–E11.5 interval and less essential thereafter.

To pursue this hypothesis further and learn if there is a temporal component to the Ronin-mediated regulation of target genes, we scrutinized global gene expression profiles in normal and knockout heart tissues at different time points. The initial gene expression changes were subtle; only around 100 genes were regulated more than 1.5-fold (*Nkx2.5* knockout at E9.5 or α MHC knockout at E11.5), with only a few genes exceeding the 2-fold threshold (Figures 5A–5C and S6; Table S2). These changes translated to more pronounced effects at later developmental stages (Figures 5 and S7). As shown by gene set enrichment analysis (GSEA), a gene signature specific to dilated cardiomyopathy emerged at P0 in α MHC knockout hearts and had become significant by 6 weeks (Figure S7B). Gene ontology (GO) analyses revealed that *Ronin* knockout-related gene expression changes were most prominent in metabolic categories at all stages, overlapping with processes involved in organ development (*Nkx2.5* driven) or heart function at later time points (α MHC driven; Figure S6; Table S2). The results of our analyses agree with previous findings in the developing retina (Poché et al., 2016), in which *Ronin* knockout led to impaired cell proliferation and increased cell death, most likely due to dysregulation of genes involved in metabolic processes and mitochondrial function in particular. Indeed, the mitochondrial gene signature that was discovered to respond to *Ronin* knockout in the retina was similarly downregulated after *Ronin* knockout in the heart. The affected genes were among the most strongly regulated genes in our experiments (Figures 5A–5C).

Comparison of our molecular findings with the corresponding phenotypes suggested that the *Ronin* knockout-related transcriptional changes during early heart development are highly detrimental, whereas those due to delayed knockout lead to more subtle changes that are tolerated for prolonged times. A clue to the mechanism of these disparate outcomes came from the observation that the expression levels of Ronin target genes fluctuate significantly between E9.5 and E11.5 (Figure 5D, bottom), but not earlier (between E7.5 to E9.5; Figure 5D, top). Moreover, the expression of Ronin target genes varied far more after *Nkx2.5*-triggered knockout than after α MHC ablation at E11.5 (Figures 5E, S7C, and S7D; Table S2). Sorting the Ronin/Hcf-1 target genes by expression level after *Nkx2.5* knockout indicated that genes dysregulated after α MHC knockout differ from those in *Nkx2.5*-knockout hearts (Figures 5F and S7E). Additional GSEA (Figure 5G; Table S2) confirmed these findings. Together, our results show that *Ronin* depletion causes the malfunction of vital developmentally timed genes with a strong bias toward early ontogenic episodes, which helps to explain the attenuated phenotype seen after α MHC knockout.

We also examined gene expression changes among markers specific for the myocardial trabecular or compact layer (Li et al., 2016; Luxán et al., 2013) in *Ronin* knockout hearts (Figure S8A), but this analysis did not indicate an effect on either layer in particular. It is noteworthy that expression of *Bmp10*, which is expressed in the trabecular myocardium to sustain

proliferation, was slightly elevated, possibly reflecting a compensatory mechanism to counteract the decline in trabecular cardiomyocytes. In addition, the gene expression profile of *Ronin* knockout heart tissue did not indicate a direct disturbance of Notch signaling pathway components, which are intimately involved in the initial formation of the myocardial layers (Figure S8B) early after *Nkx2.5* knockout of *Ronin* at E9.5. Nonetheless, we found that Notch1 and Ronin/Hcf-1 target genes do overlap to some degree. Chip enrichment analysis (ChEA) showed that 32 of our Ronin/Hcf-1 targets are also part of the significantly enriched Notch1 target gene set. Furthermore, a total of 13 Notch1 target genes were regulated more than 1.3-fold in heart tissue at E9.5 after *Nkx2.5* knockout of *Ronin* (Figures S8C and S8D). This suggests that Ronin might act in parallel or downstream of Notch and presumably other canonical signaling pathways to control growth and proliferation.

Additionally, we investigated potential mechanistic links between the transcriptional changes induced by *Ronin* knockout and pathways of cell growth and metabolism in cardiac myocytes. Our PANTHER analyses (Figure 4D; Table S1) suggested that mTor (mammalian target of rapamycin), a master regulator of cell growth and metabolism (Holz et al., 2005; Ma and Blenis, 2009), could contribute to the altered growth phenotype observed in our study. Compelled by additional GSEA results showing dysregulated expression of mTor-related gene signatures as early as E9.5 after *Nkx2.5* knockout (Figure S9A), we examined the effects of *Ronin* ablation on mTor activity. At E11.5, control embryos stained positive for the prototypical target of mTor kinase activity, p-Rps6 (cytoplasmic phosphorylated ribosomal protein S6), but *Nkx2.5::Cre; Ronin^{fl/fl}* embryos showed little p-Rps6 positivity in cardiomyocytes (Figure S9B). Decreased phosphorylation of Rps6 after *Ronin* knockout was confirmed by western blot analysis (Figure S9C), suggesting that Ronin affects mTor signaling in the heart. Hence, the growth defects seen upon early knockout could be a direct consequence of transcriptional influences on mTor pathway components or perhaps a secondary effect of altered amino acid metabolism (Dejosez et al., 2010).

Ronin Binding Correlates with H3K4me₃ Levels

If, in fact, Ronin controls cell growth and metabolism during heart development, how exactly does it achieve this regulatory end point? Although Ronin lacks a specific transactivation domain, it can act through its coactivator Hcf-1 (Dejosez et al., 2008, 2010), which mobilizes H3K4 methyltransferases with consequent deposition of H3K4me₃ histone marks (Tyagi et al., 2007). Such marks could persist at gene loci critical to cardiac growth, thus facilitating rapid cell proliferation during development. To test this hypothesis, we performed ChIP-seq studies on E11.5 control and *Nkx2.5*-driven *Ronin* knockout embryonic heart tissues using antibodies against H3K4me₃ (Table S1). Strikingly, GO analysis of all gene promoters with significantly lower methylation levels after *Ronin* knockout (*Z* score > 2) revealed that a number of the associated genes are involved in cardiac function (Figure 6A; Table S3). When we focused on Ronin/Hcf-1 target genes, we found that most of the downregulated Ronin target genes showed lower levels of H3K4me₃ compared to (1) genes that were downregulated but not bound by Ronin; or

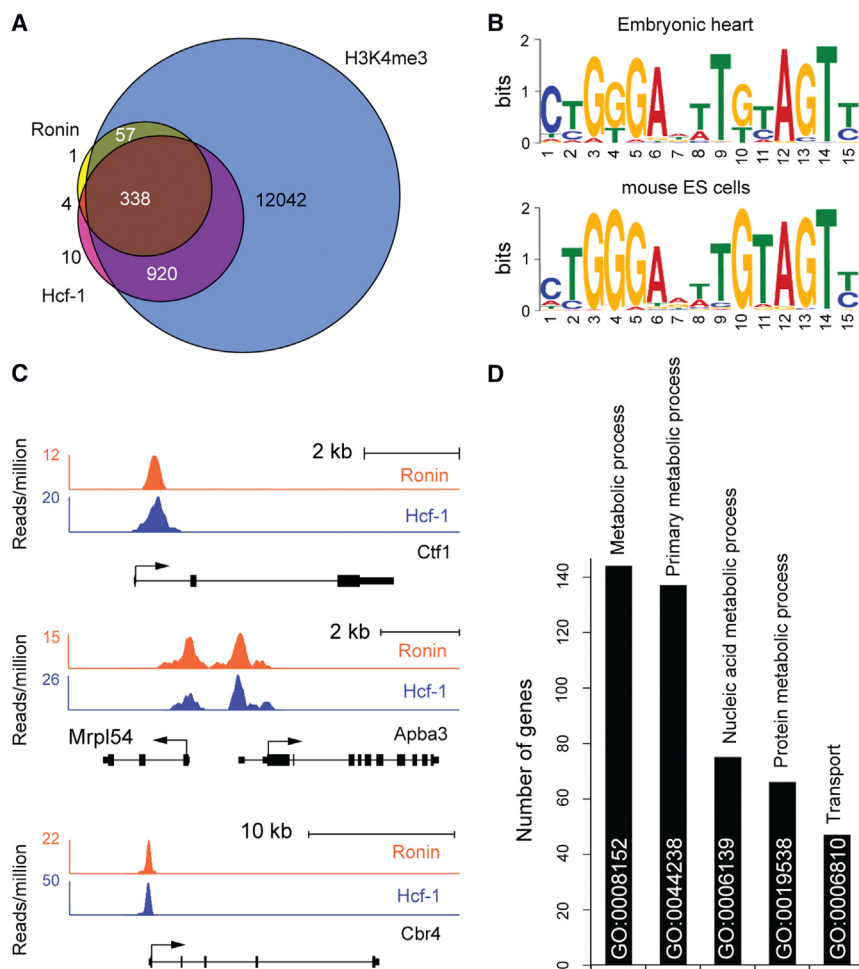

Figure 4. Ronin Cooperates with Hcf-1 to Regulate Expression of Metabolic Genes during Cardiac Development

(A) Venn diagram of ChIP-seq data representing embryonic hearts collected at E11.5. Most of the genes targeted by Ronin are also bound by Hcf-1 and are H3K4me₃ positive.

(B) Consensus sequences of the Ronin binding motif identified after ChIP-seq analysis are almost identical in embryonic heart (top) and embryonic stem cells (bottom).

(C) Examples of genes bound by both Ronin and Hcf-1 showing that signals are enriched immediately upstream of transcriptional start sites (arrow).

(D) PANTHER analysis classifying GO categories of all Ronin/Hcf-1 target genes assigns the vast majority of Ronin-bound genes to metabolic processes.

See also Table S1.

Ronin or Hcf-1 are contributing at least in part to the increased H3K4me₃ levels at gene promoters with negative Z scores (Table S3) upon *Ronin* knockout.

DISCUSSION

Over the past two decades, numerous studies have identified most of the diverse progenitor cells that contribute to the proper formation of the developing heart (Ptaszek et al., 2012). However, the molecular cues that orchestrate this process remain under-investigated. Our group and others have shown that

How the deposited data were processed for this re-analysis (not part of the article)

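Heart RNA was measured on Illumina MouseWG-6 v2.0 arrays in 22 samples of 10 groups, which are control and knockout hearts of Nkx2.5::Cre at E9.5 (2 against 2, each a pool of 10 hearts) and E11.5 (3 against 3), and of αMHC::Cre at E11.5, P0 and 6 weeks (2 against 2 each). Controls carried Cre and 1 floxed Ronin allele. The intensity values are those of the authors' processed table, made by cubic spline normalization in GenePattern before deposit, as the authors' sample records and methods state. They are linear intensities, with medians alike within a comparison and different between comparisons (from 58.2 to 108), so the normalization is taken to be within each comparison. A second, non-normalized table was not used, because its 22 columns carry numbers that match no sample label. The sample records give Nkx2.5::Cre as the genotype of the αMHC knockouts, and the titles and the paper were followed.

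Values were taken to log2 without further normalization. For the comparison of controls at E11.5 and E9.5 they were first quantile normalized over all arrays. Of the probes, 34885 name 1 gene, 18 several and 10378 none, and the former stand for 19053 genes. Symbols were brought to current names with the mouse reference annotation. A gene was represented by its probe with the highest mean over the arrays, and it was tested in a comparison when that probe lay above the median of all probes in the arrays concerned. Reading depth has no counterpart on arrays, and precision follows from signal over background and from the number of arrays, with replicates differing by an SD of 0.17 to 0.36 on the log2 scale.

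Fold changes were fitted in R 4.3.3 with limma 3.58.1, in 1 model with a mean for each of the 10 groups (12 residual degrees of freedom), array weights estimated per comparison by residual maximum likelihood with statmod 1.5.0 (from 0.533 to 1.90), and empirical Bayes moderation with an intensity trend. The p values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Differences between drivers and ages were tested as interaction contrasts of the same model. Gene lists with at least 5 measured genes were tested with camera in limma at its preset correlation of 0.01 between genes, and also with an estimated correlation, with fry, and by gene permutation with fgsea 1.28.0 (10000 permutations, fixed seed). The shift of a list is the mean log2 fold change of its genes minus that of all other measured genes. The Ronin/Hcf-1 targets were read from Table S1 (341 genes, 315 with a probe), while the other lists were written from general knowledge before the values were read, with the genes named in Figure S8 for the layers of the heart wall and Notch signaling, and they are not the gene sets of the paper. The matching of synonyms was corrected after results had been seen, which changed the measured members of the glycolysis, extracellular matrix, mTORC1 and compact layer lists. Thap11 was tested by exact permutation of knockout and control within each comparison. The spread of the targets at E11.5 was set against 10000 random lists matched in expression, and enrichment of targets among called genes was tested by Fisher's exact test.

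The text names each gene that the paper names, the 10 largest increases and the 10 largest decreases among genes past the threshold whose knockouts and controls do not overlap, and the 4 genes with the lowest p of each list that passes, as far as space allows. Alternatives were median scaling, each comparison fitted alone, equal array weights, no filter on dim probes, the mean of a gene's probes, the replicate number as a block, each array left out in turn, the methods' t-test, unadjusted thresholds, counts of symbols with any probe over the fold, other list tests, and narrower and wider target lists. The model was tested on simulated data with the same numbers of arrays, in which 200 genes, 50 at each of 4 fold changes, were changed. Of genes changed 2-fold it found 98% at E9.5 and 94% at E11.5 for Nkx2.5, and 100% at E11.5, 98% at P0 and 56% at 6 weeks for αMHC. Of genes changed 1.5-fold it found 70%, 36%, 78%, 26% and 0% in the same order. The simulated noise was drawn independently for each gene and array from the variances and weights of the model itself. These shares therefore do not test whether real arrays vary in that way, and the simulated arrays hold no pairing of replicates. Protein, histology, RT-PCR and chromatin data of the paper were not analyzed.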

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

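The tests that leave out each array in turn or look at second probes for the stress response, and the splits of the 6 Nkx2.5 arrays at E11.5 by their count of genes, were chosen only after the result was seen, whereas the other tests of this part were set first.

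Effects of the knockout on single genes differed between groups in 3 contrasts. Between E11.5 and P0 of αMHC::Cre 0 genes differed, and the epicardial list was 0.39 higher at P0 in camera, a call lost with an estimated correlation. Contrasts with αMHC hearts at E11.5 also hold sex, which goes with genotype there. By Xist, sex is also unequal between control and knockout in Nkx2.5 hearts at E11.5. Between Nkx2.5::Cre and αMHC::Cre at E11.5, 9 genes differed past the threshold in limma, and 2 to 11 did when 1 array was left out, with 3 without αMHC control 1 or control 2, 2 without αMHC knockout 2 or Nkx2.5 control 2, and 3 without Nkx2.5 control 3 or knockout 1. Between E9.5 and E11.5 of Nkx2.5::Cre 2 genes differed, and 18 without E11.5 knockout 3, 16 without E9.5 knockout 1, and 1 without E11.5 control 1, control 2, knockout 1 or knockout 2, or without E9.5 control 1, control 2 or knockout 2. Between P0 and 6 weeks of αMHC::Cre 26 genes differed, 10 with a higher and 16 with a lower fold at 6 weeks, among them Acta2 (1.63), Phkg1 (−1.85) and Thyn1 (−1.99, each at an adjusted p of 0.0089 from limma). This number was 1 without 6-week control 1, 6 without 6-week knockout 1, 346 without 6-week knockout 2, 17 without P0 control 1, 2 without P0 control 2, 8 without P0 knockout 1 and 5 without P0 knockout 2. The shift of the amino acid and integrated stress response list was larger with Nkx2.5::Cre at E11.5 than with αMHC::Cre by 0.57 (adjusted p = 7.7e-21 from camera in limma, and 0.0098 with an estimated correlation) and than with Nkx2.5::Cre at E9.5 by 0.74 (adjusted p = 1.7e-31, and 0.0016).

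A signal in genes outside those the paper discusses was the rise of this list in Nkx2.5 knockouts at E11.5, by 0.72, in 3 of 3 knockouts. Red blood cells mixed with the heart are argued against as the whole source, since with the erythroid mean of each array as a covariate the shift was 0.63 (adjusted p = 1.4e-20 from camera in limma), while the erythroid list itself was 0.90 higher and was 0.52 without control 3 and 0.50 without knockout 2. A single array and probe variants are argued against too, with a lowest shift of 0.65 over the arrays left out and a median log2 fold change of 0.49 for second probes of the members. Among the 10 ways to split the 6 arrays 3 against 3, 1, the real one, gave a shift as large, and the highest other was 0.44, but the splits are too few for a share under 0.05. A candidate explanation is a response to impaired mitochondria or translation after the early deletion, which was not tested here, and the developmental state of the failing hearts is confounded with the genotype.

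Another such signal was that 39 genes had every knockout below every control in all 5 comparisons and 16 every knockout above, Thap11 included in the former, where 0.382 in each direction would be met by chance among 9895 genes if comparisons were independent. Those below include Bckdk, Pomgnt2, Rabac1, Thtpa, Mrpl24 and Mrpl34, and those above Trmt10a, Thoc6 and Polk, and 4 and 6 of them are Ronin/Hcf-1 targets. Chance agreement is argued against, since 0 of 100 regroupings within comparisons gave as many as the 55 genes, with 13 in the highest, and so is linkage to the targeted allele for the genes as a set, since 3 of 54 lie within 20 Mb of Thap11 on chromosome 8 (5.56%, against 2.29% of all tested genes), while for these 3 it stays open. Variants under a probe cannot be told apart from expression for all of them, because 89.7% of 29 second probes had the same sign (26 probes), just below the 90% set for excluding it, and those of Ap1g2, Zfp334 and Myl6b had not. The pattern may reflect genes that respond to Ronin dose irrespective of age, a hypothesis formed on these same arrays that was not tested here.

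For the 58 genes past the threshold in Nkx2.5 hearts at E11.5, 2 of the 10 splits gave as many genes, the real one with 58 and a split of control 1, control 3 and knockout 3 against control 2, knockout 1 and knockout 2 with 279. The splits are too few for a share under 0.05. A split with several times the real count points to a structure of the samples beside the genotype. Deviations of arrays from their group mean had a correlation across genes of 0.438, 0.613 and 0.520 between control and knockout of the same replicate number and a negative one between different numbers, which is in part so by construction, so the numbers may pair the samples. With the replicate number as a block 254 genes were higher and 235 lower, and all 58 kept their call. Splits that part all 3 pairs gave 0 genes apart from the real one, and the others part 1 pair, the one with 279 genes among them.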

How the results depend on the processing

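Comparisons, tests, thresholds, gene lists and the alternatives were chosen before the data were examined, except for the tests that other parts name as chosen later, the corrected matching of synonyms for 4 lists, and 4 alternatives chosen after seeing the data, which are normexp background correction with an offset of 50, quantile normalization over all 22 arrays, the deposited values not renormalized for the control ages, and leaving out both arrays numbered 3 of Nkx2.5 at E11.5. The chip as a block was not run, since no chips are named. No background correction and the authors' processed values are the values as used, so these alternatives equal the reported results. Where 1 of 2 arrays of a group is left out, the lone array is assumed to vary like the other groups. At 6 weeks Xist is low in replicate 1 and high in replicate 2 of both groups. Leaving out 1 array there therefore also makes sex unequal between control and knockout.

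Over all alternatives, 5088 values of single genes gave 4449 with the same direction and side of the threshold, 368 that lost and 98 that gained a call, 173 that moved and 0 that reversed. A gene that passed neither in the reported fit nor in the alternative counts among the 4449 if its direction held. Of 885 values of lists, 711 were the same, 145 lost and 17 gained a call and 12 reversed. Of 358 counts, 212 stayed within 1.5 times and 146 moved. Of the named genes past the threshold, 1 of 31 in Nkx2.5 hearts at E9.5, 12 of 29 at E11.5, 0 of 1 in αMHC hearts at E11.5 and 6 of 46 at 6 weeks passed with each array of the comparison left out, and 2, 8, 0 and 0 of them passed under every other alternative, where each comparison alone ended all 46 at 6 weeks. The rise of the stress response in Nkx2.5 hearts at E11.5 kept its direction and side of the threshold in every alternative run, at shifts of 0.64 to 0.82 where the alternative gives a shift. The cause was not tested for any change below, apart from changes that follow from a looser threshold, fewer arrays or fewer genes.

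The counts of genes higher and lower, in the order Nkx2.5 E9.5 and E11.5 and αMHC E11.5, P0 and 6 weeks, were 254 and 302; 401 and 604; 253 and 270; 257 and 239; 646 and 592 at an unadjusted p in limma, and 303 and 281; 240 and 562; 246 and 304; 181 and 197; 269 and 266 with the methods' t-test unadjusted. With that test adjusted they were 0 and 0; 0 and 1; 0 and 0; 0 and 0; 0 and 1. With each comparison alone they were 3 and 11; 3 and 11; 11 and 4; 0 and 2; 0 and 0. With equal weights they were 1 and 1; 35 and 89; 0 and 0; 0 and 0; 290 and 312. With the replicate block they were 33 and 46; 254 and 235; 9 and 2; 0 and 1; 251 and 275. With probes averaged αMHC E11.5 had 1 and 6, with no filter on dim probes Nkx2.5 E9.5 had 13 and 24, and without pair 3 Nkx2.5 E11.5 had 43 higher. Genes over 1.5-fold at P0 were 77 with probes averaged, and symbols with any probe over 2-fold were 36 in αMHC hearts at E11.5 and 11 at Nkx2.5 E9.5.

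Genes whose change differs, in the order Nkx2.5 against αMHC at E11.5, E11.5 against E9.5 of Nkx2.5, P0 against E11.5 and 6 weeks against P0 of αMHC, were 1, 1, 0 and 51 with equal weights, and 19, 63, 1 and 48 with the replicate block. For E11.5 against E9.5 there were 0 with probes averaged (219 higher and 377 lower unadjusted in limma as reported), 5 with quantile normalization over all arrays and 12 without pair 3, and for 6 weeks against P0 16 with normexp.

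Leaving out 1 array gave, as lowest and highest, 1 to 30 genes higher, 0 to 85 lower, 99 to 161 over 1.5-fold and 8 to 30 over 2-fold for Nkx2.5 E9.5. For Nkx2.5 E11.5 it gave 5 to 132 higher, 15 to 103 lower and 58 to 198 over 2-fold. For αMHC it gave 0 to 3 higher, 0 to 3 lower, 74 to 210 over 1.5-fold and 19 to 51 over 2-fold at E11.5, 0 to 8, 0 to 2, 119 to 587 and 17 to 64 at P0, and 1 to 393, 8 to 358, 806 to 2013 (aMHC 6 weeks: genes over 1.5-fold) and 182 to 712 at 6 weeks. Genes whose change differs were 2 to 11, 1 to 18, 0 to 3 and 1 to 346 in the order above. Leaving out knockout 2 gave the highest and leaving out control 1 the lowest numbers of called genes at 6 weeks, with 393 and 1 higher.

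With gene permutation the enrichment score of the dilated cardiomyopathy pathway at 6 weeks was 1.59 and past the threshold, as were those of Ronin/Hcf-1 targets at 6 weeks (−1.68), between control ages (−1.44) and between drivers (−1.43), none of which passed in camera. Targets between control ages also passed with fry, at a mean of −0.0685. With an estimated correlation 0 of the 8 lists past the threshold at 6 weeks passed, among them oxidative phosphorylation (shift −0.26), which did not pass with fry either (mean −0.24). In Nkx2.5 hearts at E11.5 trabecular markers passed with the replicate block (−0.31), with probes averaged (−0.31) and without pair 3 (−0.39), the mitochondrial ribosome with probes averaged (Nkx2.5 E11.5: mitochondrial ribosome, −0.0870) and without pair 3 (−0.10), and oxidative phosphorylation without pair 3 (−0.10). The shift reversed for mTORC1-responsive genes at E9.5 with probes averaged (0.00511), and for targets in Nkx2.5 hearts at E11.5 with all genes bound by Ronin (0.00313). The correlation of the drivers over targets was 0.215 over all genes bound by Ronin and between 0.316 and 0.511 on 2 against 2 arrays.

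Over the arrays left out, shifts went from 0.0191 to 0.294 for dilated cardiomyopathy at 6 weeks and −0.0165 to 0.0740 at P0, where it reversed without knockout 2, from −0.0350 to 0.0108 for targets at P0 (reversed without control 1, 0.00905, or knockout 2) and −0.0173 to 0.00518 in Nkx2.5 hearts at E11.5 (reversed without knockout 1). In Nkx2.5 hearts at E11.5 they were −0.0914 to −0.0520 for the mitochondrial ribosome, −0.109 to 0.00245 for oxidative phosphorylation (reversed without knockout 2) and −0.434 to −0.208 for trabecular markers, and at E9.5 −0.0737 to 0.0150 for Notch signaling (reversed without control 1, 0.000152, or knockout 1). The difference of the stress response between 6 weeks and P0 was −0.00302 to 0.381 (reversed without 6-week control 1), and at E9.5 foregut was −0.497 to 0.0207 and liver −0.754 to 0.205, both reversed without knockout 2.

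Signal over background limits small changes of dim genes, and genes below the median probe, among them Mycn, Thbs4, Erbb4 and Rbpj in some comparisons, were not tested there. In simulated data 2 unchanged genes of 11466 at 6 weeks and 7 of 11581 in Nkx2.5 hearts at E11.5 were called. The noise of these data was drawn from the fitted model, so the numbers do not test how real arrays vary.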

Differences from the paper's values

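Apart from the 3 alternatives named as such after the fold counts and the corrected matching of synonyms for the mTORC1 list, nothing in this part was chosen after a result was seen. Fold counts use 1 probe per gene above the filter, and the paper states the folds but no filter. In what follows the other alternatives set before the data were examined are each comparison alone, equal weights, median scaling, no dim-probe filter, probes averaged and the replicate block. A difference is called gone where the count lies within 1.5 times of the paper's, and it is said to stay otherwise. Gone does not mean that the counts are equal. A fold from a lone array is less precise, so a count near the paper's with 1 array left out does not explain the difference.

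For Nkx2.5 hearts at E9.5, about 46 genes are higher by more than 1.5-fold in the paper's Fig. S6, read by eye, and 27 here, a difference that is gone with any probe and no filter (38), control 1 left out (39), control 2 left out (39), knockout 1 left out (50) and knockout 2 left out (65) and stays with the others (21 to 27). The paper's Fig. S6 shows about 2 genes higher by more than 2-fold in Nkx2.5 hearts at E9.5, read by eye, against 1 here, a difference that is gone with control 1 left out (3) and stays with any probe and no filter (1), control 2 left out (4), knockout 1 left out (5), knockout 2 left out (4), and the others (0 to 1). Genes lower by more than 2-fold in Nkx2.5 hearts at E9.5 are about 11 in the paper's Fig. S6, read by eye, and 5 here, a difference that is gone with any probe and no filter (10) and control 1 left out (11) and stays with control 2 left out (4), knockout 1 left out (25), knockout 2 left out (5), and the others (5 to 6). For Nkx2.5 hearts at E11.5, about 360 genes are higher by more than 1.5-fold in the paper's Fig. S6, read by eye, and 236 here, a difference that is gone with any probe and no filter (300), control 1 left out (278), control 2 left out (356), knockout 1 left out (331) and knockout 3 left out (405) and stays with control 3 left out (157), knockout 2 left out (192), and the others (191 to 237). The paper's Fig. S6 shows about 99 genes higher by more than 1.5-fold in αMHC hearts at E11.5, read by eye, against 60 here, a difference that is gone with any probe and no filter (82), control 1 left out (86) and control 2 left out (81) and stays with knockout 1 left out, knockout 2 left out (36), and the others (51 to 62). Genes lower by more than 1.5-fold in αMHC hearts at E11.5 are about 43 in the paper's Fig. S6, read by eye, and 22 here, a difference that is gone with any probe and no filter (36), control 1 left out (34), control 2 left out (46), knockout 1 left out (33) and knockout 2 left out (38) and stays with the others (22 to 25). For αMHC hearts at E11.5, about 21 genes are higher by more than 2-fold in the paper's Fig. S6, read by eye, and 10 here, a difference that is gone with any probe and no filter (17) and control 1 left out (15) and stays with control 2 left out (12), knockout 1 left out (39), knockout 2 left out (11), and the others (8 to 10). The paper's Fig. S6 shows about 21 genes lower by more than 2-fold in αMHC hearts at E11.5, read by eye, against 8 here, a difference that is gone with any probe and no filter (19) and control 2 left out (17) and stays with control 1 left out (9), knockout 1 left out (12), knockout 2 left out (8), and the others (8 to 11). Genes higher by more than 1.5-fold in αMHC hearts at P0 are about 91 in the paper's Fig. S7D, read by eye, and 55 here, a difference that is gone with any probe and no filter (76), control 2 left out (62) and knockout 2 left out (61) and stays with control 1 left out (336), knockout 1 left out (317), and the others (37 to 55). For αMHC hearts at P0, about 110 genes are lower by more than 1.5-fold in the paper's Fig. S7D, read by eye, and 61 here, a difference that is gone with any probe and no filter (85) and stays with control 1 left out (238), control 2 left out (73), knockout 1 left out (270), knockout 2 left out (58), and the others (40 to 62). The paper's Fig. S7D shows about 10 genes higher by more than 2-fold in αMHC hearts at P0, read by eye, against 5 here, a difference that is gone with control 2 left out (10) and stays with any probe and no filter (6), control 1 left out (28), knockout 1 left out (18), knockout 2 left out (6), and the others (3 to 5). Genes lower by more than 2-fold in αMHC hearts at P0 are about 23 in the paper's Fig. S7D, read by eye, and 10 here, a difference that is gone with knockout 1 left out (19) and stays with any probe and no filter (15), control 1 left out (36), control 2 left out (10), knockout 2 left out (11), and the others (7 to 10).

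Of the alternatives chosen after seeing the values, for genes higher by more than 1.5-fold, quantile normalization over all arrays (266) and leaving out both arrays numbered 3 (312) come within 1.5 times of the paper's count in Nkx2.5 hearts at E11.5, and normexp background correction (62) in αMHC hearts at P0, and which of the paper's genes they drop was not compared.

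On the scale of knockout over control, the score of Ronin/Hcf-1 targets at E11.5 is about −1.7 in the paper's Fig. 5G, read by eye, and −1.30 here for Nkx2.5, and about 0.99 in the paper's Fig. 5G, read by eye, and 1.33 here for αMHC, where the paper used quantile normalized values and those here are normalized by cubic spline. The score of the dilated cardiomyopathy set is about 0.96 in the paper's Fig. S7B, read by eye, and 0.71 here at P0, and about 1.1 in the paper and 1.59 here at 6 weeks, with another gene list. Itga6 in Nkx2.5 hearts at E11.5 has a fold of about 0.84 in the paper's Fig. S8A, read by eye, and 1.14 here, and another of its probes has a log2 fold change of −0.26 here. In the paper's Table S2, Glrx at E11.5 has a fold of 4.37 for its highest probe and 0.830 here for the probe with the highest mean, and Nt5dc3 at E9.5 2.96 in the paper and 0.962 here, where the probe of the paper's value is named Ttc41. The same probes give 4.37 and 2.96 here. For these 7 values no alternative set before the data were examined was computed.

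The paper states that the Nkx2.5 knockout significantly lowers Ronin/Hcf-1 targets at E11.5. Their shift here is −0.01 with an adjusted p of 0.91 from camera in limma, 0.49 with fry and 0.094 by gene permutation. These p values are adjusted over the 30 lists tested, so they are not on the same footing as the paper's GSEA of the targets. Of the 11 targets past the threshold 10 are lower, and with the replicate block 17 are higher and 18 lower. The paper also states that targets change significantly between E9.5 and E11.5, which holds here by gene permutation (adjusted p = 0.014) and fry (0.0021) and not in camera (0.29). It states that the dilated cardiomyopathy signature is significant at 6 weeks, which holds here by gene permutation (adjusted p = 0.019) and without knockout 2 in camera, and not in camera on all arrays (0.15). It states, from GSEA of Hallmark and KEGG sets, that mTor signaling components are enriched in controls at E9.5. The shift of the list used here is −0.00721 (adjusted p = 0.88 from camera in limma), and that of mTORC1-responsive genes −0.0134 (adjusted p = 0.84). Both the lists and the test differ from the paper's, so these values do not test its result. The paper's staining and western blot of phosphorylated Rps6 were not analyzed. The legend of Figure 5 gives 3 samples per group for the Nkx2.5 hearts, and there are 2 per group at E9.5 here.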

Other observations

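The tests of targets among called genes, of shared calls and of autosomal switching probes, by other probes and by sex, were chosen only after results were seen.

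In αMHC hearts at E11.5, Xist had an intensity of 1888 and 1989 in the controls and 49.9 and 54.9 in the knockouts, so sex goes with genotype there and the effects of sex and knockout cannot be separated in that comparison. Ronin/Hcf-1 targets, Thap11 left out, made up 24.1% of the genes past the threshold in Nkx2.5 hearts at E9.5 against 2.20% of those measured (14 genes, 7 higher and 7 lower, Fisher's exact test, p = 1.9e-11), and 8.25% against 2.14% at 6 weeks (17 genes, 3 higher and 14 lower, p = 2.0e-06). Of the genes past the threshold and lower, 22 were shared by Nkx2.5 hearts at E9.5 and E11.5 (0.138 expected), 20 by Nkx2.5 hearts at E9.5 and αMHC hearts at 6 weeks (0.294 expected) and 25 by Nkx2.5 hearts at E11.5 and αMHC hearts at 6 weeks (0.389 expected). These comparisons have no array in common. However, each gene's variance comes from 1 fit of all arrays, so the calls are not independent, as the expected numbers assume. The shares of targets and the shared calls were computed for the reported fit alone. With equal array weights 1 gene was higher and 1 lower at E9.5, and with each comparison alone 0 genes passed at 6 weeks.

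Further lists passed in camera with the preset correlation and in none of these cases with an estimated one. At E9.5 genes of foregut and lung epithelium (−0.24, adjusted p = 0.011 from camera in limma) and of liver (−0.27, adjusted p = 5.6e-04) were lower, at 0.02 and 0.21 without knockout 2, at −0.04 and −0.09 without control 1, at −0.43 and −0.44 without control 2, and at −0.50 and −0.75 without knockout 1. In Nkx2.5 hearts at E11.5 genes of calcium handling were at −0.17, those of extracellular matrix at 0.18 and p53 targets at 0.12 (each at an adjusted p of 0.0498 from camera in limma). The first was not past the threshold without control 1 (−0.13), control 3 (−0.13), knockout 1 (−0.21) or knockout 2 (−0.09), the second not without control 2 (0.05), knockout 1 (0.06) or knockout 3 (0.15) and at 0.31 without knockout 2, and the third not without control 1 (0.14), control 2 (0.08) or knockout 1 (0.07) or with the replicate block. In αMHC hearts at E11.5 erythroid genes were higher by 0.44, by 0.19 and not past the threshold without knockout 2 and by 0.70 without knockout 1, and the stress response was higher by 0.15 (adjusted p = 8.7e-05 from camera in limma). At P0 epicardial genes were higher by 0.34 (adjusted p = 7.0e-04 from camera in limma). At 6 weeks genes of calcium handling were at −0.38 and the stress response at 0.28, which was 0.08 without control 1 and 0.11 without knockout 2, neither past the threshold, and 0.47 without control 2 and 0.45 without knockout 1.

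In 26 genes, in 38 cases, a probe differed by a log2 of at least 3 between arrays of 1 group. Variants under the probe may be the source, as the other probes of autosomal genes differed by a median of 0.38 where the switching probe differed by 3.21 (13 probes of 10 genes). However, Y-linked Eif2s3y, which follows sex, switched by 3.93 to 4.90 while its other probe differed by −0.10 to 0.11. An other probe that does not follow therefore cannot tell a variant from expression. Over all genes with other probes the median was 1.66 against 3.56, which leaves variants open for the whole set too. Sex of the animals is argued against for the autosomal genes as a set, because in 42.3% of the cases with clear Xist and Eif2s3y (11 of 26) both arrays are of the same sex. For the whole set it stays open in part, as 11.54% of the genes (3 of 26) are X- or Y-linked, just above the tenth set for excluding it.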
